# Targeting AATF reprograms the tumor microenvironment and suppresses hepatocellular carcinoma via MIR100HG-TGF-β signaling

**DOI:** 10.1016/j.omton.2026.201259

**Published:** 2026-06-06

**Authors:** Diwakar Suresh, Akshatha N. Srinivas, Bharathwaaj Gunaseelan, S.A. Amith Bharadwaj, Manju Moorthy, Gopalkrishna Ramaswamy, Suchitha Satish, Prashant Vishwanath, Prasanna Kumar Santhekadur, Saravana Babu Chidambaram, Divya P. Kumar

**Keywords:** apoptosis-antagonizing transcription factor, hepatocellular carcinoma, tumor microenvironment, orthotropic xenograft model, whole transcriptomics, and liver-specific gene silencing

## Abstract

Hepatocellular carcinoma (HCC), a leading cause of cancer death, has a dynamic and heterogeneous tumor microenvironment (TME) that drives progression and therapeutic resistance. We previously elucidated that apoptosis-antagonizing transcription factor (AATF) drives angiogenesis in HCC. However, its role in TME remains unexplored. We employed an orthotopic xenograft mouse model, implanting human HCC cells into the liver and achieved liver-specific silencing via tail vein injection of adeno-associated virus 8 (AAV8) carrying mouse-specific siAATF or siControl. Histological, biochemical, and molecular analyses, combined with whole-genome transcriptomics mapped to mouse and human genomes, were used to study TME and tumor compartments separately. Silencing of AATF in the TME significantly reduced tumor growth compared with controls. Furthermore, AATF loss disrupted key processes in TME, including inflammation, immune response, angiogenesis, and extracellular matrix remodeling. Mechanistically, TGF-β signaling was significantly suppressed in the TME, thereby affecting tumor cell-cycle and metabolic activity, ultimately leading to tumor regression. The long non-coding RNA (lncRNA) analysis identified MIR100HG as a key downstream regulator of AATF in the TGF-β signaling pathway. These findings expand the oncogenic role of AATF to include regulation of the TME via the AATF-MIR100HG-TGF-β axis, highlighting its potential as a therapeutic target in HCC.

## Introduction

Hepatocellular carcinoma (HCC) is the primary liver cancer that occurs most frequently, making it the sixth most common malignancy and the third leading cause of cancer-related deaths globally.^1^ Its incidence is steadily rising, with projections indicating 1.3 million deaths by 2040.^2^ HCC mainly develops against the backdrop of chronic liver disease, with viral hepatitis and alcohol use being significant risk factors.^3^ However, as vaccination programs have significantly decreased hepatitis-related cases, metabolic dysfunction-associated steatotic liver disease (MASLD) and type 2 diabetes have become the main contributors to the increasing global burden of HCC.^4^ The rising incidence and mortality rates of HCC present a major healthcare challenge, highlighting the urgent need for heightened attention and intervention.^5^ Although there have been advances in HCC treatment, late diagnosis and tumor heterogeneity continue to limit the success of current therapies.^6^ Irrespective of etiological factors, persistent hepatic inflammation is a significant risk factor for the development of primary liver carcinoma.^7^ About 90% of HCC cases are linked to chronic inflammation that leads to fibrosis, cirrhosis, and ultimately HCC.^8^ Epithelial-mesenchymal transition (EMT) and cellular plasticity play essential roles in promoting tumor metastasis,^9^ posing significant challenges for current molecular-targeted therapies and underscoring the need to identify new disease drivers and treatment options.

The tumor microenvironment (TME), also referred to as tumor stroma, comprises various non-cancerous cells, including fibroblasts, immune cells, endothelial cells, and pericytes.^10^ It actively contributes to regulating tumor progression through several mechanisms.^11^ Chronic inflammation within the TME drives tumor growth by releasing pro-inflammatory cytokines such as IL-6 and TNF-α, while creating an immunosuppressive niche that enables tumor cells to evade immune surveillance through immune checkpoint molecules such as PD-L1/PD-1.^12^ Angiogenesis stimulated by malignant cells secretes vascular endothelial growth factor (VEGF) for a steady supply of oxygen and nutrients necessary for tumor proliferation.^13^ Hypoxic conditions within the TME enhance metabolic reprogramming, promote angiogenesis, and increase resistance to apoptosis.^14^ Cancer-associated fibroblasts (CAFs) contribute to fibrosis and stromal remodeling by secreting extracellular matrix (ECM) components, creating a stiff, fibrotic environment that facilitates tumor growth and metastasis.^15^ Moreover, metabolic crosstalk between tumor and stromal cells is a dynamic, bidirectional process that promotes the Warburg effect, thereby sustaining rapid tumor proliferation.^16^ The TME also induces EMT, enhancing tumor cell motility and invasiveness and facilitating tumor metastasis to other organs.^17^ The immune components of the TME, such as myeloid-derived suppressor cells (MDSCs) and CAFs, contribute to chemoresistance by altering drug penetration, enhancing survival signaling, and suppressing immune responses.^18^^,^^19^ Together, these factors form a dynamic and adaptable ecosystem that promotes tumor growth, helps cancer evade immune responses, facilitates metastasis, and increases resistance to therapy, highlighting the TME as a key target for treatment. Thus, in contrast to traditional gene therapy that targets genetically unstable tumor cells, recent studies have focused on manipulating the genetically stable TME to assess its impact on tumor progression.^20^^,^^21^

Apoptosis-antagonizing transcription factor (AATF) is a coactivator of multiple transcription factors that regulate the cell cycle, DNA damage response, and apoptosis.^22^^,^^23^^,^^24^ Pathologically, elevated AATF levels have been reported in several cancers, including breast cancer, colorectal cancer, leukemia, multiple myeloma, bladder cancer, and HCC.^25^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^ AATF plays a crucial role in tumor proliferation and survival by regulating the G1/S and G2/M cell-cycle checkpoints and suppressing the apoptotic response.^24^^,^^25^ Kumar et al. demonstrated that AATF promotes hepatocarcinogenesis under chronic inflammation conditions induced by MASLD.^31^ Previously, we established AATF’s role in regulating angiogenesis in HCC by suppressing pigment epithelium-derived factor (PEDF).^32^ Given its overexpression in HCC, AATF significantly contributes to tumor proliferation and survival. However, despite its recognized oncogenic functions, the role of AATF within the TME remains unexplored. Understanding how AATF interacts with TME components could reveal additional mechanisms through which it promotes HCC progression.

In this study, we aimed to explore the novel role of AATF in the TME of HCC. Using an orthotopic xenograft mouse model of HCC, we specifically targeted AATF in the tumor stroma or TME to assess its impact on tumor progression through advanced transcriptomic analyses. Targeting AATF in the TME led to a significant decrease in liver tumor burden. Mechanistically, AATF depletion in TME downregulated TGF-β signaling, subsequently inhibiting ECM remodeling and impairing tumor cell proliferation. Furthermore, we identified the long non-coding RNA (lncRNA) MIR100HG as a key regulator in AATF-mediated TME remodeling in HCC. These findings provide new insights into the mechanistic role of AATF in the TME, highlighting its potential as both a malignant biomarker and a promising therapeutic target.

## Results

### Targeting AATF in the TME inhibits tumor progression in an orthotopic HCC xenograft model

To investigate the potential role of AATF in HCC progression, we established a cell line-derived orthotopic xenograft mouse model using human HCC cells in athymic BALB/c (nu/nu) mice. We injected 1 million cells into the left lateral lobe of the liver through a midline abdominal incision and monitored tumor growth. To achieve liver-specific knockdown of AATF, adeno-associated virus 8 (AAV8) vectors carrying siControl or siAATF under the thyroxine-binding globulin (TBG) promoter were administered via tail vein injection. Both groups were observed for 4 weeks before euthanasia (Figure 1A). AATF knockdown in TME significantly reduced tumor growth and invasion compared with the siControl group (Figures 1B and 1C). Quantification of tumor weight and volume showed a notable decrease in the siAATF group compared with controls (Figures 1D and 1E). Tumor histology revealed fewer poorly differentiated, multinucleated cells with lower mitotic counts in siAATF mice compared with siControl mice, indicating a reduced tumor burden with AATF silencing (Figures 1F and 1G).

**Figure 1:**
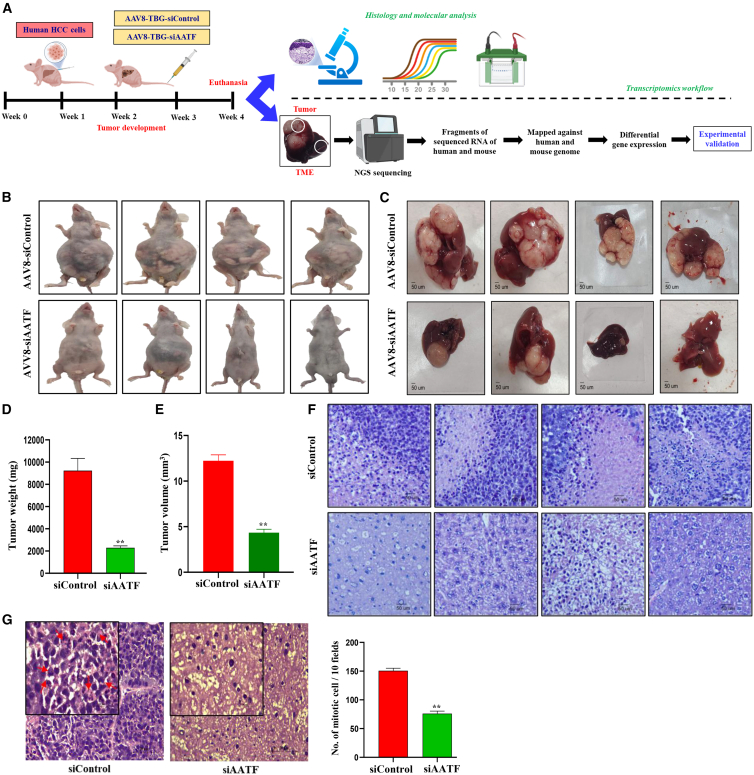
Silencing of AATF reduced tumor burden in the orthotopic xenograft model of HCC (A) Schematic overview of the study design. Representative images of mice (B) and liver (C) demonstrating tumor formation. Tumor weight (D) and tumor volume (E) were measured. Representative microscopic images of H&E (F) (100×; scale bars, 50 μm) and mitotic cell count (G). Data are presented as mean ± SEM for 6–8 mice per group, ∗∗*p* < 0.001 compared with siControl, unpaired *t* test. AAV, adeno-associated virus; TBG, tyrosine binding globulin; AATF, apoptosis-antagonizing transcription factor; TME, tumor microenvironment.

The liver-specific silencing of AATF was designed to target the TME (mouse cells) surrounding the tumor (human-origin cells). The tumor and TME sections were separated for histological analysis, and immunostaining for AATF confirmed decreased expression in the TME compared with the tumor sections (Figures 2A and 2B). Immunoblotting showed silencing of AATF in the TME of siAATF mice, with no significant changes observed in the tumor tissue or siControl mice (Figure 2C). Consistent with the reduced mitotic activity observed histologically, tumor sections were analyzed for Ki-67, a proliferation marker, and cytokeratin 19 (CK19), a marker associated with aggressive HCC and tumor stemness. AATF silencing reduced Ki-67 and CK19 expression compared with siControl mice, indicating decreased proliferative activity and tumor stemness (Figures 2D and 2E). Additionally, mRNA levels of the HCC marker alpha-fetoprotein (AFP) and the tumor vasculature marker CD31 were notably reduced in the AATF-silenced group, indicating decreased tumor progression and angiogenesis (Figures 2F and 2G). Overall, the data demonstrate that silencing AATF within the TME significantly suppresses tumor growth, progression, and invasion.

**Figure 2:**
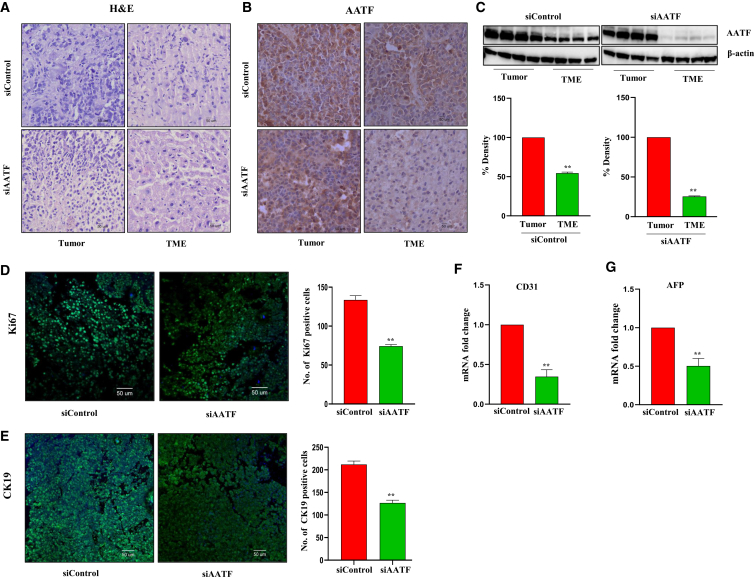
Silencing AATF in TME inhibits HCC tumor progression (A) Representative microscopic images of (A) H&E staining of tumor and TME sections, (B) immunostaining of AATF (400×), scale bar, 50 μm, and (C) AATF protein expression in tumor and TME of siControl and siAATF groups. Immunostaining of (D) Ki-67 and (E) CK-19 (200×), scale bars, 50 μm; mRNA expression of CD31 (F) and AFP (G) were measured in tumor sections of siControl and siAATF mice. Data are presented as mean ± SEM for 6–8 mice per group, ∗∗*p* < 0.001 compared with siControl, unpaired *t* test. AAV, adeno-associated virus; AATF, apoptosis-antagonizing transcription factor; TME, tumor microenvironment; CK19, cytokeratin 19; AFP, alpha-fetoprotein; CD31, cluster differentiation 31.

### Effect of hepatic AATF silencing on transcriptional signatures of the tumor microenvironment and tumor in HCC

To identify the downstream pathways affected by the loss of AATF in the TME, we performed species-specific whole-transcriptomic analysis to distinguish transcriptional changes in the stroma (of mouse origin) from those in the tumor (of human origin). 

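Gene counts of 6 libraries were analysed, 3 labelled siControl and 3 labelled siAATF, with replicates numbered 1 to 3 in each group. The athymic mice carried cells of a human HCC line in the liver. An adeno-associated virus (AAV8, 1e+11 vector genomes per mouse) with the siRNA against mouse Aatf or the control siRNA was injected 1 week after implantation, and the mice were followed for another 3 weeks. The TBG promoter that drives the siRNA is active in hepatocytes. The labels give the mice an age of 6 weeks, and the methods give 5 weeks at purchase with 1 week of acclimatization.
The libraries were made with a SMART-Seq kit, which amplifies full-length cDNA by PCR. The authors trimmed the reads with Cutadapt, aligned them with STAR to the human and mouse genomes joined into one reference, and discarded reads that mapped to several places or to both species. They counted the rest on genes with featureCounts and deposited the human and the mouse counts as separate tables, without normalization. Whether the counting used the strand of the reads is not stated in the paper's text.
The human counts were 35811453, 27159173 and 53138655 in siControl replicates 1 to 3 and 417614, 258490 and 411976 in siAATF replicates 1 to 3. The mouse counts were 703317, 213022 and 913584 in siControl and 42563694, 11835898 and 34966245 in siAATF. A gene without counts can therefore still reach 3 counts per library, which is 3.28 to 14.1 CPM of mouse counts in siControl and 0.0705 to 0.253 CPM in siAATF. For human genes the same limit is 0.0565 to 0.110 CPM in siControl and 7.18 to 11.6 CPM in siAATF. Such limits, and the intervals of shares, cover counting error only, since reads copied by PCR are not independent molecules.
Each table was tested on its own with edgeR, after TMM normalization, over genes with a total of at least 10 counts. Mouse identifiers were named from a gencode annotation of GRCm39, and the human table lists its genes by Ensembl identifier alone. DESeq2, which the authors used, was run as an alternative.
The siRNA target was examined in each library before any other gene. Mouse Aatf (ENSMUSG00000018697, chromosome 11 of GRCm39, 84313681 to 84404348) had 12, 1 and 23 counts in siControl replicates 1 to 3. Its TMM-normalized CPM was 9.63, 2.42 and 12.8 in siControl replicates 1 to 3 and 13.3, 22.0 and 18.9 in siAATF replicates 1 to 3. The means were 8.29 ± 5.33 (SD, n = 3) and 18.0 ± 4.43 (SD, n = 3), a log2 fold change of 0.93 (standard error 0.47, adjusted p = 0.152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every siAATF library was above every siControl library. With each replicate left out in turn, the log2 fold change stayed between 0.66 and 1.33. Scaling by library size alone reversed it to -0.92. Per mouse count with TMM normalization, Aatf RNA was therefore not lower in the libraries labelled siAATF, and directions refer to the labels of the libraries. The siControl libraries held few counts of Aatf, and genes of hepatocytes, in which the promoter is active, took a larger part of the mouse counts in siAATF, so that these counts do not give the level of Aatf within hepatocytes.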

After assessing read quality, the samples were aligned to two reference genomes: human (GRCh38) for tumor cells and mouse (GRCm39) for the TME. 

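Human gene counts made up 98.07%, 99.22% and 98.31% of all gene counts in siControl replicates 1 to 3, with 95% Wilson confidence intervals of 98.069% to 98.078%, 99.218% to 99.225% and 98.306% to 98.313%. In the libraries labelled siAATF the human share was 0.972%, 2.14% and 1.16%, with 95% Wilson confidence intervals of 0.969% to 0.975%, 2.13% to 2.15% and 1.161% to 1.168%. The mean share was 98.5% ± 0.606 (SD, n = 3) against 1.42% ± 0.625 (SD, n = 3). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out mitochondrial genes moved the share most, to 98.4% ± 0.593 in siControl and 2.25% ± 1.78 in siAATF. These shares count reads already assigned to genes, and the mapping percentages of the paper count aligned reads, a different measure. At least 1 count was found on 27183, 28409 and 32666 human genes in siControl and on 19422, 13315 and 14287 in siAATF. Mouse genes with at least 1 count numbered 14901, 12674 and 16349 in siControl and 23374, 19607 and 22326 in siAATF.

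**Figure D1:**
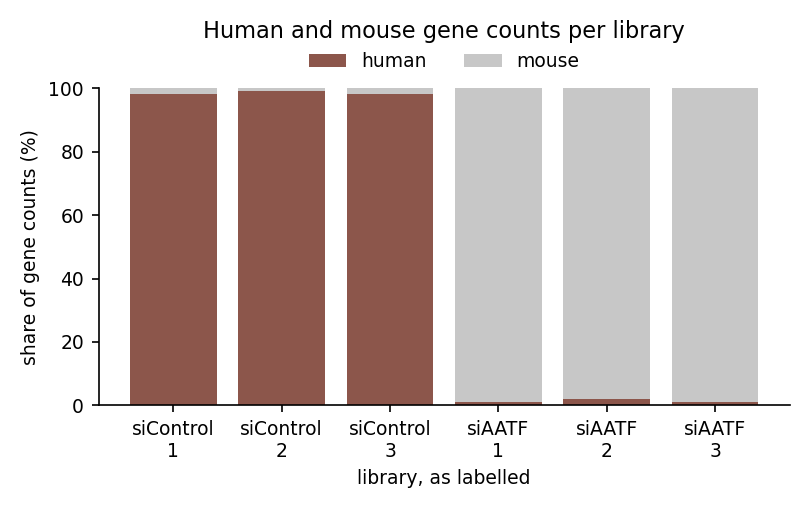
Share of human and mouse gene counts in each library, in percent of all gene counts of that library. The 3 bars of siControl lie between 98.07% and 99.22% human and those of siAATF between 0.972% and 2.14%.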

Mapping efficiency showed that 87.60% of reads aligned uniquely to the human genome and 60.16% to the mouse genome, highlighting adequate species-specific segregation of transcriptional alterations. 

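Libraries were compared by Pearson's r of log2(CPM + 1) across genes, which are not independent replicates. For the 18018 mouse genes, the median r was 0.915 among the siControl libraries (0.882 to 0.942) and 0.937 among the siAATF libraries (0.927 to 0.960). Between the groups the 9 pairs had a median of 0.704 (0.631 to 0.802), below every pair within a group. For the 21299 human genes, the median was 0.984 (0.981 to 0.995) among siControl and 0.902 (0.890 to 0.906) among siAATF. The pairs between the groups, with a median of 0.931 (0.923 to 0.950), were thus above those among the siAATF libraries, whose human totals were small. Over the 4243 human genes with at least 10 counts in every library the medians were 0.939, 0.940 and 0.914.
Partial least squares discriminant analysis (PLS-DA), which is given the group labels, was run with mixOmics and 2 components. The distance between the group centres was 4.35 times the mean distance of a library to its own centre in the TME and 3.38 times in the tumor. The other 9 ways of dividing the 6 libraries into 3 and 3 gave 1.71 to 2.09 in the TME and 2.06 to 2.41 in the tumor.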

Initial dimensionality reduction analysis demonstrated that siAATF and siControl samples formed distinct clusters in both the tumor and TME, indicating clear transcriptional separation between the groups and high sample correlation within each group (Figures S1A–S1D). A total of 3,943 differentially expressed genes (DEGs) were identified in the TME-specific transcriptome (*p* value <0.05 and | log 2-fold change| ≥ 2). Among these, 1,603 genes were upregulated and 2,340 genes were downregulated (Figures S1E and S1F). 

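Of the 18018 mouse genes tested, 4815 met the criteria of an unadjusted p under 0.05 and a |log2 fold change| of at least 2 in edgeR's quasi-likelihood test, 2455 higher and 2360 lower in the libraries labelled siAATF. An unadjusted p under 0.05 was found for 7606 genes. After Benjamini-Hochberg adjustment, 5762 genes had p under 0.05 at any fold change, 3169 of them higher, and 4103 also passed the fold threshold. The number of DEGs depended most on the gene filter, with 814 among the 3552 genes that had at least 10 counts in every library. Without siControl replicate 3, 3333 genes had an adjusted p under 0.05. The median log2 fold change of all tested genes was 0.50 after TMM normalization. Scaling by library size alone brought that median to -1.30 and gave 640 higher and 5577 lower DEGs, so that the higher share fell from 51.0% to 10.3%.
Genes were ranked by fitted log2 fold change among those with an adjusted p under 0.05, a |log2 fold change| of at least 2, a mean of at least 50 counts and no overlap between the groups. The largest fitted rises were those of Mup17, Mup9 and Hsd3b5. With 0 siControl counts only a lower bound of each rise is known, so their rank is uncertain. Mup7, labelled in Fig. S1E, had 3, 0 and 2 counts against 30538, 5873 and 4664 and may have risen as much. Mup17 (ENSMUSG00000096688, chromosome 4 of GRCm39, 61510166 to 61514108) had 0 counts in every siControl library and 46064, 1395 and 1803 in siAATF replicates 1 to 3, at least 174-fold higher. Mup9 (ENSMUSG00000078686, chromosome 4 of GRCm39, 60374045 to 60377943) also had 0 counts in siControl against 12109, 3997 and 119, a log2 fold change of at least 6.76 by its mean. Both encode major urinary proteins, secreted by hepatocytes, and belong to a family of near-identical genes, so that their counts are uncertain. Hsd3b5 (ENSMUSG00000038092, chromosome 3 of GRCm39, 98525950 to 98537568), a steroid dehydrogenase gene of the liver, had 0 against 12075, 769 and 131 counts, at least 51.1-fold higher by its mean. The bounds of these genes are ratios of group means and leave out the spread between libraries. In siAATF replicates 1 to 3 the CPM was 418, 806 and 6.60 for Mup9 and 417, 155 and 7.27 for Hsd3b5. The largest fall by the same rule was that of Esm1 (ENSMUSG00000042379, chromosome 13 of GRCm39, 113346193 to 113354632), which encodes a proteoglycan of endothelial cells. Its CPM was 114 ± 13.0 (SD, n = 3) in the siControl libraries and 0.117 ± 0.121 (SD, n = 3) in the siAATF libraries, a log2 fold change of -9.35 (standard error 0.60, adjusted p = 5.28e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lox and Col1a1 followed. Of the genes labelled in Fig. S1E, all 10 higher ones had at most 3 counts in each siControl library, and their median log2 fold change was 11.78 as fitted and 6.82 with each gene at its lower bound. The 10 legible lower ones had a median of -9.24 as fitted and -7.38 with the bounds.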

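The gene sets of the paper's enrichment analysis were not used here. In their place, 35 lists of mouse genes were tested with camera, a competitive set test of limma, at a preset correlation of 0.01 between genes. Of these, 24 were written before the data were examined and 11 were read from the paper, which chose them on the same libraries. An adjusted p under 0.05 was found for 27 lists, 23 lower and 4 higher than the median of all genes in the libraries labelled siAATF. Of the 27, 26 also passed under fry, a self-contained test, and 5 under camera with the correlation estimated from the data. These 5 were the genes of Fig. 3G, Fig. 3I and Fig. 7B, the collagen genes, and the mesenchymal and partial EMT markers of Fig. 4B. The other 9 splits of the 6 libraries into 3 and 3 gave 0 to 26 lists with a median of 22. Each of them divides both groups 2 to 1 and so keeps part of the group difference. The number of lists called at the preset correlation hardly set the groups apart from these splits, which do not show what unchanged groups would give. The neutrophil markers were the list lost under fry (median log2 fold change -4.46 in 8 genes, all lower, adjusted p = 0.000540 with camera and 0.0570 with fry, 1.92e-06 to 0.314 over its alternatives). All 12 markers of activated fibroblasts, of which 6 are also in lists of the paper, were lower, with a median log2 fold change of -6.35 and -6.86 relative to all genes (adjusted p = 1.66e-12, camera). Of the 10 tumor endothelial markers, 9 were lower, with medians of -4.18 and -4.68 (adjusted p = 3.48e-06, camera).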

Functional enrichment analysis of DEGs using Gene Ontology (GO) for Biological Processes, Molecular Functions, Cellular Components, and Reactome pathways revealed that AATF silencing in the TME significantly affected immune-related pathways, angiogenesis, and ECM remodeling, thereby remodeling the microenvironment to be less supportive of tumor progression (Figures S1G and S2). Similarly, 702 genes were differentially expressed in the tumor-specific transcriptome, with 668 upregulated and 34 downregulated (Figures S1H and S1I). 

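Of the 21299 human genes tested, 933 met these criteria in edgeR, 820 higher and 113 lower in the libraries labelled siAATF. An unadjusted p under 0.05 was found for 2690 genes. After Benjamini-Hochberg adjustment, 30 had p under 0.05, 26 of them higher, and 25 also passed the fold threshold, all higher. The number of tumor DEGs depended on the filter, the test and the replicates. It was 7 among the 4243 genes with at least 10 counts in every library, 6427 with limma-voom, 470 without siControl replicate 3 and 494 without siAATF replicate 1. With DESeq2, 1501 genes were called, 1458 of them higher. After all libraries were thinned to the smallest human total, 87 were called, 59 of them higher.
The counts behind these calls were small. The 820 genes called higher had median counts of 4, 4 and 9 in siControl replicates 1 to 3 and of 2, 0 and 0 in siAATF replicates 1 to 3. For 633 of them, every siAATF library held at most 3 counts. The 113 genes called lower had medians of 138, 91 and 235 in siControl and 0 in each siAATF library, where no such gene exceeded 4 counts. With an adjusted p under 0.05, a |log2 fold change| of at least 2, a mean of at least 50 counts and no overlap between the groups, 7 human genes were higher and 0 lower. The human table gives no gene names, and the 3 largest rises among these genes are given by identifier. The gene ENSG00000281383, on chromosome 21 of GRCh38 from 8254592 to 8255514, had 31, 43 and 54 counts in siControl and 250, 191 and 95 in siAATF. Its CPM of human counts was 1.23 ± 0.522 (SD, n = 3) in siControl and 499 ± 238 (SD, n = 3) in siAATF, a log2 fold change of 8.70 (standard error 0.43, adjusted p = 1.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene ENSG00000183873, on chromosome 3 of GRCh38 from 38548057 to 38649687, had 48, 93 and 245 against 21, 37 and 79 counts and a CPM of 3.26 ± 1.67 (SD, n = 3) in siControl and 125 ± 72.2 (SD, n = 3) in siAATF, a log2 fold change of 5.24 (standard error 0.48, adjusted p = 0.000121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene ENSG00000111249, on chromosome 12 of GRCh38 from 111034165 to 111350554, had 104, 209 and 334 against 55, 65 and 42 counts and a CPM of 5.98 ± 2.98 (SD, n = 3) in siControl and 154 ± 70.2 (SD, n = 3) in siAATF, a log2 fold change of 4.67 (standard error 0.40, adjusted p = 7.95e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives, the adjusted p of these genes ranged from 1.10e-215 to 0.00242, from 6.61e-72 to 0.0411 and from 3.58e-65 to 0.0186.

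**Figure D2:**
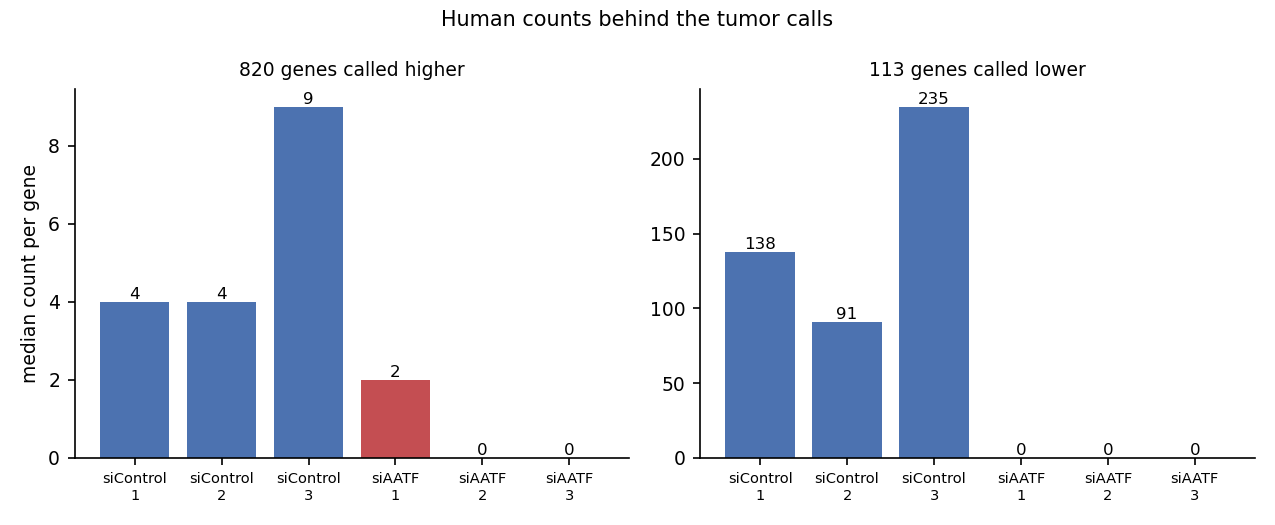
Median human count per gene in each library over the 820 genes called higher (left) and the 113 genes called lower (right) in the libraries labelled siAATF, with the median printed above each bar. Before scaling, the medians of both sets were smaller in every siAATF library than in any siControl library.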

GO enrichment analysis of the tumor revealed decreased activity in cell cycle, cellular stress response, mismatch repair, DNA damage response, and RNA degradation, resulting in halted cell proliferation (Figures S1J and S3). Therefore, silencing AATF in the TME leads to significant transcriptomic changes, thereby reducing HCC tumor progression.

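In the TME, 4390 of the 4815 DEGs had no overlap between the 3 siControl and the 3 siAATF libraries in their normalized counts. In the tumor this held for 244 of the 933 DEGs. The groups compared also differed in the origin of their counts, with a median of 703317 mouse counts in siControl and 34966245 in siAATF, and a median of 35811453 human counts against 411976. From the DEGs of the TME and of the tumor and the terms enriched among them, the paper concludes that silencing of AATF in the TME changes both transcriptomes and thereby reduces HCC progression. Its evidence for reduced progression also includes lower tumor weight, tumor volume and mitotic counts, and weaker Ki-67 and CK19 staining. Those measurements were made apart from the libraries.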

### Targeting AATF reprograms the tumor microenvironment and inhibits tumor progression in HCC

The TME plays a vital role in influencing tumor growth, immune evasion, and resistance to anti-tumor therapies.^33^ The TME, which encompasses immune regulation, ECM remodeling, and angiogenesis, fosters a tumor-permissive environment that is crucial for HCC progression.^34^ Since AATF silencing in the TME reduced tumor progression, we further examined the stromal molecular signatures that may underlie this effect. The gene set enrichment analysis (GSEA) analysis of TME characterization revealed a significant reduction in angiogenesis and an altered immune landscape (Figure 3A). 

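The genes legible in the heatmaps of Fig. 3G and Fig. 3D were tested as lists. The paper chose them on these libraries as its most downregulated genes, so their tests are not independent evidence. All 25 angiogenesis genes of Fig. 3G were lower in the libraries labelled siAATF with an adjusted p under 0.05, over all genes tested and adjusted over the list alone. Their median log2 fold change was -6.77, or -6.46 with the 9 genes that had at most 3 counts in each siAATF library set to their bound (camera, adjusted p = 1.54e-20). All 23 immune genes of Fig. 3D were also lower with an adjusted p under 0.05 in both adjustments. Their median was -7.63, or -6.77 with 13 such genes at their bound (camera, adjusted p = 1.10e-18).
These changes are relative to mouse counts, which were 0.778% to 1.93% of all gene counts in siControl and 97.9% to 99.0% in siAATF. As CPM of all gene counts, human and mouse together, the genes of Fig. 3G summed to 55.6 ± 21.5 (SD, n = 3) in siControl and 8.40 ± 5.20 (SD, n = 3) in siAATF, and those of Fig. 3D to 36.7 ± 16.1 (SD, n = 3) in siControl and 3.01 ± 1.99 (SD, n = 3) in siAATF. Both were lower in every siAATF library (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow).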

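Lists of genes that respond to these signals, or carry them, were written before the data were examined. The median log2 fold change of a list was compared with that of all mouse genes tested, and camera's p was adjusted over the 35 lists. The TNF and NF-κB response had a median of -2.30, -2.80 relative to all genes, with 16 of 18 genes lower in the libraries labelled siAATF (adjusted p = 2.56e-06, camera). Of these, 13 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone, and 1 of the 2 higher genes also passed in both. The interferon response had medians of -2.48 and -2.99, with 18 of 19 genes lower (adjusted p = 1.76e-08, camera). There, 14 lower genes passed over all genes and 15 adjusted over the list alone, where the 1 higher gene also passed. As a list, the IL-6, JAK and STAT3 response was not lower. Its median was 0.48, -0.02 relative to all genes, and 9 of its 14 genes were higher (adjusted p = 0.913, camera). Of its genes 3 were higher and 2 lower with an adjusted p under 0.05, or 4 and 2 adjusted over the list alone. Its largest fitted rises were those of Saa2 (4.71), Saa1 (4.13), Hamp (3.32) and Fgg (2.83), genes of the liver. The CPM of Saa2 was 728, 920 and 821 in siControl and 14.0, 1952 and 62709 in siAATF. That of Saa1 was 899, 742 and 725 against 104, 1567 and 39694. Both were thus below siControl in siAATF replicate 1, and neither had an adjusted p under 0.05. Hepatocyte markers also rose, so the list cannot separate a lower response from that rise. Among its other genes, Osmr (-2.97) and Jak2 (-2.09) fell most and Il6ra (1.43) rose most. The list's median lay slightly above that of all genes under 5 alternatives, such as 0.32 with at least 10 counts in every library. Over all alternatives, this median ranged from -0.59 to 0.35 relative to all genes, with -0.54 without siAATF replicate 3. Stat3 itself (ENSMUSG00000004040, chromosome 11 of GRCm39, 100775924 to 100830366) had a log2 fold change of 1.08 (standard error 0.46, adjusted p = 0.0958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping groups, and scaling by library size alone reversed this to -0.85. Without siAATF replicate 1 it was 1.39 and passed the threshold (adjusted p = 0.0379, 0.0379 to 0.718 over its alternatives). Hypoxia and glycolysis genes had medians of -2.31 and -2.82, with 14 of 15 lower (adjusted p = 5.74e-06, camera). Of these, 10 passed over all genes and 11 adjusted over the list alone. The TNF list lost its call over genes with at least 10 counts in every library, where its median relative to all genes was -0.95 (adjusted p = 0.175, 1.37e-07 to 0.175 over its alternatives). No list stood for mTORC signaling.

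**Figure D3:**
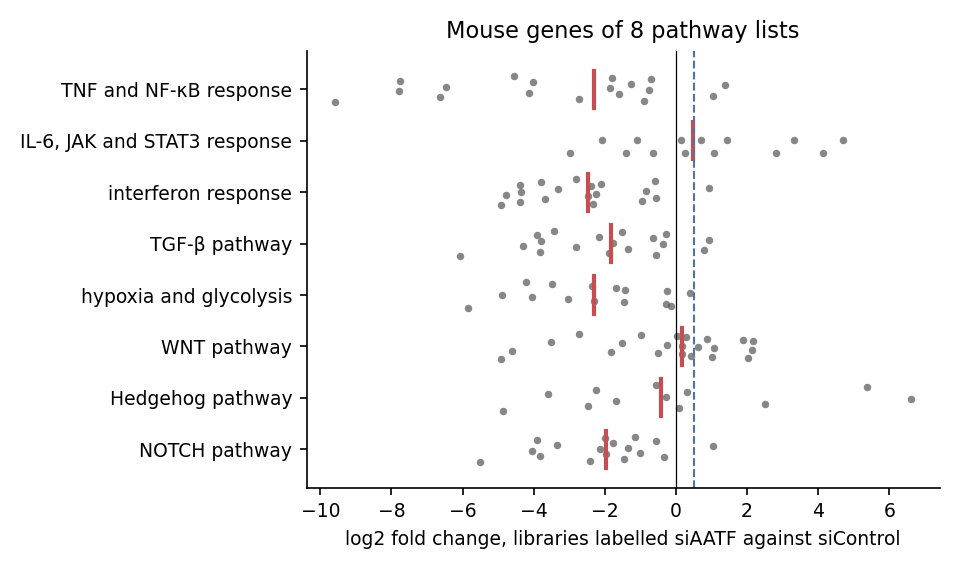
Log2 fold change of each mouse gene (points) in 8 pathway lists, libraries labelled siAATF against siControl, with fitted values for genes at or under 3 counts. Red lines mark each list's median and the dashed blue line the median of all genes, 0.50. The medians of the IL-6, JAK and STAT3 list and of the WNT list lie within 0.34 of the dashed line.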

Interestingly, AATF silencing in the TME resulted in the downregulation of key inflammatory and immune pathways, including TNF-α signaling, Il-6/JAK/STAT3 signaling, interferon signaling, TGF-β signaling, and mTORC signaling, while also decreasing hypoxia and metabolic stress in siAATF mice compared with siControl (Figures 3B and 3C). Furthermore, we observed downregulation of leukocyte migration, mononuclear differentiation, and suppression of immune response-regulating pathways. 

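Cxcl2 (ENSMUSG00000058427, chromosome 5 of GRCm39, 91051730 to 91053797) had 7, 28 and 226 counts in siControl replicates 1 to 3 and 3, 0 and 1 in siAATF replicates 1 to 3. Each siAATF library was at or under 3 counts, so Cxcl2 was at least 228-fold lower by its mean per mouse count (adjusted p = 7.77e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM spread from 5.62 to 126 over the siControl libraries, which the bound leaves out. Cxcl3 (ENSMUSG00000029379, chromosome 5 of GRCm39, 90933962 to 90935952) had 1, 0 and 10 counts in siControl and none in siAATF. It was at least 7.29-fold lower by its mean, although siControl replicate 2 also held 0 counts (adjusted p = 0.00415 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl5 (ENSMUSG00000029371, chromosome 5 of GRCm39, 90907237 to 90909483) had a CPM of 20.7 ± 8.75 (SD, n = 3) in the siControl libraries and 0.122 ± 0.183 (SD, n = 3) in the siAATF libraries, a log2 fold change of -7.11 (standard error 0.78, adjusted p = 5.80e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, its log2 fold change lay between -8.81 and -6.33.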

Interestingly, chemokines such as CXCL2, CXCL3, and CXCL5, which are primarily involved in recruiting immune cells and MDSCs, and thereby contributing to tumor progression,^35^ were also downregulated. Additionally, the downregulation of CCL2, CCL3, and CCL4, which are involved in the differentiation and infiltration of tumor-associated macrophages (TAMs), supports the notion that AATF silencing disrupts chemokine signaling and hampers the recruitment of tumor-promoting immune cells (Figure 3D). This observation was further supported by decreased chemokine production, cytokine-mediated signaling, and macrophage activation and migration, all of which indicate that AATF silencing broadly suppresses inflammatory responses and TAM production (Figure 3F; Figures S4A–S4C). 

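These 3 genes lie on chromosome 11 of GRCm39. Ccl2 (ENSMUSG00000035385, 81926397 to 81928279) had a CPM of 90.6 ± 26.8 (SD, n = 3) in the siControl libraries and 0.806 ± 0.764 (SD, n = 3) in the siAATF libraries, a log2 fold change of -6.63 (standard error 0.62, adjusted p = 2.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl4 (ENSMUSG00000018930, 83553410 to 83555509) had a CPM of 34.8 ± 8.45 (SD, n = 3) in the siControl libraries and 0.157 ± 0.167 (SD, n = 3) in the siAATF libraries, a log2 fold change of -7.41 (standard error 0.60, adjusted p = 2.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 32, 15 and 76 against 4, 0 and 6. Ccl3 (ENSMUSG00000000982, 83538670 to 83540181) had 9, 9 and 51 counts in siControl and 2, 0 and 0 in siAATF, at least 65.6-fold lower per mouse count (adjusted p = 4.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library labelled siAATF was below every siControl library for each of these genes.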

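Of the 18 chemokine genes of Fig. S4A, 15 were lower and 3 higher in the libraries labelled siAATF. Their median log2 fold change was -5.34, or -4.39 with genes at or under 3 counts in a group set to their bound (camera, adjusted p = 6.57e-08). An adjusted p under 0.05 was found for 13 of the lower genes, over all genes tested and adjusted over the list alone, and for none of the higher ones. The higher genes were Cxcl1, Cxcl12 and Ccl24. Over all 27 chemokine genes tested by symbol, of which 19 are also in lists of the paper, 20 were lower, 17 of them with an adjusted p under 0.05 in both adjustments, 1 of the 7 higher genes passed adjusted over the list alone, and the median was -4.53, or -4.34 with bounds (camera, adjusted p = 2.36e-07). Both lists lost their call over genes with at least 10 counts in every library of the mouse table, where medians relative to all genes were -2.13 and -1.63.
Of the 19 immune remodeling genes of Fig. S4B, 16 were lower and 3 higher, with a median of -4.31 (camera, adjusted p = 3.13e-06). The paper chose these genes on the same libraries, so the count adjusted over the list alone, 14 lower and 2 higher against 13 and 2 over all genes, is not independent evidence. The higher genes were Cd163, Arg1 and Lag3. Cd163 (ENSMUSG00000008845, chromosome 6 of GRCm39, 124281615 to 124307486), a macrophage receptor, had 0 counts in every siControl library and 60, 21 and 106 in siAATF, at least 1.08-fold higher, so that a difference was hardly detectable at this depth. Arg1 (ENSMUSG00000019987, chromosome 10 of GRCm39, 24791119 to 24803382), expressed in hepatocytes and in some macrophages, had a CPM of 94.4 ± 6.14 (SD, n = 3) in the siControl libraries and 1148 ± 715 (SD, n = 3) in the siAATF libraries, a log2 fold change of 3.61 (standard error 0.60, adjusted p = 0.000709 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lag3 (ENSMUSG00000030124, chromosome 6 of GRCm39, 124881324 to 124888668) had a log2 fold change of 0.55 (standard error 0.76, adjusted p = 0.604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which turned to -0.25 without siAATF replicate 1 and to -1.12 with scaling by library size alone. Il1b (ENSMUSG00000027398, chromosome 2 of GRCm39, 129206490 to 129213059) had a CPM of 282 ± 217 (SD, n = 3) in the siControl libraries and 3.02 ± 2.52 (SD, n = 3) in the siAATF libraries, a log2 fold change of -6.46 (standard error 0.98, adjusted p = 0.000368 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnf (ENSMUSG00000024401, chromosome 17 of GRCm39, 35418357 to 35420983), with 14, 4 and 24 counts against 0, 0 and 2, was at least 39.2-fold lower. After all libraries were thinned to the smallest mouse total, Tnf did not pass the threshold (log2 fold change -4.47). Il6 (ENSMUSG00000025746, chromosome 5 of GRCm39, 30218112 to 30224979), with 3, 0 and 9 counts against 0 in each siAATF library, was at least 8.49-fold lower by its mean. Among 10 markers of recruited monocytes and macrophages, 9 were lower, with a median of -4.90 (camera, adjusted p = 7.65e-06), and Arg1 was the higher one. This list and that of Fig. S4B also lost their call over genes with at least 10 counts in every library (adjusted p = 0.321, 1.37e-07 to 0.321 over its alternatives, and adjusted p = 0.168, 3.91e-07 to 0.168 over its alternatives).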

We confirmed the mRNA levels of TNF-α, IL-6, and IL-1β and found that all three inflammatory markers were significantly reduced in siAATF mice compared with siControl (Figure 3E). Therefore, AATF silencing reconfigures the TME’s inflammatory environment, making it less conducive to tumor growth and progression.

**Figure 3:**
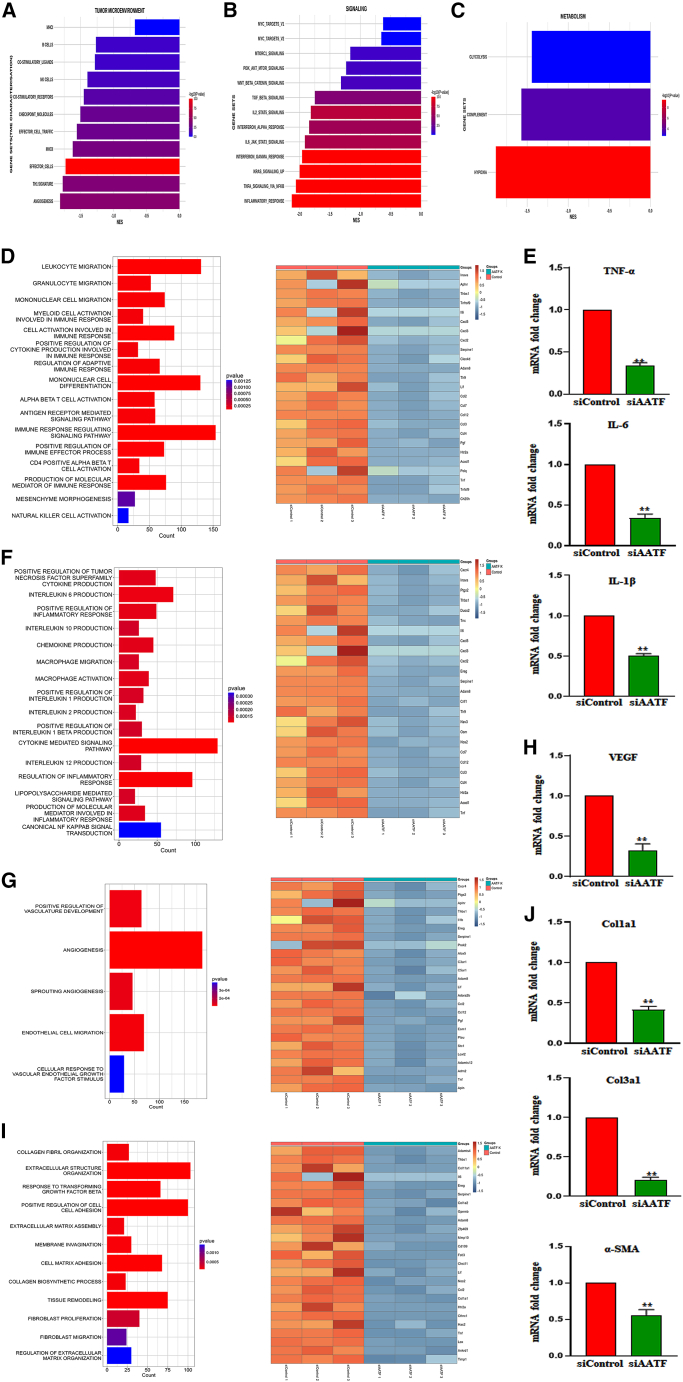
Impact of AATF silencing on key TME components GSEA analysis of (A) TME characterization, (B) key signaling pathways, and (C) TME metabolism. (D) *p* value plots of immune-related pathways and heatmap of the top 25 downregulated genes. (E) mRNA levels of TNF-α, IL-6, and IL-1β. (F) *p* value plots of inflammatory pathways and heatmap of the top 25 downregulated genes. (G) *p* value plots of angiogenesis pathways and heatmap of the top 25 downregulated genes. (H) mRNA levels of VEGF. (I) *p* value plots of ECM pathways and heatmap of the top 25 downregulated genes. (J) mRNA levels of Col1a1, Col3a1, and α-SMA. Data are presented as mean ± SEM for 6–8 mice per group, ∗∗*p* < 0.001 compared with siControl, unpaired *t* test. TME, tumor microenvironment; TNF-α, tumor necrosis factor-alpha; IL, interleukin; VEGF, vascular endothelial growth factor; Col, collagen; α-SMA, alpha-smooth muscle actin.

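Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm39, 46327919 to 46343295) had 84, 31 and 217 counts in siControl replicates 1 to 3 and 1812, 443 and 1229 in siAATF replicates 1 to 3. Its CPM was 87.8 ± 29.0 (SD, n = 3) in siControl and 73.4 ± 14.1 (SD, n = 3) in the libraries labelled siAATF, a log2 fold change of -0.27 (standard error 0.39, adjusted p = 0.615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, and without siControl replicate 3 the log2 fold change was 0.03. Scaling by library size alone, which lowers the median of all genes, gave -2.14 with an adjusted p under 0.05. Pgf (ENSMUSG00000004791, chromosome 12 of GRCm39, 85213409 to 85224564), which encodes placental growth factor, had a CPM of 25.8 ± 13.4 (SD, n = 3) in the siControl libraries and 0.263 ± 0.147 (SD, n = 3) in the siAATF libraries, a log2 fold change of -6.77 (standard error 0.62, adjusted p = 2.54e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kdr (ENSMUSG00000062960, chromosome 5 of GRCm39, 76093487 to 76139118), which encodes a VEGF receptor, had a CPM of 55.5 ± 16.8 (SD, n = 3) against 32.2 ± 19.4 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.47, adjusted p = 0.246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold without siAATF replicate 1 (log2 fold change -1.30) and with scaling by library size alone (-2.48). Of 10 VEGF ligands and receptors, 8 were lower, 5 of them with an adjusted p under 0.05 over all genes and adjusted over the list alone, and 1 of the 2 higher genes also passed in both. Their median log2 fold change was -1.02, -1.53 relative to all genes, which camera did not call (adjusted p = 0.0511) and fry did (adjusted p = 0.00552, 0.00552 to 0.325 over its alternatives).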

Next, we observed that silencing AATF decreased tumor angiogenesis and endothelial cell migration by reducing VEGF levels (Figures 3G and 3H; Figure S5A). Since angiogenesis depends on ECM remodeling, particularly the activity of matrix metalloproteinases (MMPs) to clear space for new vessels, we further investigated the ECM-associated components in siAATF mice. 

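Of the collagen genes, 35 of 44 had enough counts to be tested. In the libraries labelled siAATF 24 were lower and 11 higher, with a median log2 fold change of -2.83, or -3.62 with genes at or under 3 counts in a group set to their bound (camera, adjusted p = 7.31e-09). An adjusted p under 0.05 was found for 20 lower genes over all genes tested, 21 adjusted over the list alone, and for 2 higher genes, Col18a1 and Col27a1, in both adjustments. These 2 were named after their values were seen. The 23 legible ECM genes of Fig. 3I, chosen by the paper on these libraries, were all lower with an adjusted p under 0.05, in both adjustments, which is not independent evidence. Their median was -7.77, or -6.63 with 11 genes at their bound (camera, adjusted p = 2.47e-20). As CPM of all gene counts, human and mouse together, the genes of Fig. 3I summed to 225 ± 80.3 (SD, n = 3) in siControl and 28.4 ± 12.6 (SD, n = 3) in siAATF (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).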

Interestingly, extracellular structural organization, tissue remodeling, cell-cell adhesion, and collagen fibril organization were significantly decreased in siAATF mice compared with siControl mice. 

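Lox (ENSMUSG00000024529, chromosome 18 of GRCm39, 52649139 to 52662939), which encodes the collagen cross-linking enzyme lysyl oxidase, had 313, 74 and 440 counts in siControl replicates 1 to 3 and 23, 2 and 7 in siAATF replicates 1 to 3. Its CPM was 225 ± 40.3 (SD, n = 3) in the siControl libraries and 0.528 ± 0.230 (SD, n = 3) in the siAATF libraries, a log2 fold change of -8.60 (standard error 0.57, adjusted p = 6.71e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm39, 94827050 to 94843868) had a CPM of 3409 ± 692 (SD, n = 3) in the siControl libraries and 11.0 ± 2.92 (SD, n = 3) in the siAATF libraries, a log2 fold change of -8.27 (standard error 0.77, adjusted p = 2.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col3a1 (ENSMUSG00000026043, chromosome 1 of GRCm39, 45350698 to 45388866) had a CPM of 3119 ± 832 (SD, n = 3) in the siControl libraries and 30.6 ± 14.1 (SD, n = 3) in the siAATF libraries, a log2 fold change of -6.67 (standard error 0.76, adjusted p = 7.40e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm39, 34218490 to 34232990), which encodes α-SMA, had a CPM of 470 ± 166 (SD, n = 3) in the siControl libraries and 17.2 ± 25.0 (SD, n = 3) in the siAATF libraries, a log2 fold change of -4.75 (standard error 1.01, adjusted p = 0.00342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The library of siAATF replicate 1 held 1335 Acta2 counts against 16 and 42 in the others, and without it the log2 fold change was -7.41. For each of these genes every library labelled siAATF was below every siControl library. The 5 ECM genes named in the text, with Tgfb1 among them, had a median of -6.67 (camera, adjusted p = 7.32e-07), a list chosen by the paper on these libraries.
Of the 23 matrix metalloproteinase genes, 16 could be tested. In the libraries labelled siAATF 13 were lower and 3 higher, with a median log2 fold change of -3.63 (camera, adjusted p = 3.66e-05). An adjusted p under 0.05 was found for 9 lower genes over all genes tested, 11 adjusted over the list alone, and for 1 higher gene, Mmp15, named after its value was seen. Mmp9 (ENSMUSG00000017737, chromosome 2 of GRCm39, 164790139 to 164797770) had a CPM of 13.2 ± 10.4 (SD, n = 3) in the siControl libraries and 0.487 ± 0.646 (SD, n = 3) in the siAATF libraries, a log2 fold change of -4.45 (standard error 1.02, adjusted p = 0.00526 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was between -5.88 and -3.98 with each replicate left out in turn. Mmp10 (ENSMUSG00000047562, chromosome 9 of GRCm39, 7502353 to 7510241), with 2, 1 and 11 counts in siControl and none in siAATF, was at least 11.6-fold lower.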

Notably, the downregulation of LOX, MMPs, TGF-β, α-SMA, Col1a1, and Col3a1 indicates ECM destabilization upon AATF silencing (Figures 3I and 3J; Figures S5B and S5C). Therefore, these data strongly suggest that AATF silencing disrupts the structural integrity and remodeling ability of the TME.

TME plays a crucial role in triggering EMT via signaling pathways activated by growth factors, cytokines, and other components of the TME.^36^ We examined transcriptional changes to understand how AATF silencing affects EMT-related processes. Our analysis showed that epithelial cell differentiation and proliferation were significantly reduced in siAATF mice (Figure 4A). While mesenchymal markers and partial EMT markers, such as vimentin, ZEB2, EMP3, and TGF-β, were notably lower in the AATF-silenced group, the epithelial markers PCDH1 and OCLN were significantly higher. These results were further confirmed by quantitative real-time PCR (real-time qPCR) (Figures 4B and 4C). Similarly, key EMT-associated pathways such as WNT, Hedgehog, NOTCH, and TGF-β signaling were significantly decreased in siAATF mice compared with controls, along with a low EMT score, as shown by the GSEA of EMT-related genes (Figures 4D and 4E). 

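The 6 mesenchymal and partial EMT markers of Fig. 4B were all lower in the libraries labelled siAATF, with a median log2 fold change of -4.18 (camera, adjusted p = 1.03e-06). They were chosen by the paper on these libraries. Vim (ENSMUSG00000026728, chromosome 2 of GRCm39, 13578763 to 13587637), which encodes vimentin, had a CPM of 971 ± 52.3 (SD, n = 3) in the siControl libraries and 30.9 ± 20.4 (SD, n = 3) in the siAATF libraries, a log2 fold change of -4.97 (standard error 0.68, adjusted p = 0.000197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zeb2 (ENSMUSG00000026872, chromosome 2 of GRCm39, 44873644 to 45007407) had a CPM of 83.4 ± 17.5 (SD, n = 3) in the siControl libraries and 14.3 ± 3.55 (SD, n = 3) in the siAATF libraries, a log2 fold change of -2.54 (standard error 0.38, adjusted p = 0.000346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Emp3 (ENSMUSG00000040212, chromosome 7 of GRCm39, 45567447 to 45570828) had a CPM of 75.2 ± 17.8 (SD, n = 3) in the siControl libraries and 5.47 ± 2.42 (SD, n = 3) in the siAATF libraries, a log2 fold change of -3.74 (standard error 0.43, adjusted p = 8.01e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Snai1 (ENSMUSG00000042821, chromosome 2 of GRCm39, 167380115 to 167384734) had a CPM of 18.2 ± 1.25 (SD, n = 3) in the siControl libraries and 0.815 ± 0.0437 (SD, n = 3) in the siAATF libraries, a log2 fold change of -4.44 (standard error 0.48, adjusted p = 5.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In none of these did the groups overlap. Of the epithelial markers, Pcdh1 (ENSMUSG00000051375, chromosome 18 of GRCm39, 38318967 to 38345106) had a CPM of 26.3 ± 7.37 (SD, n = 3) in the siControl libraries and 93.2 ± 25.0 (SD, n = 3) in the siAATF libraries, a log2 fold change of 1.78 (standard error 0.40, adjusted p = 0.00447 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaling by library size alone left a log2 fold change of -0.03. Ocln (ENSMUSG00000021638, chromosome 13 of GRCm39, 100633015 to 100689226) had 4, 0 and 4 counts in siControl and 305, 19 and 162 in siAATF. Its CPM was 1.81 ± 1.65 (SD, n = 3) in the siControl libraries and 7.78 ± 3.51 (SD, n = 3) in the siAATF libraries, a log2 fold change of 1.82 (standard error 0.71, adjusted p = 0.0682 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold without siAATF replicate 2 (log2 fold change 2.19).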

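The pathway lists were written before the data were examined and hold ligands, receptors and mediators, of which 8 of the 18 genes of the TGF-β list are also in another list. In the WNT list 13 of 22 genes were higher and 9 lower in the libraries labelled siAATF, and the median log2 fold change was 0.17, -0.33 relative to all genes and -0.15 with genes at or under 3 counts in a group set to their bound (adjusted p = 0.719, camera). Of these genes, 1 was higher and 5 were lower with an adjusted p under 0.05, the same numbers adjusted over the list alone. The median relative to all genes was 0.34 over genes with at least 10 counts in every library. In the Hedgehog list 7 of 12 genes were lower, with a median of -0.43, -0.93 relative to all genes and -2.35 with the bounds of 5 genes. With each replicate left out in turn, the median relative to all genes was between -2.36 and -0.37. The Hedgehog list was not called by camera (adjusted p = 0.119) and was called by fry (adjusted p = 0.0160, 0.0160 to 0.375 over its alternatives). There, 4 genes were lower with an adjusted p under 0.05, over all genes and adjusted over the list alone. In the NOTCH list 16 of 17 genes were lower, with a median of -1.96, -2.47 relative to all genes (adjusted p = 9.63e-05, camera). An adjusted p under 0.05 was found for 8 of them, 9 adjusted over the list alone. The NOTCH list lost its call over genes with at least 10 counts in every library. In the TGF-β list 16 of 18 genes were lower, with a median of -1.83, -2.33 relative to all genes (adjusted p = 2.04e-05, camera). Of these, 12 had an adjusted p under 0.05, over all genes and adjusted over the list alone, where 1 higher gene also passed. The EMT score was not computed.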

Overall, these findings indicate that AATF silencing inhibits EMT and reduces tumor invasiveness.

**Figure 4:**
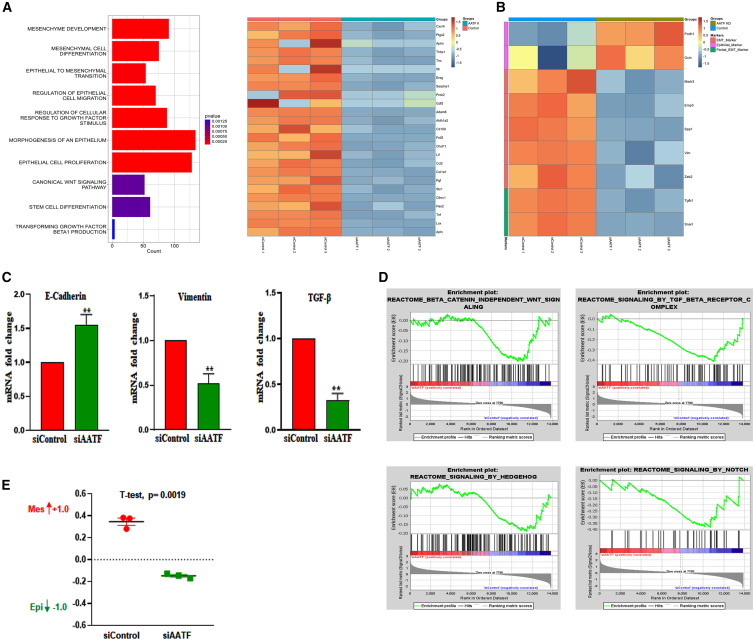
AATF silencing suppresses EMT and decreases tumor invasiveness (A) *p* value plots of downregulated EMT-related pathways and heatmap of the top 25 downregulated genes. (B) Heatmap of epithelial, mesenchymal, and partial EMT markers. (C) mRNA levels of E-cadherin, Vimentin, and TGF-β in siControl and siAATF mice. (D) Enrichment plots for WNT, Hedgehog, NOTCH, and TGF-β signaling pathways. (E) EMT score for siControl and siAATF groups. ∗∗*p* < 0.001. EMT, epithelial-mesenchymal transition; TGF, transforming growth factor; WNT, wingless-related integration site; NOTCH, neurogenic locus notch homolog.

Next, we examined the compensatory mechanisms that are modulated in the tumor in response to changes in the microenvironment. The main finding from this analysis was that human-origin tumor cells showed reduced cell-cycle activity, as indicated by the downregulation of CDC16, ECT2, and TCP1, all of which suggest a defective or arrested cell cycle. This implies that AATF silencing has caused cell-cycle arrest at multiple points, from cytokinesis to the G1/S checkpoint (Figure 5A). Additionally, genes involved in autophagosome maturation, stress kinase activity, and protein K11 ubiquitination were downregulated in tumor cells, indicating metabolic and stress-related dysregulation (Figure 5B). Notably, AATF silencing also led to metabolic reprogramming in the tumor cells, as evidenced by decreased sterol synthesis, ATP-dependent activity, and reduced carbohydrate and glucose metabolism (Figure 5C). From these findings, AATF silencing in the TME clearly disrupts multiple tumor-supporting mechanisms, including growth arrest, nutrient deprivation, and metabolic shift, leading to tumor regression.

**Figure 5:**
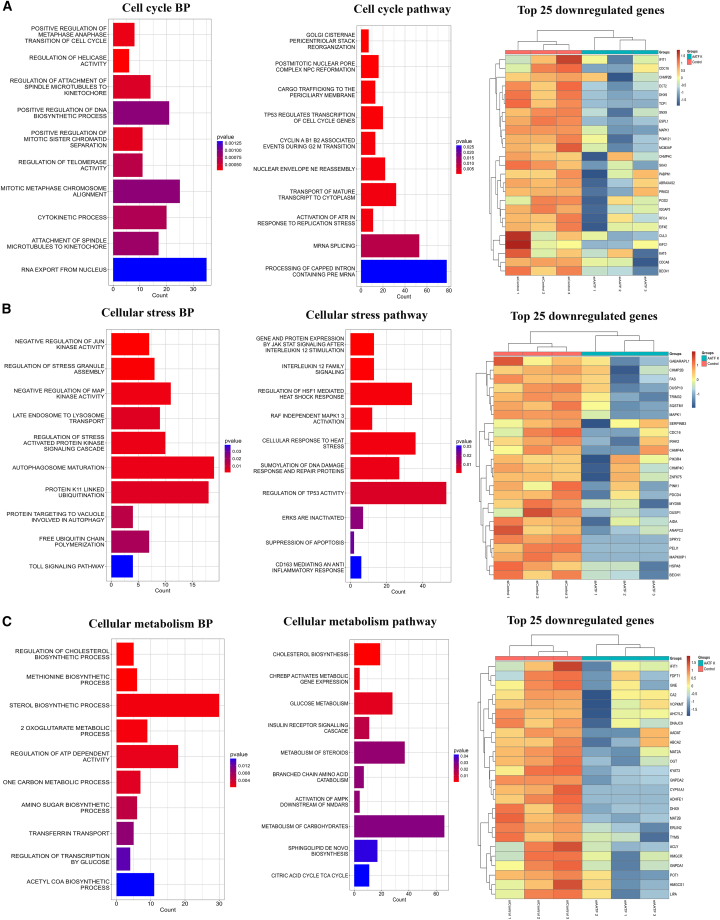
Impact of AATF silencing in TME on tumor growth (A) *p* value plots of downregulated cell cycle-related pathways and heatmap of the top 25 downregulated genes. (B) *p* value plots of downregulated cellular stress response-related pathways and heatmap of the top 25 downregulated genes. (C) *p* value plots of downregulated cellular metabolism-related pathways and heatmap of the top 25 downregulated genes.

### Targeting AATF in TME suppresses HCC progression via MIR100HG-mediated TGF-β signaling

Since AATF silencing in the TME affected tumor progression and invasion, we investigated tumor-stroma crosstalk using a cell-cell communication explorer (CCCE).^37^ The analysis revealed a significant enrichment of TGF-β signaling from stromal (mouse) cells to tumor (human) cells. 

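The mouse ligands drawn in Fig. 6A include Inhbe and Inhbc, which lie beside each other on chromosome 10 of GRCm39 and encode activin subunits made by the liver. Inhbe (ENSMUSG00000047492, 127184726 to 127190280) had a CPM of 12.8 ± 10.0 (SD, n = 3) in the siControl libraries and 121.4 ± 37.7 (SD, n = 3) in the siAATF libraries, a log2 fold change of 3.14 (standard error 0.53, adjusted p = 0.000776 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Inhbc (ENSMUSG00000025405, 127192191 to 127206300) had a CPM of 7.73 ± 7.95 (SD, n = 3) in the siControl libraries and 123 ± 11.7 (SD, n = 3) in the siAATF libraries, a log2 fold change of 3.88 (standard error 0.58, adjusted p = 0.000346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were higher in every library labelled siAATF. Of 16 mouse genes that respond to TGF-β, a list written before the data were examined, 15 were lower, with a median log2 fold change of -2.91, -3.41 relative to all genes (camera, adjusted p = 2.43e-08). An adjusted p under 0.05 was found for 11 of them, over all genes tested and adjusted over the list alone. The receptors and target genes in the tumor were not looked up, since the human table gives identifiers without gene names.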

Notably, TGF-β-SMAD signaling was markedly reduced in the stromal-to-tumor direction following AATF silencing, indicating disruption of TME-driven pro-tumorigenic signaling (Figure 6A). Studies have shown that TGF-β is primarily secreted by CAFs in the TME and promotes tumor progression, immune evasion, and metastasis.^38^^,^^39^^,^^40^ Consistent with this, RNA sequencing (RNA-seq) analysis of the TME compartment demonstrated coordinated downregulation of all three TGF-β ligands (TGF-β1, TGF-β2, and TGF-β3), indicating broad suppression of ligand production. In addition, Tgfbr2 expression was significantly reduced, suggesting impaired receptor-mediated responsiveness within the TME (Figures S6A–S6D). Together, these findings suggest that AATF silencing affects both ligand availability and receptor sensitivity, with a predominant impact on stromal-derived ligand-driven signaling.

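Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm39, 25386427 to 25404502) had a CPM of 103 ± 2.63 (SD, n = 3) in the siControl libraries and 6.66 ± 2.52 (SD, n = 3) in the siAATF libraries, a log2 fold change of -3.92 (standard error 0.42, adjusted p = 5.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb3 (ENSMUSG00000021253, chromosome 12 of GRCm39, 86103519 to 86125815) had a CPM of 27.1 ± 2.35 (SD, n = 3) in the siControl libraries and 1.21 ± 1.01 (SD, n = 3) in the siAATF libraries, a log2 fold change of -4.31 (standard error 0.55, adjusted p = 0.000139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb2 (ENSMUSG00000039239, chromosome 1 of GRCm39, 186354989 to 186438186) had 13, 2 and 25 counts in siControl replicates 1 to 3 and 64, 7 and 13 in siAATF replicates 1 to 3. Its CPM was 9.74 ± 4.60 (SD, n = 3) in the siControl libraries and 1.45 ± 0.744 (SD, n = 3) in the siAATF libraries, a log2 fold change of -2.82 (standard error 0.63, adjusted p = 0.00458 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb2 no longer passed the threshold without siControl replicate 3 (log2 fold change -2.48) or after thinning to the smallest mouse total (-4.47). For each ligand, every library labelled siAATF was below every siControl library per mouse count. With each replicate left out in turn, the log2 fold change of Tgfb1 was between -4.08 and -3.62 and that of Tgfb3 between -5.16 and -3.96. These are levels per mouse count. Tgfb1 had 124, 43 and 187 counts in siControl, where all gene counts, human and mouse together, were 36514770, 27372195 and 54052239. In siAATF it had 217, 19 and 156 counts, where all gene counts were 42981308, 12094388 and 35378221. Tgfb3 had 37, 11 and 45 against 68, 2 and 16 counts. Relative to all gene counts, the groups overlapped for each ligand. Genes of normal liver took a larger part of the mouse counts in the libraries labelled siAATF, where all 19 tested hepatocyte genes were higher.

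**Figure D4:**
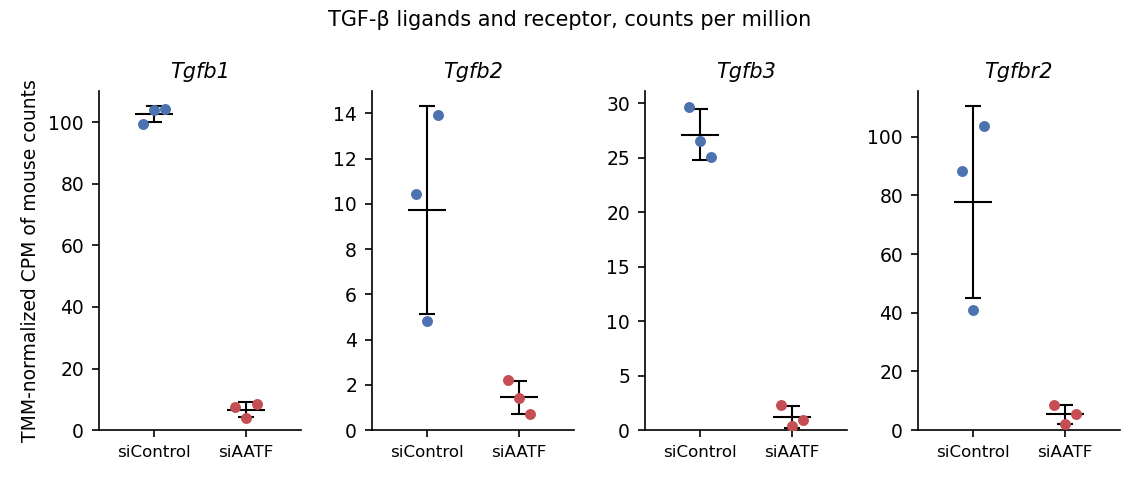
TMM-normalized CPM of mouse counts of Tgfb1, Tgfb2, Tgfb3 and Tgfbr2, with a point for each library and the mean ± SD of the 3 libraries labelled siControl and the 3 labelled siAATF. The siAATF points lie below the siControl points in each panel.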

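Tgfbr2 (ENSMUSG00000032440, chromosome 9 of GRCm39, 115913361 to 116004428) had 110, 17 and 186 counts in siControl replicates 1 to 3 and 246, 11 and 98 in siAATF replicates 1 to 3. Its CPM was 77.7 ± 32.7 (SD, n = 3) in the siControl libraries and 5.38 ± 3.14 (SD, n = 3) in the siAATF libraries, a log2 fold change of -3.83 (standard error 0.53, adjusted p = 0.000203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap per mouse count, but they did relative to all gene counts, human and mouse together. The log2 fold change was between -4.27 and -3.45 with each replicate left out in turn. As a list, the 4 genes of Fig. S6 had a median of -3.87 (camera, adjusted p = 0.000315), chosen by the paper on these libraries.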

**Figure 6:**
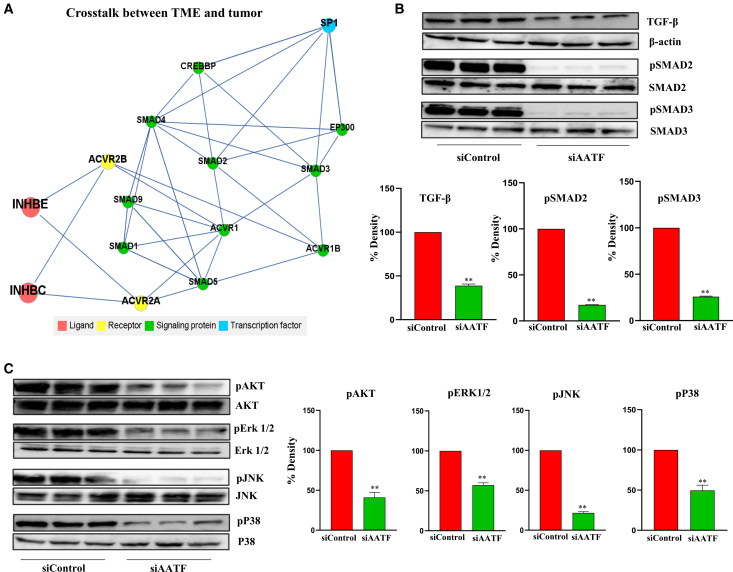
Impact of AATF silencing on tumor-stroma communication (A) Tumor-TME crosstalk from stromal cells to tumor cells. (B) Western blot analysis of TGF-β, pSMAD2, and pSMAD3. (C) Western blotting of pAKT, pERK1/2, pJNK, and p38MAPK. Data are presented as mean ± SEM for *n* = 3 mice per group, ∗∗*p* < 0.001 compared with siControl, unpaired *t* test. TME, tumor microenvironment; TGF, transforming growth factor; SMAD, Suppressor of Mothers against Decapentaplegic; AKT, protein kinase B; ERK1/2, extracellular signal-regulated kinase; JNK, Jun N-terminal kinase.

To further validate these observations, we assessed the canonical (SMAD-dependent) and non-canonical (SMAD-independent) pathways of TGF-β signaling. AATF silencing reduced the phosphorylation of SMAD2 and SMAD3, thereby suppressing EMT, immune response, and CAF activation (Figure 6B). Similarly, phosphorylation of AKT and MAP kinases, including ERK, JNK, and p38, was reduced in siAATF mice compared with siControl (Figure 6C). Interestingly, MAPK inhibition suppresses cell-cycle progression, promotes survival, and facilitates metabolic reprogramming.^41^ These data conclusively demonstrate that silencing AATF in the TME reduces TGF-β signaling, thereby affecting tumor-stroma interactions. The decrease in TGF-β signaling within the TME triggers a series of effects that alter tumor cell behavior, including reduced cell-cycle activity, metabolic reprogramming, and impaired stress response, ultimately leading to reduced tumor growth.

To explore the molecular link between AATF and TGF-β signaling, we examined lncRNAs known to enhance or suppress TGF-β expression. Since AATF silencing was specific to the TME, we limited our analysis to mouse-derived lncRNAs. We quantified known mouse lncRNAs and identified differentially expressed ones using criteria of *p* value <0.05 and |log_2_ fold change| ≥ 2. 

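Mouse lncRNA genes were taken from the gene types of the annotation, and 2127 had a total of at least 10 counts. Pearson's r of log2(CPM + 1) across these genes, which are not independent replicates, had a median of 0.692 among the siControl libraries (0.621 to 0.769) and 0.832 among the libraries labelled siAATF (0.748 to 0.877). The 9 pairs between the groups had a median of 0.406 (0.374 to 0.560), below every pair within a group. At least 10 counts in every library were found for only 20 lncRNAs.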

Dimensional reduction analysis revealed distinct clustering between the siAATF and siControl groups, with a strong intra-sample correlation (Figures S7A–S7C). In total, we identified 781 differentially expressed lncRNAs, with 536 upregulated and 245 significantly downregulated in the siAATF group compared with siControl (Figures S7D and S7E). Furthermore, to investigate the association between lncRNAs and their direct regulation of target mRNAs, we performed co-expression analysis using the Pearson correlation coefficient. This analysis revealed several co-expressed lncRNA-mRNA pairs, indicating potential regulatory interactions. 

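Within the edgeR fit of all mouse genes, 488 of the 2127 lncRNAs met these criteria, 402 higher and 86 lower in the libraries labelled siAATF. With an adjusted p under 0.05 in place of the unadjusted one, 299 did. The number fell most, to 4, among the 20 lncRNAs with at least 10 counts in every library. With lncRNAs normalized and fitted alone, 582 were called by edgeR, 506 of them higher, and 399 by DESeq2, the program the authors used, 313 of them higher, in a setting chosen after seeing the data. Without siControl replicate 3 there were 312. Scaling by library size alone gave 361, 240 of them lower, a higher share of 33.5% in place of 82.4%. The siControl libraries held at most 913584 mouse counts, and the median log2 fold change of all tested lncRNAs was 2.33.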

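Pearson's r of log2(CPM + 1) over the 6 libraries was computed for each pair of the 488 lncRNAs and the 4031 protein-coding genes called in the TME. Of the 1967128 pairs, 628763 (32.0%) had |r| over 0.9. The 6 libraries form separate groups, so a pooled r for a given pair is not reported. After the mean of each group was subtracted from every gene, 4.85% of the pairs passed the same threshold. Pairs of 400 randomly drawn lncRNAs and 2000 randomly drawn protein-coding genes passed in 7.03% of cases before and 5.32% after that step.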

Functional annotation of the co-expressed mRNAs demonstrated that multiple key pathways were affected by lncRNA-mediated regulation (Figure S8A). Co-expressed lncRNAs with a positive correlation to mRNA downregulation were enriched in GO and Reactome pathways. These pathways align with the TME signature pathways enriched in the mouse transcriptome (Figures S8B–S8E). This indicates that lncRNA-mediated regulation may contribute to the observed immune suppression, ECM remodeling, and reduced angiogenesis, further supporting AATF’s role in shaping a tumor-supportive microenvironment.

Based on the enriched lncRNAs, we built an lncRNA-mRNA pathway interaction network to identify key lncRNAs linked to essential functions of mRNAs (Figure 7A). This analysis enabled us to identify critical regulatory lncRNAs that may control ECM remodeling pathways enriched in the network as downstream effects of AATF silencing in the TME. Among these hub lncRNAs, the top 10 involved in ECM remodeling were further analyzed for functional enrichment to identify lncRNAs that regulate the TGF-β signaling pathway (Figure 7B). Among the selected lncRNAs, MIR100HG was significantly downregulated in the siAATF group and showed a strong positive correlation with TGF-β expression. 

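Mir100hg (ENSMUSG00000074415, chromosome 9 of GRCm39, 41238373 to 41628290, plus strand) is the host gene of a microRNA cluster. It had 7, 9 and 20 counts in siControl replicates 1 to 3 and 40, 6 and 8 in siAATF replicates 1 to 3. Its CPM was 12.8 ± 8.19 (SD, n = 3) in the siControl libraries and 1.01 ± 0.499 (SD, n = 3) in the siAATF libraries, a log2 fold change of -3.55 (standard error 0.71, adjusted p = 0.00221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap per mouse count, but they did relative to all gene counts, human and mouse together. With each replicate left out in turn, the log2 fold change was between -3.96 and -3.07. After all libraries were thinned to the smallest mouse total it was -1.71 and did not pass the threshold. Counts this small, and reads of overlapping genes where the counting does not use strand, limit the precision. A correlation with Tgfb1 is not given, because the 6 libraries fall into separate groups. The 19 genes of Fig. 7B, chosen by the paper on these libraries, were all lower with an adjusted p under 0.05, with a median log2 fold change of -3.92 (camera, adjusted p = 6.08e-13). The same 19 passed adjusted over the list alone, which is not independent evidence.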

Previous studies have shown that MIR100HG enhances TGF-β signaling by regulating both SMAD-dependent and SMAD-independent pathways.^42^ Additionally, MIR100HG encodes miR-100, miR-125b, and miR-99a, which play roles in tumor progression, immune regulation, and metabolic adaptation.^43^^,^^44^ Given these findings, we hypothesized that AATF could transcriptionally regulate MIR100HG to activate TGF-β signaling in the TME. Supporting our hypothesis, we observed significant downregulation of MIR100HG in tissues from siAATF mice compared with siControl (Figure 7C). To further explore the regulatory mechanism, we performed transcription factor binding site analysis using JASPAR, which revealed strong STAT3-binding sites in the MIR100HG promoter region (Figure 7D). Of note, AATF and STAT3 are transcriptional interacting partners.^45^ These findings suggest a potential AATF-STAT3-MIR100HG axis in regulating TGF-β signaling within the TME. Interestingly, phosphorylation of STAT3 was decreased in siAATF mice compared with siControl (Figure 7E). Therefore, silencing AATF in the TME decreases MIR100HG levels, which, in turn, affects TGF-β signaling and inhibits tumor growth in HCC (Figure 7F).

**Figure 7:**
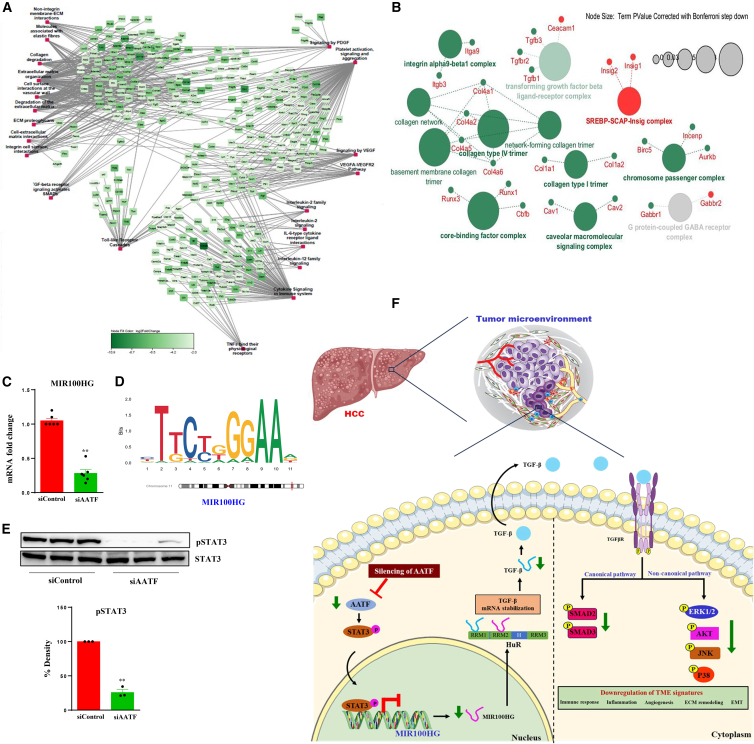
Silencing AATF in TME inhibits TGF-β signaling through MIR100HG (A) Functional annotation of the top 10 hub lncRNAs (downregulated pathways). (B) Functional annotation of lncRNAs positively co-expressed with TGF-β. (C) Real-time qPCR analysis of MIR100HG in siControl and siAATF groups. (D) TFBS analysis using JASPAR for MIR100HG and STAT3. (E) Western blot analysis of pSTAT3 in siControl and siAATF mice. (F) Molecular mechanism illustrating the effect of AATF silencing in the tumor microenvironment and its impact on tumor progression in HCC. lncRNA, long noncoding RNA; TGF, transforming growth factor; real-time qPCR, quantitative real-time PCR; TFBS, transcription factor-binding site analysis; STAT3, signal transducer and activator of transcription 3.

## Discussion

HCC is one of the most challenging tumors to treat, mainly because it often has no noticeable symptoms, leading to delayed diagnosis, and due to its varied response to treatment.^46^ The complex TME and resistance mechanisms often limit advances in HCC therapy.^47^ Emerging therapies, such as dual immunotherapy, antibody-drug conjugates targeting specific markers, and CAR-T cell therapies, have significantly expanded treatment options.^48^ However, because these options are less effective, comprehensive efforts to better understand HCC mechanisms could help identify potential disease drivers for improved treatment. The TME, which provides the natural setting, supports tumor cell growth and invasion.^34^ This diverse and active population comprises both cellular components (immune cells and other cells that support tumor growth) and non-cellular components (ECM, cytokines, chemokines, and growth factors), all of which exhibit unique bidirectional communication.^49^ Tumor cells induce reprogramming of the TME, which, in turn, facilitates tumor heterogeneity and drug resistance.^50^ Given the vital role of the TME in cancer progression, targeting it as a treatment has become increasingly common.^51^ To understand how tumor-stroma interactions improve clinical outcomes, we explored how AATF influences TME remodeling and promotes tumor growth and examined unique transcriptional changes in both stromal and tumor regions. Notably, our previous research has demonstrated that AATF promotes angiogenesis in HCC by reducing PEDF levels^32^; however, its role in the TME remains unclear. Therefore, this study aims to determine whether AATF can function as a regulator of the TME in HCC.

A human HCC cell-derived orthotopic xenograft mouse model was employed to induce tumors in the mouse liver, closely mimicking human disease; the HCC cells (QGY-7703) were authenticated by short tandem repeat (STR) profiling before implantation. AATF was silenced explicitly in the liver using AAV8 vectors encoding a mouse-specific siAATF sequence driven by a convergent promoter. This silencing occurs in the mouse liver, representing the TME surrounding the implanted human HCC cells. This model closely replicates the clinical scenario of HCC, which develops in a biologically active, often cirrhotic liver microenvironment. Given the well-established roles of liver-derived cytokines, growth factors, and stromal elements in supporting HCC progression,^52^ our findings prompted us to investigate whether AATF in the hepatic TME contributes to the activation of tumor-promoting signaling pathways. Although small interfering RNA (siRNA) was chosen for gene silencing, it shares short hairpin RNA’s (shRNA’s) stability. The convergent promoter system enables bidirectional expression, a key feature of shRNA, while the AAV8 vector ensures tissue-specific delivery and sustained expression. Our findings demonstrate that silencing AATF in the liver TME significantly reduced tumor growth, highlighting its role as a key regulator of tumor-stroma interactions. The findings reinforce previous research highlighting the role of stromal factors in tumor behavior^53^ and suggest that targeting AATF may interfere with the supportive environment that promotes HCC growth and progression. Additionally, using species-specific transcriptomics (stroma-mouse genes and tumor-human genes, detailed in the materials and methods section) enabled us to analyze the roles of the stromal and tumor compartments separately, providing a clearer understanding of how AATF affects various cell populations within the TME. The loss of AATF disrupted key processes in the TME, including angiogenesis, ECM remodeling, and immune regulation, ultimately shifting the environment toward an anti-tumorigenic state. Notably, silencing AATF disrupted critical chemokine signals that recruit pro-tumor myeloid cells, such as TAMs and MDSCs, thereby reducing immune cell infiltration and effector activity. Moreover, silencing AATF directly affected inflammatory pathways that promote tumor growth by reducing IL-6, IL-10, and TNF-α levels. Additionally, AATF silencing exhibited a notable tumor-suppressive effect, as evidenced by reduced angiogenesis and endothelial cell migration. However, the main findings of the study are decreased organization of the ECM, collagen fibrils, cell-cell adhesion, and tissue remodeling, indicating that AATF silencing significantly impacts the TME beyond immune suppression and angiogenesis inhibition. Downregulation of ECM proteins such as LOX, MMPs, Col1A1, and Col3A1, along with TGF-β, indicates disruption of ECM integrity, which in turn influences tumor-stroma interactions. AATF silencing also prevented EMT, stopping tumor cells from becoming invasive. The reduction of ZEB2, SNAIL, and Vimentin indicates that tumor cells are less migratory and more epithelial, suggesting that targeting AATF could stop fibroblast-driven ECM remodeling and EMT-induced metastasis. Therefore, by destabilizing the ECM and reducing angiogenic signals, AATF silencing limits both nutrient supply and tumor cell invasion.

Our study showed that silencing AATF in the TME significantly slowed tumor progression, as evidenced by changes in gene expression associated with the cell cycle, stress response, and tumor metabolism. The decreased expression of IFIT1, CDC16, ECT2, and TCP1 indicates a disrupted or paused cell cycle, suggesting that AATF silencing causes cell-cycle arrest at multiple points, including cytokinesis and the G1/S checkpoint. In a pro-tumorigenic environment, stress kinases such as JNK, p38 MAPK, and ERK1/2 are activated by cellular stress, regulating cell survival, apoptosis, and inflammation.^54^ Conversely, the downregulation of stress kinase activity in siAATF mice suggests that AATF silencing reduces the tumor’s ability to respond to stress signals, ultimately leading to cell death. Furthermore, the impaired metabolic activity observed upon AATF silencing suggests that tumor cells are metabolically inactive or dormant, potentially leading to tumor regression. Thus, although AATF silencing was confined to stromal cells, human tumor cells exhibited marked transcriptional changes, including cell-cycle arrest, suppression of DNA repair and stress responses, and impaired metabolic pathways, highlighting the profound impact of stromal reprogramming on tumor cell behavior.

Our findings highlight the pivotal role of TGF-β signaling in the TME, consistent with its established function in regulating tumor progression and modulating the immune response.^55^ Although multiple signaling pathways were altered following AATF silencing, TGF-β signaling was prioritized due to its central role in TME remodeling and its consistent regulation across transcriptomic, signaling, and functional analyses. The altered TGF-β pathway observed upon AATF silencing aligns with reduced CAF activation and ECM remodeling, underscoring AATF’s contribution to maintaining a fibrotic, tumor-supportive niche. The suppression of both canonical (SMAD dependent) and non-canonical (MAPK and AKT) TGF-β signaling suggests a broad disruption of tumor-stroma crosstalk, which is critical for tumor growth and invasion.^56^ Of note, reduced ECM rigidity and stromal support likely hinder tumor cell invasion and metastasis. Furthermore, downregulation of canonical TGF-β signaling may cause cell-cycle arrest by reducing p21 levels. At the same time, non-canonical pathways influence proliferative signaling, highlighting the multiple mechanisms by which AATF silencing impedes tumor progression. These findings position AATF as a key regulator of the pro-tumorigenic microenvironment by modulating TGF-β signaling.

A key finding of our study was the identification of the lncRNA MIR100HG as a downstream mediator of AATF in regulating TGF-β signaling. MIR100HG, which encodes the microRNAs miR-100, miR-125b, and miR-99a, has been linked to controlling both SMAD-dependent and -independent TGF-β pathways.^57^ Our results demonstrate that silencing AATF reduces MIR100HG expression, thereby decreasing TGF-β signaling and slowing tumor growth. Transcription factor analysis also identified STAT3 as a key regulator of MIR100HG. Given our prior evidence that AATF activates STAT3 transcriptionally; these findings suggest a novel AATF-MIR100HG axis that promotes TGF-β activation within CAFs. These findings carry important therapeutic implications. Although TGF-β inhibitors are being explored for HCC treatment, their broad systemic effects have limited clinical efficacy and led to significant side effects. By uncovering AATF as an upstream regulator of MIR100HG-mediated TGF-β signaling, our study suggests a more targeted strategy to modulate the TME without disrupting TGF-β′s essential physiological functions. Targeting the AATF-MIR100HG axis may offer a more selective and effective strategy. Moreover, MIR100HG expression could serve as a biomarker of TGF-β pathway activation, aiding in patient classification for personalized treatments, including combination therapies with immunotherapy.

Our research provides strong evidence that silencing AATF effectively disrupts the tumor-supportive microenvironment, underscoring its potential as a therapeutic target in HCC. Although no specific small-molecule inhibitors of AATF are currently available, indirect strategies, such as disrupting protein-protein interactions, inducing targeted degradation, or modulating TGF-β and STAT3 signaling, may be effective. Future studies using single-cell transcriptomics and spatial approaches will be valuable for identifying specific cellular populations within the TME affected by AATF, thereby providing deeper mechanistic insights into immune cell composition and TME remodeling. Although our orthotopic xenograft model effectively demonstrates stromal-tumor interactions, additional research in immune-competent models is necessary to comprehensively understand how AATF affects the immune environment of HCC. Moreover, while MIR100HG appears to be a significant downstream effector, AATF likely impacts other lncRNAs and signaling pathways that warrant further investigation. Primarily, confirming these findings in patient-derived tissues will strengthen their clinical relevance. Moving forward, examining the combined effects of AATF inhibition with TGF-β pathway inhibitors or immune checkpoint therapies could yield new, more effective, and targeted treatments for HCC.

### Conclusion

In this study, we provide compelling evidence for AATF as a stromal regulator in HCC. Our study demonstrates that AATF silencing suppresses tumor progression by remodeling the TME via MIR100HG-mediated modulation of TGF-β signaling. These findings expand the oncogenic repertoire of AATF to include stromal regulation, establish a novel AATF-MIR100HG-TGF-β axis, and reveal a promising therapeutic target for HCC. By integrating transcriptional regulation, lncRNA function, and stromal remodeling, our work provides new mechanistic insights into tumor-stroma interactions and positions AATF as a valuable therapeutic target in HCC.

## Materials and methods

### Orthotopic xenograft mouse model of HCC

Twenty male athymic BALB/c (nu/nu) mice (5 weeks old) were purchased from Hylasco Biotechnology Pvt. Ltd. (Charles River Laboratories, Hyderabad, Telangana). All mice were housed in the central animal housing facility under a 12-h light-dark cycle with *ad libitum* access to water and a standard chow diet, with 3–4 mice per cage. The animal study was conducted over 4 weeks, from February 2024 to March 2024, following a 1-week acclimatization period. All animal experiments were approved by the Institutional Animal Ethics Committee of the Center for Experimental Pharmacology and Toxicology, JSS Medical College, JSS Academy of Higher Education & Research (approval no. JSSAHER/CPT/IAEC/161/2023), under the supervision of the Committee for the Purpose of Control and Supervision of Experiments on Animals, Government of India. The experiments were performed in accordance with institutional and national guidelines for the care and use of laboratory animals. All animals were euthanized using a CO_2_ chamber following American Veterinary Medical Association-approved humane euthanasia guidelines.

Following 1 week of acclimatization, the human HCC cells (QGY-7703) cultured at 70%–80% confluence were trypsinized, collected, and counted. 1.0 × 10ˆ6 cells suspended in 100 μL of culture medium were mixed with 100 μL of Matrigel (Corning, DC, USA) and orthotopically transplanted into the liver of the mice. The development of the tumor was monitored after inoculation. It was calculated post-euthanasia using the following formula: volume (a rotational ellipsoid) = L × Sˆ2 × 0.5236, where L is the long axis and S is the short axis.

#### Sample size determination

The sample size was guided by previous liver-specific gene knockdown studies that showed reproducible effects with similar group sizes. Although no formal *a priori* power analysis was performed, 10 mice per group were considered sufficient to detect biologically relevant differences while adhering to the 3Rs principles (Replacement, Reduction, and Refinement).

#### Inclusion and exclusion criteria

All mice that underwent tumor implantation and AAV administration were included in the final analyses. Inclusion criteria required normal postoperative recovery and absence of infection or distress before AAV injection. No animals met exclusion criteria, and no additional exclusion parameters or outlier removal criteria were defined *a priori*.

#### Randomization

Mice were randomly allocated to control and treatment groups. Randomization was performed using a computer-generated random number sequence to assign 10 mice to the AAV8-siControl group and 10 mice to the AAV8-siAATF group.

To minimize potential confounders, mice were housed under identical conditions, and cage positions were randomized within the animal facility to prevent location effects. The order of treatments and measurements was randomized across animals to avoid systematic bias. No other confounders were identified that could have influenced experimental outcomes.

#### Blinding

Group allocation was performed by an investigator not involved in subsequent animal handling or data collection. During the experiment, including AAV administration and measurements, personnel directly handling the animals were aware of group assignments only as required for treatment administration. Outcome assessment and data analysis were performed by investigators blinded to group allocation to minimize observer and analytical bias.

#### Outcome measures

The primary outcome measure was liver AATF expression, which guided sample size selection. Secondary outcome measures included tumor size and molecular markers of inflammation, angiogenesis, and tumor (mRNA and protein levels of relevant target genes). All measurements were performed using validated assays and quantified by investigators blinded to group allocation.

### Liver-specific silencing of AATF with AAV8

Mouse AATF was specifically knocked down in the liver using AAV gene delivery vectors procured from Applied Biological Materials (ABM) Inc., Canada. The siRNA sequences targeting mouse AATF were incorporated into the AAV8 vector under the control of a liver-specific TBG promoter. The stability of the siRNA was maintained by a convergent promoter vector system that mimics shRNA. Tissue specificity and gene silencing were confirmed using real-time qPCR and western blotting. One week after tumor implantation, the mice (*n* = 20) were randomly divided into two groups. AAV8-siControl (*n* = 10) and AAV8-siAATF (*n* = 10) were administered via tail vein injection at a dose of 1 × 10^11^ vg/mouse in a total volume of 200 μL. Mice were monitored for 3 weeks before euthanasia, and blood and tumor tissues were harvested for further analysis.

### Cell culture

Human HCC cell line QGY-7703 (CVCL_6715, a kind donation from Dr. Devanand Sarkar, Virginia Commonwealth University, USA) was cultured and maintained in Dulbecco’s modified Eagle’s medium (DMEM) containing 4.5 g/L glucose and supplemented with 10% fetal bovine serum, L-glutamine, and 100 U/ml penicillin-streptomycin at 37°C in 5% CO_2_. The cell line was authenticated by STR profiling. The experiments were performed with mycoplasma-free cells.

### Tissue processing and analysis

Tumor tissues and the surrounding microenvironmental tissues were isolated, fixed in 4% (v/v) formaldehyde in phosphate-buffered saline, and embedded in standard paraffin blocks. Subsequently, 5-μm-thick tissue sections were cut from each paraffin block and stained with hematoxylin and eosin (H&E). A pathologist at JSS Hospital performed the histopathological analysis of the HCC tissues.

### Immunohistochemistry

The formalin-fixed, paraffin-embedded (FFPE) mouse tissue sections were deparaffinized and rehydrated using xylene and a series of ethanol concentrations. After antigen retrieval with citrate buffer (pH 6) at 94°C for 15 min, the sections were incubated with 3% hydrogen peroxide for 10 min. Slides were blocked with normal goat serum (Abcam) for 1 h at room temperature and then incubated overnight at 4°C in a humidified chamber with the AATF antibody (Sigma-Aldrich), CD31, αSMA, or F4/80 (Cell Signaling). Signals were detected using the Polyexcel HRP/DAB detection system (one-step, PathnSitu Biotechnologies) following the manufacturer’s protocol. Nuclear staining was performed with hematoxylin. All immunohistochemistry images were captured using an Olympus BX41 microscope and quantified using ImageJ.

### Immunofluorescence

The FFPE sections were deparaffinized and rehydrated as described above. The slides were incubated with primary antibodies (Ki-67 at 1:250 dilution, Cell Signaling Technologies; CK19 at 1:100 dilution, Santa Cruz Biotechnology), followed by an Alexa Fluor secondary antibody (Thermo Scientific). The nuclei were stained with DAPI (Thermo Scientific). Images were captured with a Leica Stellaris 5 confocal microscope, and analysis was performed in ImageJ.

### RNA isolation and quantitative real-time PCR

Frozen tissues were used to isolate total RNA with TRIzol. RNA was quantified using a NanoDrop spectrophotometer and reverse transcribed into cDNA with the Verso cDNA synthesis kit (Thermo Scientific) following the manufacturer’s protocol. Real-time PCR was performed using the DyNAmo Colorflash SYBR Green kit (Thermo Scientific) with 0.5 mM primers (IDT) and 50 ng of cDNA in a 20 μL reaction volume, according to the manufacturer’s instructions on the Rotor-Gene Q 5plex HRM System (QIAGEN). The relative fold change in mRNA was calculated as 2ˆ(-ΔΔCt) and normalized to the endogenous control β-actin. The validated primer sequences used in this study are provided in Table S1.

### Western blotting

The lysates were prepared by homogenizing human liver tissue in 1X RIPA buffer (Sigma-Aldrich) containing protease and phosphatase inhibitors (Thermo Scientific). The tissue homogenate was centrifuged at 13,000 rpm for 15 min at 4°C, and the supernatant was collected and stored at −80°C. The protein concentration was measured using Bradford’s protein estimation method (Bio-Rad). Equal amounts of protein lysates were separated by SDS-PAGE and transferred onto a nitrocellulose membrane for all western blots. The membranes were blocked with 5% non-fat skim milk for 1 h at room temperature and then probed with primary antibodies (anti-AATF at 1:1,000—Sigma-Aldrich; anti-TGF-β, anti-pSMAD2, anti-SMAD2, anti-pSMAD3, anti-SMAD3, anti-pP38MAPK, anti-P38MAPK, anti-pSTAT3, anti-STAT3, anti-β-actin at 1:1,000—Cell Signaling Technologies; anti-pAKT, anti-AKT, anti-pErk1/2, anti-Erk1/2, anti-pJNK, anti-INK at 1:100—Santa Cruz Biotechnologies) overnight at 4°C. Afterward, the membranes were washed and incubated with secondary antibodies (Cell Signaling Technologies) for 2 h at room temperature. The blots were developed with the Western Bright ECL HRP substrate (Thermo Scientific), and images were captured using the UVitec Alliance Q9 chemiluminescence imaging system. Band intensities were quantified, and each band was normalized to its respective endogenous control, β-actin.

### Whole transcriptomic analysis

#### RNA isolation, library prep, and sequencing

The RNA was extracted from tissues using the AllPrep DNA/RNA kit (QIAGEN) and measured with the TapeStation 4150 and HS RNA SctreenTape. The library was prepared with the SMART-Seq Library Prep Kit and sequenced with paired-end reads on the Illumina NovaSeq 6000 platform, using a read length of 150 bp × 2.

#### Total RNA-seq data preprocessing and read alignment

RNA-seq raw data (FASTQ files) underwent a comprehensive quality assessment using the FastQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). After the initial QC, low-quality reads were trimmed with Cutadapt v.1.15, applying default thresholds except for the minimum read length, which was set at 20 bp. Additionally, total RNA-seq data preprocessing and read alignment were performed using a read score threshold of 30. The percentage of reads assigned to the human genome (GRCh38) and mouse genome (GRCm39) was determined using Kraken. Alignment to the reference genome was performed according to previously established protocols.^58^ Briefly, a concatenated human (GRCh38) and mouse (GRCm39) genome was constructed as a single reference for alignment with STAR-2.7.11a, allowing up to 3 mismatches per end, discarding reads mapped to multiple locations, removing reads with a mismatch-to-length ratio greater than 0.10, and filtering out non-canonical splice junctions. Remaining parameters adhered to default settings. With these thresholds, reads mapping to both human and mouse genomes were automatically excluded. Gene quantification was performed using species-specific GTF files (Human-gencode.v44.primary_assembly.annotation.gtf, Mouse-gencode.vM33.basic.annotation.gtf) obtained from the Gencode database, utilizing the FeatureCounts program.

#### Differential gene expression analysis

Differential expression analysis was conducted using the Bioconductor package DESeq2 (latest version of R). Genes with read counts fewer than 10 across all samples were excluded before further analysis. Raw read counts were normalized with DESeq2. The magnitude (log2-transformed fold change) and significance (*p* value) of differential expression between groups were calculated; genes with *p* values <0.05 were considered significant. We identified DEGs based on the following criteria: *p* value <0.05 and |log2 fold change| ≥ 2. Partial least squares discriminant analysis (PLS-DA) was performed in R using the plsda function in the “mixOmics” package.

#### Functional gene GSEA

Functional GSEA was performed using the R package ClusterProfiler for GO Biological Process (GO BP), Molecular Function (GO MF), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. *p* values were adjusted for multiple testing with the Benjamini-Hochberg false discovery rate. Gene sets with *p* values less than 0.05 were considered significantly enriched. These gene sets were downloaded from the MSigDB database for both humans and mice (https://www.gsea-msigdb.org/gsea/msigdb). Additional gene sets related to the mouse TME were obtained from previously published studies.^59^ Normalized gene expression data for the selected pathways were used to generate heatmaps with the pheatmap R package.

#### EMT scoring

The EMT scoring for each sample was performed using the EMT_Scoring_RNASeq R package (https://github.com/sushimndl/EMT_Scoring_RNASeq). Briefly, raw counts were converted to transcripts per million (TPM) values, and the EMT score was computed using the 2-sample Kolmogorov–Smirnov (KS) test. A positive EMT score indicates a more mesenchymal phenotype, while a negative score indicates a more epithelial phenotype. In other words, an EMT score closer to +1.0 suggests a more mesenchymal-like (Mes) phenotype, whereas a score closer to −1.0 indicates a more epithelial-like (Epi) phenotype. A Student’s *t* test was used to compare the EMT scores of siControl and siAATF, with a *p* value <0.05 considered statistically significant.

#### Stroma-tumor crosstalk prediction using CCC explorer

The Cell-Cell Communication Explorer (CCC Explorer v.1.1.0) was used to identify tumor (human)-stroma (mouse) crosstalk and associated enriched pathways (*p* value <0.05). DESeq2-normalized data were used as input for the software.

#### Long noncoding RNA expression profiling

Human (gencode.v44.long_noncoding_RNAs.gtf) and mouse (gencode.vM33.long_noncoding_RNAs.gtf) lncRNAs were quantified using Feature Counts and analyzed for differential expression with DESeq2. Raw read counts were normalized by DESeq2. The magnitude (log2-transformed fold change) and significance (*p* value) of differential expression between groups were calculated; lncRNAs with *p* values <0.05 were considered significant. Differentially expressed lncRNAs with *p* value <0.05 and |log2 fold change| ≥ 2 were deemed significant.

To determine the connection between lncRNAs and their directly regulated target mRNAs, we conducted co-expression analysis using Pearson correlation, with a cutoff set to > |0.9| and *p* value <0.05. The differentially expressed (log2FoldChange > |2| and *p*-value <0.05) mRNA and lncRNA VST-normalized expression data served as input for this analysis. Additionally, FEELnc (Flexible Extraction of lncRNAs) was used to classify co-expressed targets as *cis* or *trans*. mRNAs that were either positively or negatively co-expressed were analyzed for their enriched functions using GO and Reactome pathways through the ClusterProfiler package. In addition to the standard mRNA-target-based functional prediction, we also used the Ncpath database (http://ncpath.pianlab.cn) to identify enriched KEGG pathways among the significantly differentially expressed lncRNAs in humans.

Furthermore, for pathways enriched for lncRNA targets, an lncRNA-mRNA pathway network was constructed in Cytoscape v.3.10.0. Because many lncRNAs co-express with the selected mRNA, they were displayed side by side as heatmaps, and these plots were added to the network using the enhanced graphics application.

The top 10 hub lncRNAs, which target the most mRNAs, were used to build a coding-non-coding gene co-expression network in Cytoscape v.3.10.0. To predict the functions of the hub lncRNA targets, the Cytoscape plug-in ClueGo was employed. Since it was found that the number of mRNA targets of the mouse hub lncRNA was large, only the top 10 positively and negatively correlated mRNA targets of the hub lncRNA were used as input for the co-expression network formation.

#### Analysis of transcription factor-binding sites

We analyzed predicted TF-binding motifs in the 2-kb promoter region (and an additional 100 bp downstream) of the human lncRNA MIR100HG using the JASPAR2024 database, prioritizing JASPAR scores above 400. The sequence logo was generated using the R package TFBSTools and was used to query the STAT3 motif (ID: MA0144.2). The GGseqlogo package was used to plot the STAT3 sequence logo. Furthermore, the MIR100HG promoter was visualized using the Gviz package in R. The GenomeAxisTrack and IdeogramTrack functions were used to visualize the chromosome and its corresponding start and end positions.

### Statistical analysis

The data were expressed as mean ± SEM. Statistical significance between the two groups was determined using Student’s *t* test. All statistical analyses were conducted with GraphPad Prism software (v.8), and *p* values <0.05 (∗) or <0.001 (∗∗) were regarded as significant. *p* < 0.05 was considered to indicate a statistically significant difference. All statistical analyses and visualizations for whole-transcriptomic data were performed in R v.4.3.2, unless otherwise specified.

## Data and code availability

Data presented herein are available from the corresponding author upon request. Whole-genome sequencing data have been uploaded to the GEO database (accession number: GSE295864).

## Acknowledgments

All animal experiments were approved by the Institutional Animal Ethics Committee of the Center for Experimental Pharmacology and Toxicology (CPT), 10.13039/100017387JSS Medical College, 10.13039/100019751JSS Academy of Higher Education & Research (approval no. JSSAHER/CPT/IAEC/161/2023), under the supervision of the Committee for the Purpose of Control and Supervision of Experiments on Animals (CPCSEA), Government of India. This study was fully or partially supported by the Extramural Ad-hoc Grant from the 10.13039/501100001411Indian Council of Medical Research (ICMR grant no.: 5/3/8/55/2020-ITR) awarded to D.P.K. and a Research Fellowship from 10.13039/100019751JSS AHER granted to D.S. RNA sequencing was performed at Molsys Pvt. Ltd. (Molsys Scientific). We thank TheraCUES Innovations Pvt Ltd. for the assistance with the bioinformatic analysis of the whole transcriptomic data. We also thank the confocal instrumentation facility (Leica Confocal Microscope Stellaris 5, funded by DST-PURSE, SR/PURSE/2021/81-(c) year 2022) at the University Sophisticated Instrumentation Center (USIC), JSS AHER. The authors also acknowledge funding support from the 10.13039/501100001407Department of Biotechnology—Boost to University Interdisciplinary Life Science Departments for Education and Research program (DBT-BUILDER: BT/INF/22/SP43045/2021) and the 10.13039/501100001409Department of Science and Technology–Promotion of University Research and Scientific Excellence (DST-PURSE: SR/PURSE/2021/81(c)).

## Author contributions

D.S., investigation, data curation and analysis, and writing – original draft, review, and editing; A.N.S., data curation and analysis and writing – review and editing; B.G. and A.B.S.A., methodology, investigation, and writing – review and editing; M.M. and G.R., data analysis and writing – review and editing; S.S., investigation, data analysis, and writing – review and editing; P.V., P.K.S., and S.B.C., conceptualization and writing – review and editing; D.P.K., conceptualization, investigation, validation, supervision, data analysis, funding acquisition, and writing – original draft, review, and editing. All authors have read and approved the final version of the manuscript.

## Declaration of interests

The authors declare no conflicts of interest.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used Paperpal and Grammarly for language editing, grammar correction, and improving the clarity and readability of the manuscript. Figures were created using BioRender. The authors reviewed and edited the output as needed and take full responsibility for the content of the published article.

# Supplementary material for: Targeting AATF reprograms the tumor microenvironment and suppresses hepatocellular carcinoma via MIR100HG-TGF-β signaling
**Source:** Mol Ther Oncol. 2026 Jun 6;34(3):201259. doi: 10.1016/j.omton.2026.201259
**Supplement:** Document S1. Figures S1–S8 and Table S1

## **Supplemental information**

### **Targeting AATF reprograms the tumor microenvironment and suppresses hepatocellular carcinoma via MIR100HG-TGF- $\beta$ signaling**

**Diwakar Suresh, Akshatha N. Srinivas, Bharathwaaj Gunaseelan, S.A. Amith  
Bharadwaj, Manju Moorthy, Gopalkrishna Ramaswamy, Suchitha Satish, Prashant  
Vishwanath, Prasanna Kumar Santhekadur, Saravana Babu Chidambaram, and Divya  
P. Kumar**

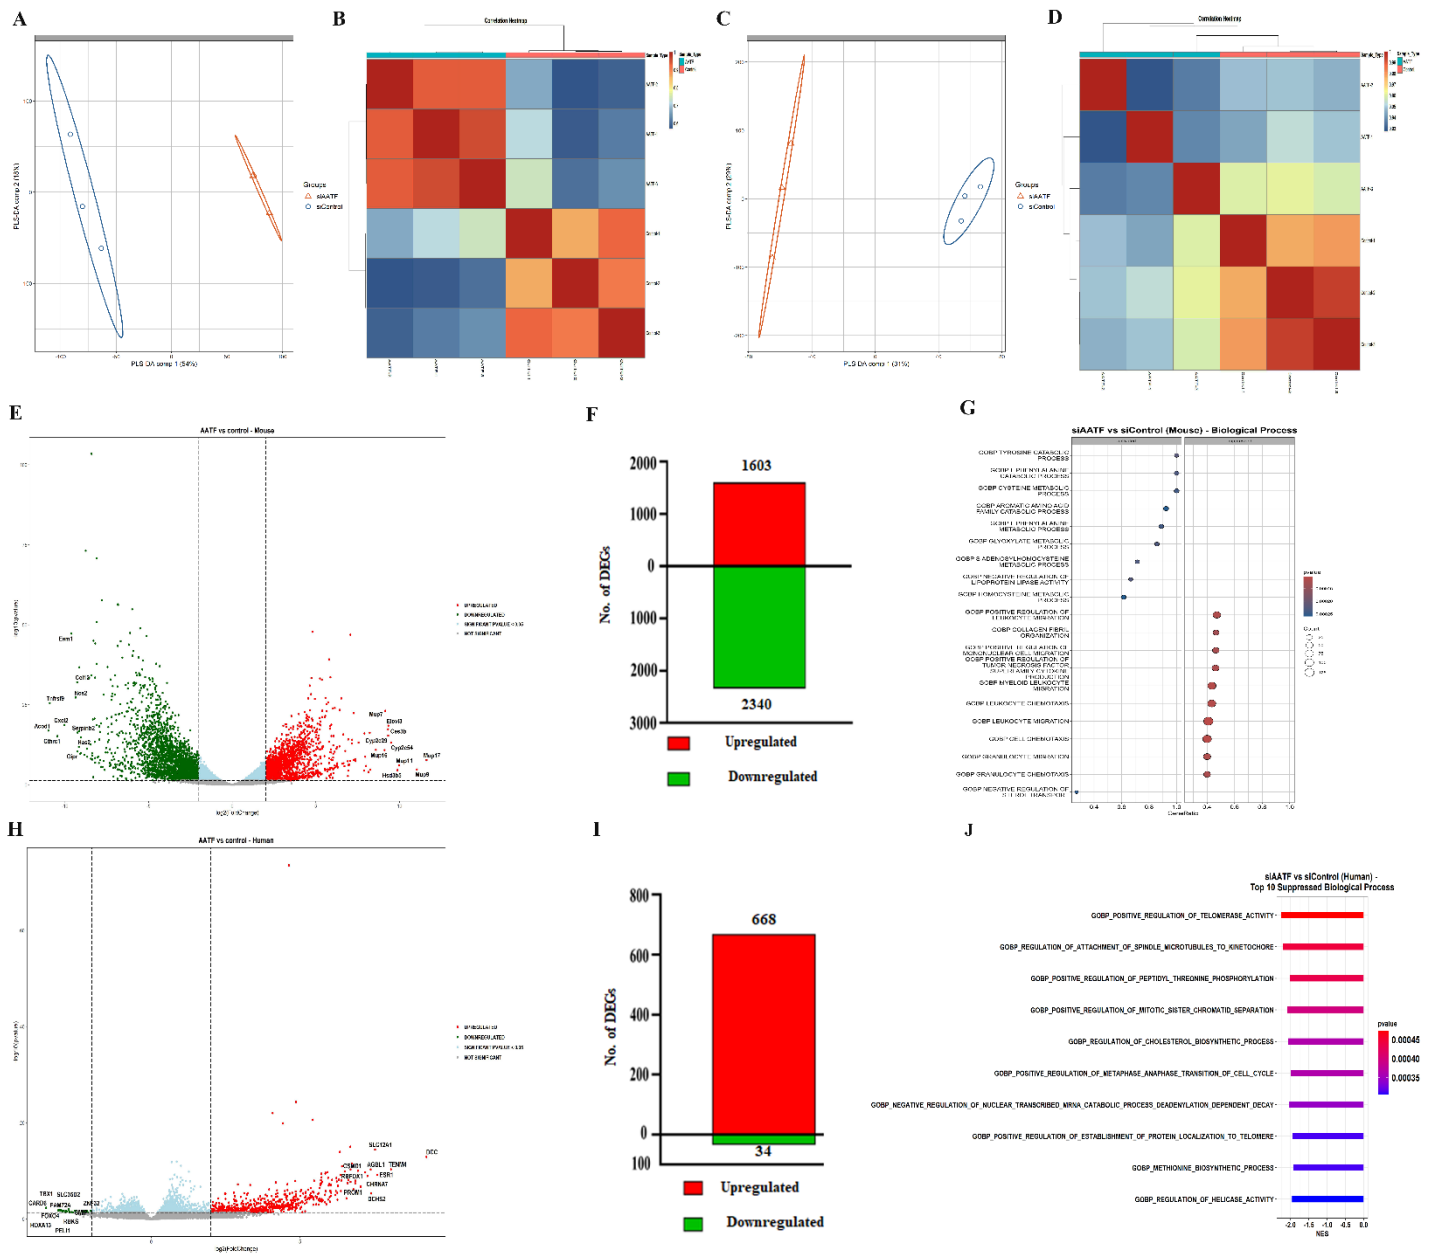

**Figure S1. Differential gene expression in tumor and TME following AAV8-TBG-siAATF treatment in an orthotopic xenograft model of HCC**

(A) PLS-DA plot, (B) sample correlation plot for TME, (C) PLS-DA plot, and (D) sample correlation plot for tumor showing clear separation between groups, (E) Volcano plot for TME displaying differentially expressed genes. Red dots indicate gene upregulation, green dots indicate downregulation, and grey dots are unchanged ( $p < 0.05$ ,  $\log_2 \text{fold} \geq 2$ ). (F) Number of genes up- and downregulated in TME transcriptome, (G) Top 10 up- and downregulated GO-BP in siAATF versus siControl group in TME, (H) Volcano plot for tumor transcriptome illustrating DEGs with red dots for upregulation, green for downregulation, and grey dots unchanged ( $p < 0.05$ ,  $\log_2 \text{fold} \geq 2$ ). (I) Number of genes up- and downregulated in tumor transcriptome, (J) Top 10 downregulated GO-BP in siAATF versus siControl group in tumor. AAV, adeno-associated virus; AATF, apoptosis antagonizing transcription factor; TME, tumor microenvironment; PLS-DA, partial least squares discriminant analysis; GO, gene ontology; BP, biological processes.

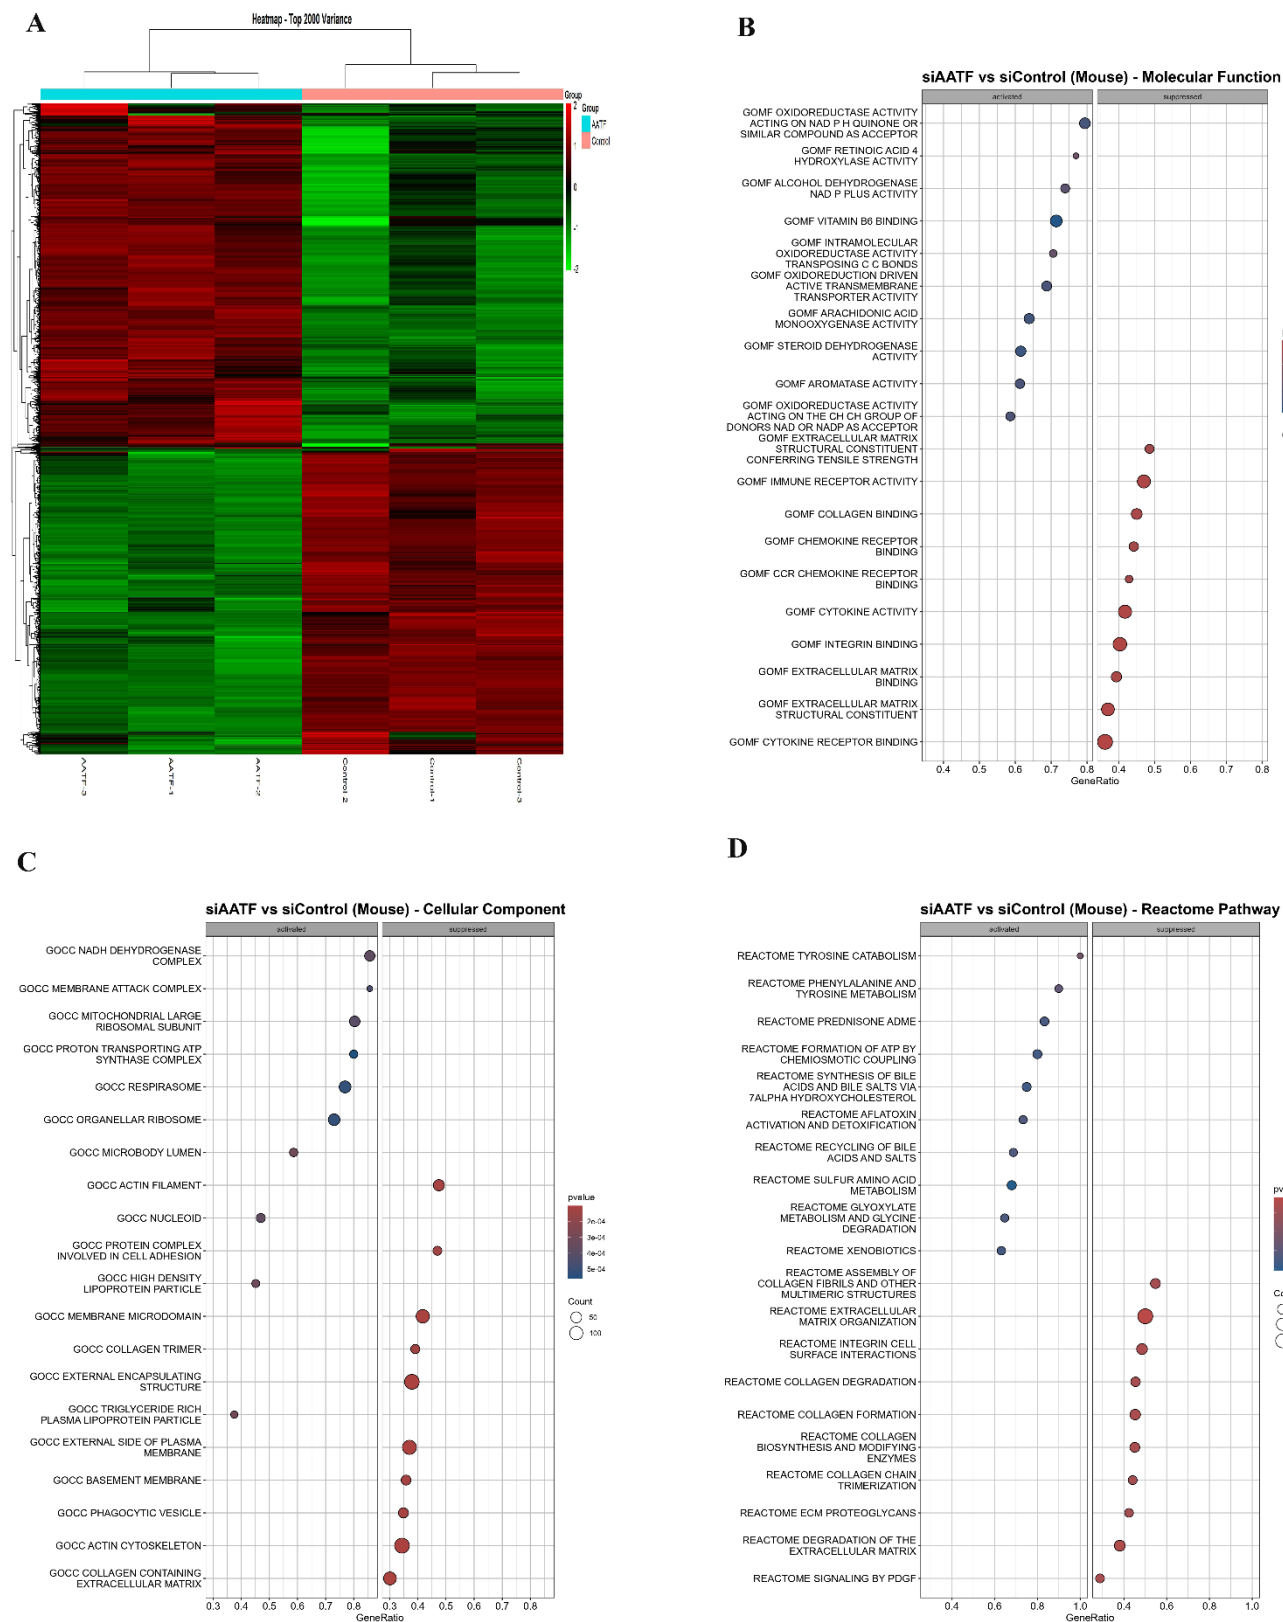

**Figure S2. Hierarchical clustering and pathway enrichment analysis of TME in siAATF versus siControl groups**

(A) Hierarchical clustering of siAATF versus siControl groups in TME. The top 10 upregulated and downregulated terms in (B) GO-MF, (C) GO-CC, and (D) Reactome pathways in siAATF versus siControl groups in TME. GO, gene ontology; MF, molecular function; CC, cellular component.

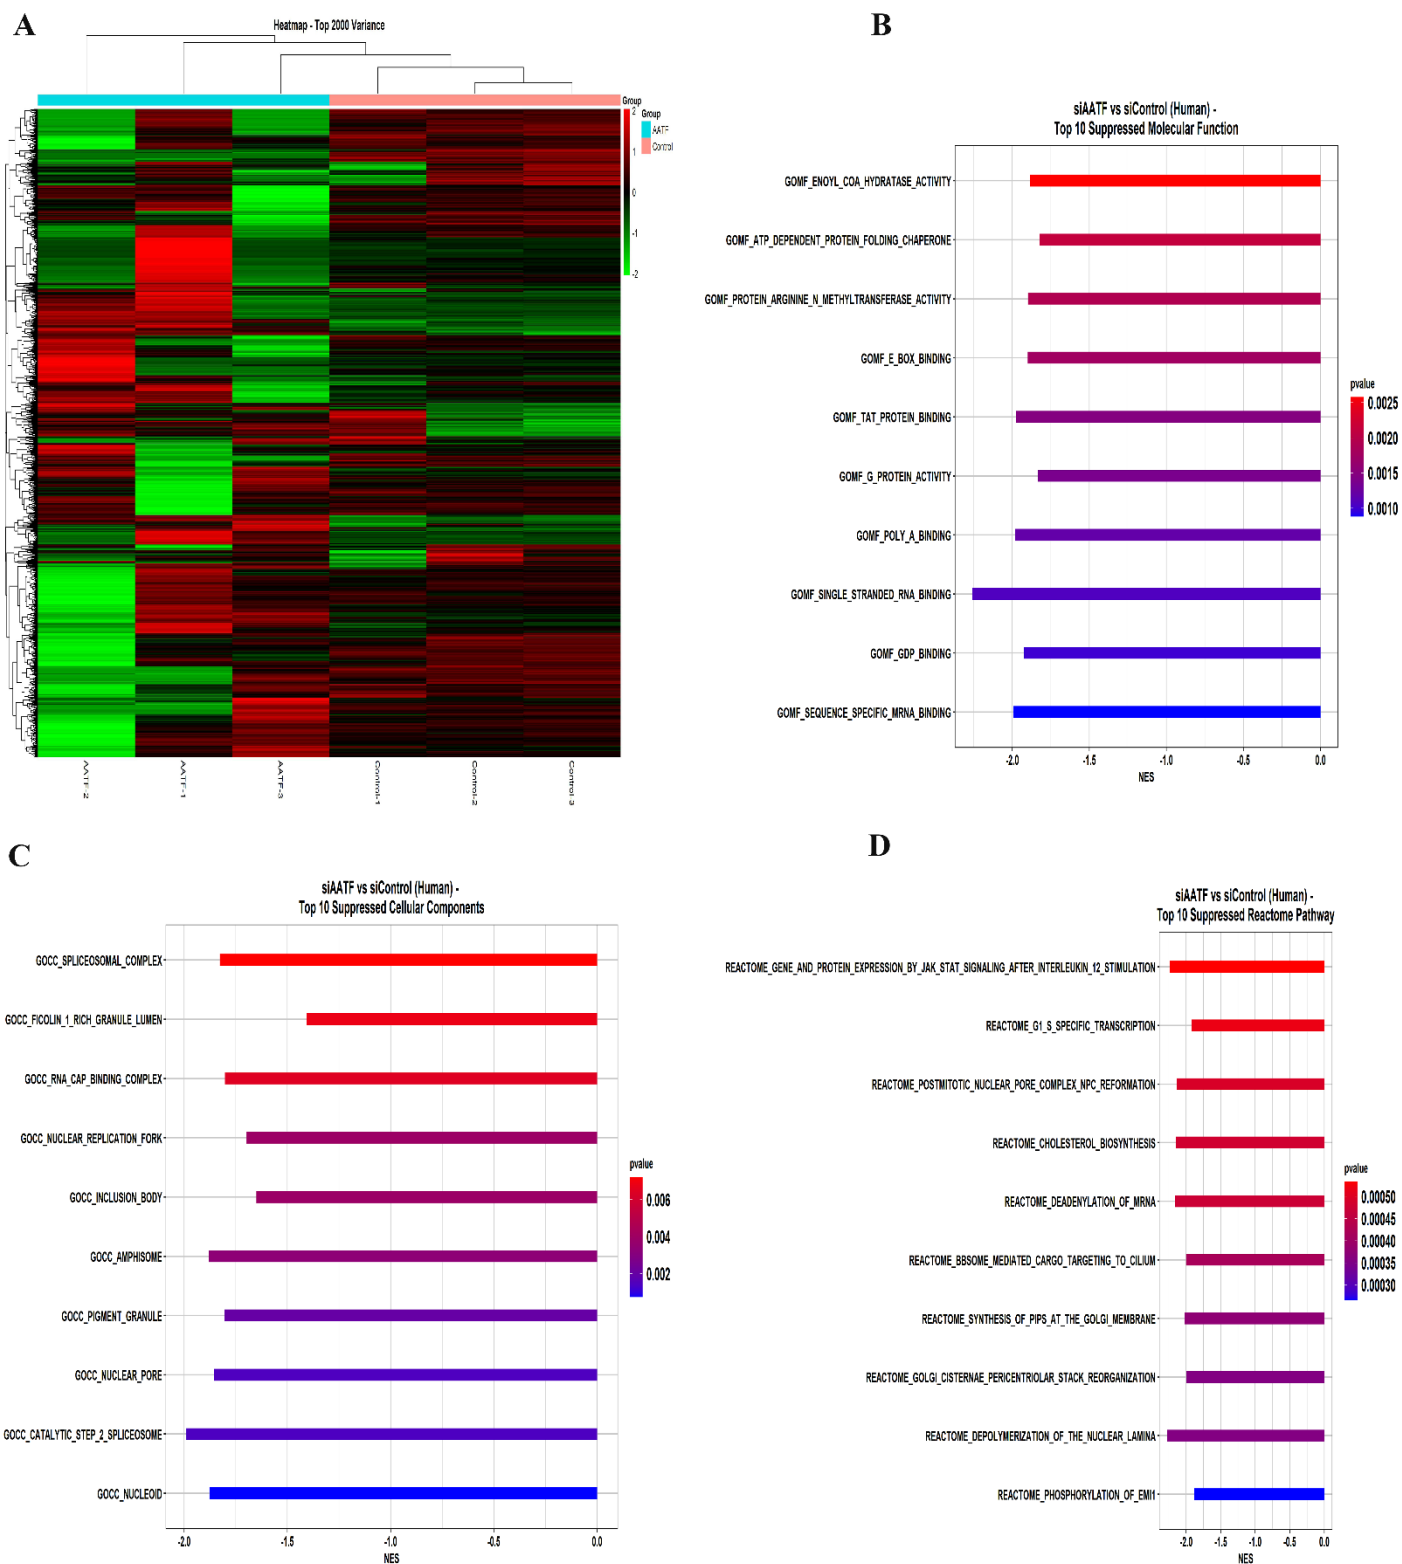

**Figure S3. Hierarchical clustering and pathway enrichment analysis of tumors in siATF versus siControl groups**

(A) Hierarchical clustering of siATF versus siControl groups in the tumor. The top 10 downregulated terms in (B) GO-MF, (C) GO-CC, and (D) Reactome pathways in siATF versus siControl groups in TME. GO, gene ontology; MF, molecular function; CC, cellular component.

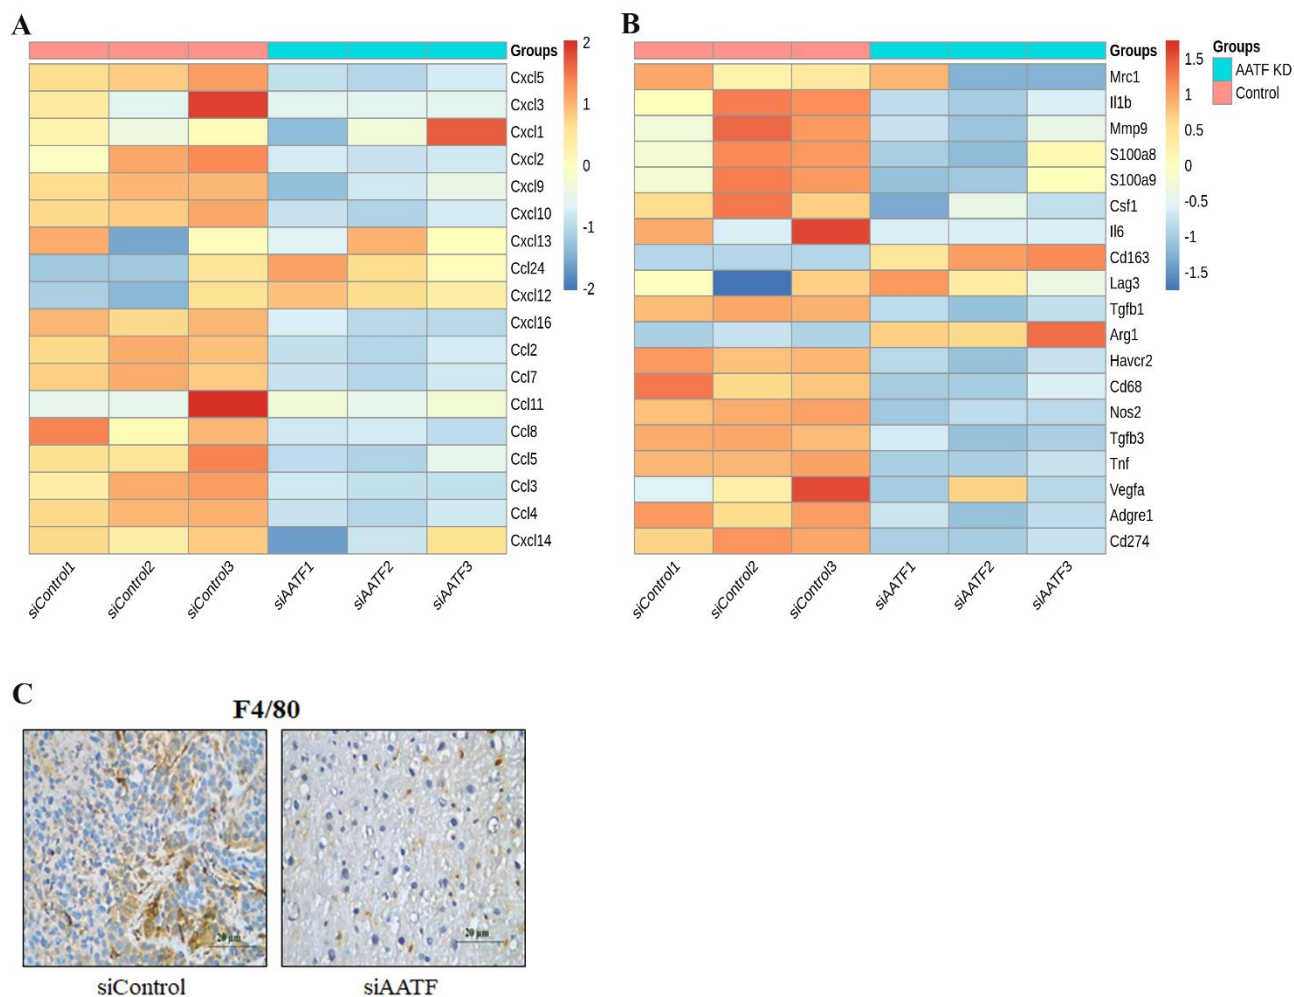

**Figure S4. Downregulation of chemokine and immune remodeling genes upon AATF silencing in the TME**

Heatmap of chemokines (A) and immune remodeling (B) genes in siAATF versus siControl groups in TME. (C) Representative immunostaining images of F4/80 in tissues from siControl and siAATF mice (400x magnification; scale bar = 20 μm).

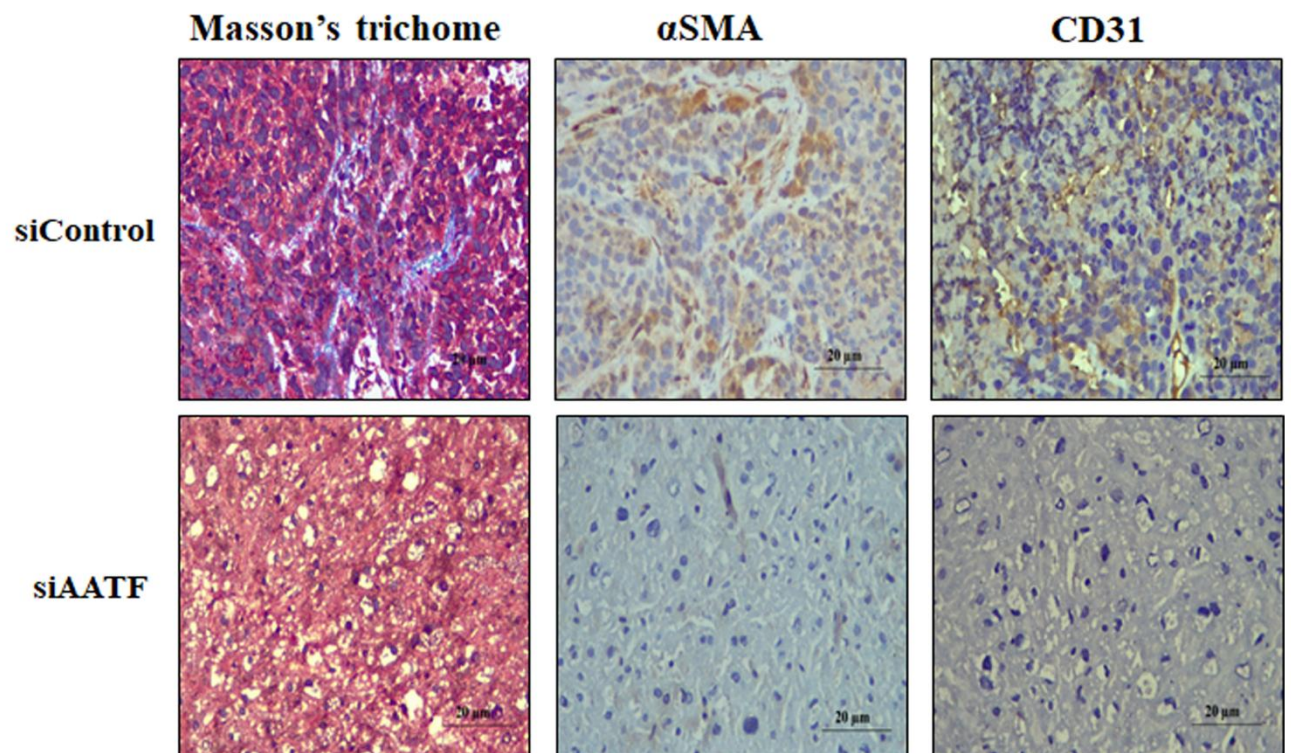

**Figure S5. AATF silencing disrupts extracellular matrix remodeling and angiogenesis in the tumor microenvironment**

Representative microscopic images of (A) Masson's Trichrome staining, (B)  $\alpha$ -SMA immunostaining, and (C) CD31 immunostaining in liver sections from siControl and siAATF mice (400x magnification; scale bar = 20  $\mu$ m).  $\alpha$ -SMA, alpha-smooth muscle actin; CD31, cluster of differentiation 31.

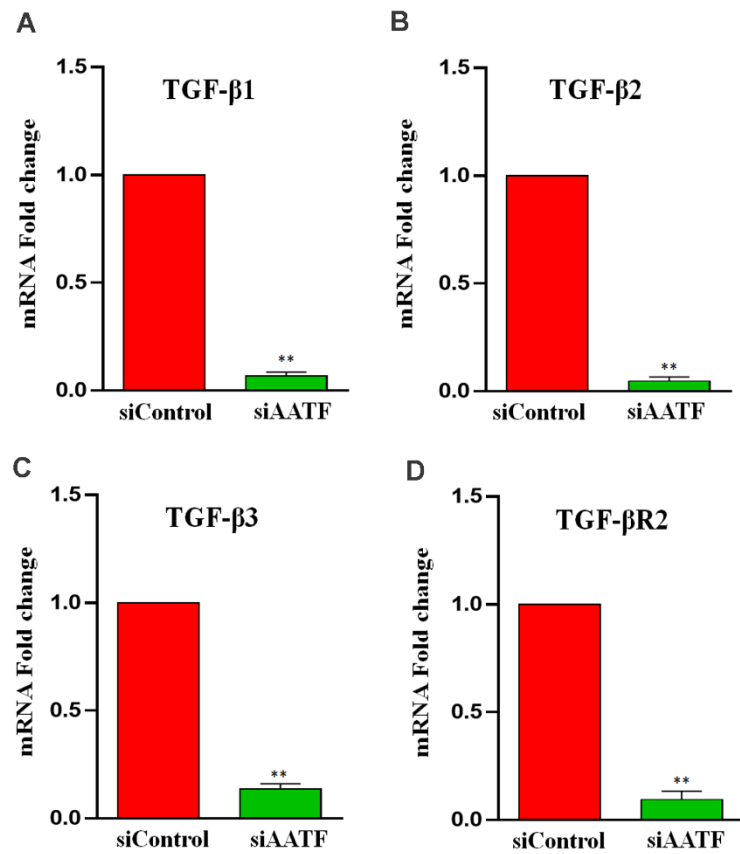

**Figure S6. Expression profiling of TGF- $\beta$  ligands and receptors**

mRNA expression of TGF- $\beta$ 1 (A), TGF- $\beta$ 2 (B), TGF- $\beta$ 3 (C), and TGF- $\beta$ R21 (D) expressed as fold change. Data are presented as mean  $\pm$  SEM for  $n=3$  per group, \*\* $p<0.001$  compared to siControl, unpaired t-test. TGF- $\beta$ , transforming growth factor- beta; TGF- $\beta$ R, transforming growth factor- beta receptor.

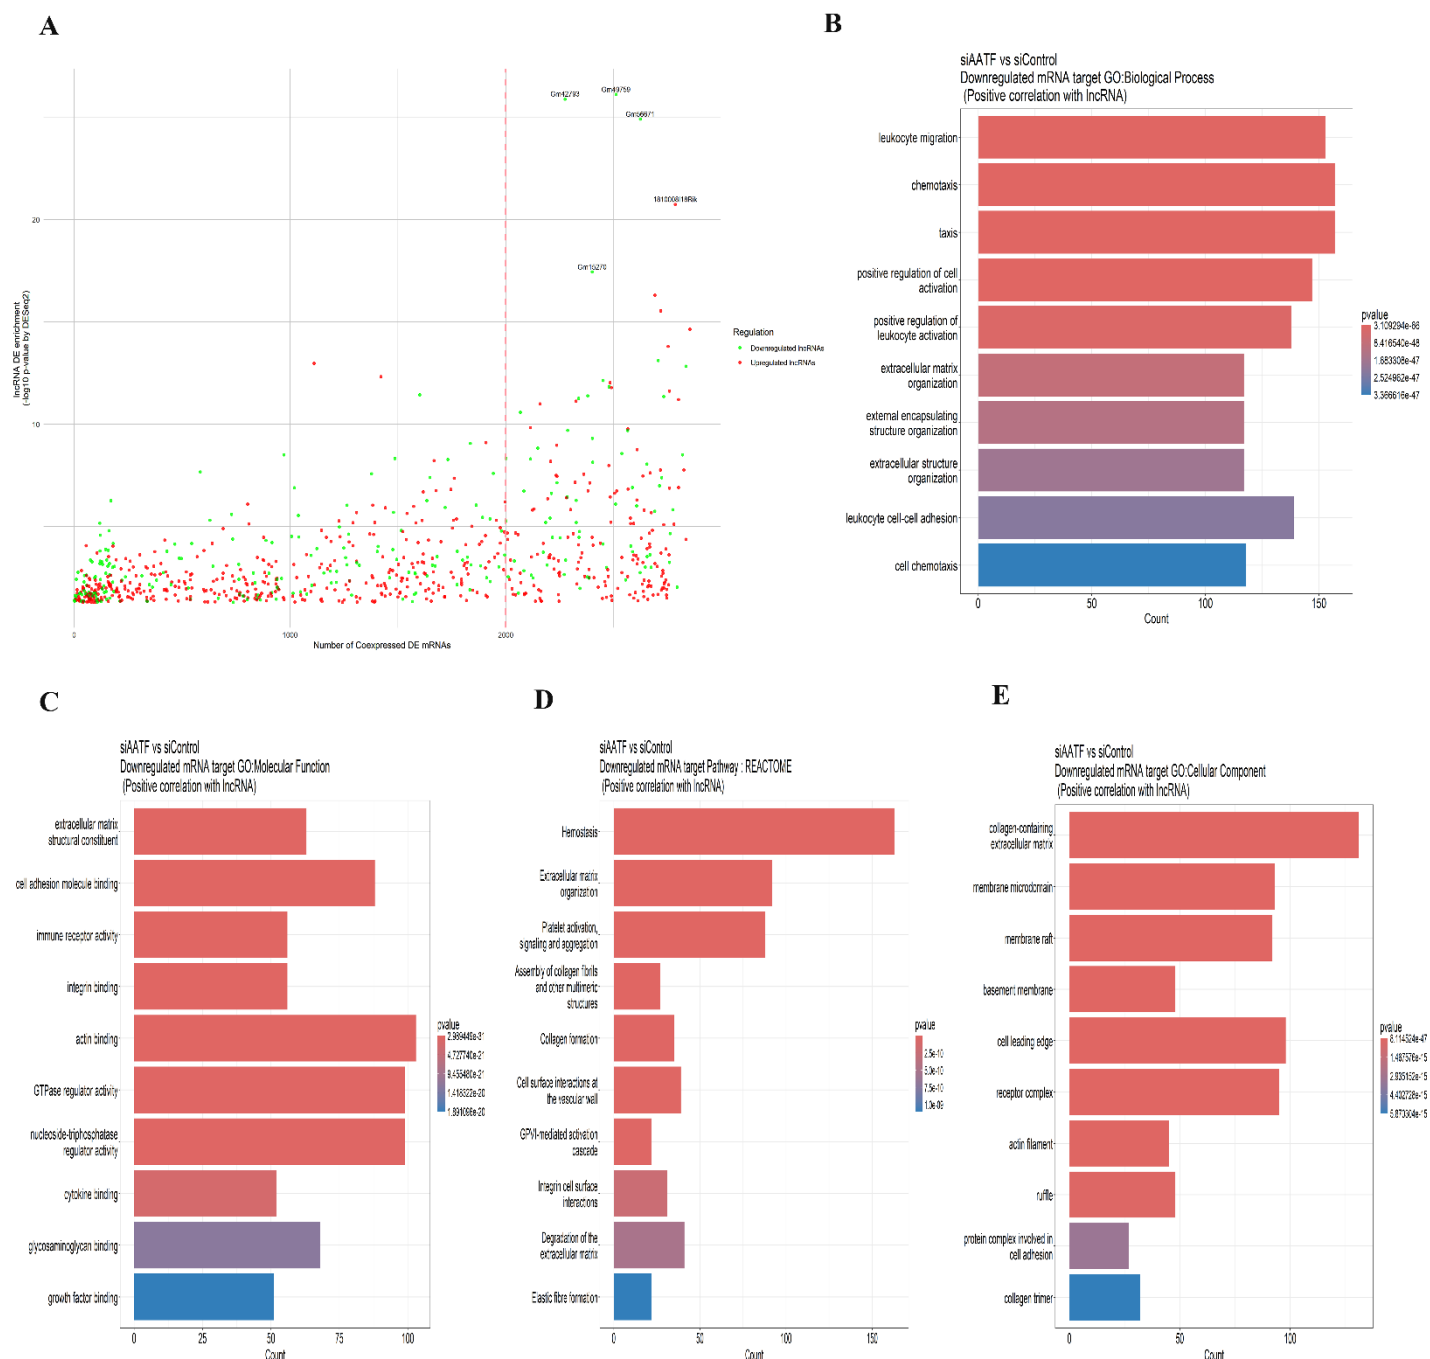

**Figure S8. Correlation and functional enrichment analysis of downregulated lncRNA and mRNA**

(A) Pearson's correlation analysis of co-expressed lncRNA and mRNA, (B) GO-BP, (C) GO-MF, (D) GO-CC, and (E) Reactome pathway analysis for positively correlated downregulated lncRNA-mRNA.

**Table S1.** List of primer sequences used in qRT-PCR in the study.

| <b>Primer</b>       | <b>Sequence</b>                                                      |
|---------------------|----------------------------------------------------------------------|
| Mouse AATF          | <b>F:</b> GAGTGATGATGCCAGGACGGA<br><b>R:</b> ACTGTCACTTCCCACGGTCTG   |
| Mouse IL-1 $\beta$  | <b>F:</b> TGCCACCTTTTGACAGTGATGA<br><b>R:</b> TGATGTGCTGCTGCGAGATTTG |
| Mouse IL-6          | <b>F:</b> GGAGCCCACCAAGAACGATA<br><b>R:</b> AACTGGATGGAAGTCTCTTGC    |
| Mouse TNF- $\alpha$ | <b>F:</b> TAGCCACGTCGTAGCAAACC<br><b>R:</b> CTTTGAGATCCATGCCGTTGGC   |
| Mouse Col1A1        | <b>F:</b> TGA CTGGAAGAGCGGAGAGTA<br><b>R:</b> AGACGGCTGAGTAGGGAACA   |
| Mouse Col3A1        | <b>F:</b> GACCTAAGGGCGAAGATGGC<br><b>R:</b> GAAGCCACTAGGACCCCTTTC    |
| Mouse $\alpha$ -SMA | <b>F:</b> CTACTGCCGAGCGTGAGATTGT<br><b>R:</b> CCCGCTGACTCCATCCCAATGA |
| Mouse TGF- $\beta$  | <b>F:</b> GCTGCATATCGTCCTGTGG<br><b>R:</b> CTTCCATTTCCACATCCGACT     |
| Mouse $\beta$ Actin | <b>F:</b> CAGCCTTCCTTCTTGGGTATGG<br><b>R:</b> CCTGCTTGCTGATCCACATCT  |
| Mouse AFP           | <b>F:</b> AACCTCCAGGCAACAACCATT<br><b>R:</b> CACTCCTCGTGGATGTGAGC    |
| Mouse CD31          | <b>F:</b> GTGGAAGTGTCTCCCTTGA<br><b>R:</b> GGGAGCCTTCCGTTCTAGAGTAT   |
| Mouse MIR100HG      | <b>F:</b> AGGGAGCGATTGGCAGAAGA<br><b>R:</b> GCTTCCGTGTTGCCGATTCT     |
| Mouse E-cadherin    | <b>F:</b> ATCCTCGCCCTGCTGATTCT<br><b>R:</b> GGCTCTTTGACCACCGTTCTC    |

# Supplementary material for: Targeting AATF reprograms the tumor microenvironment and suppresses hepatocellular carcinoma via MIR100HG-TGF-β signaling
**Source:** Mol Ther Oncol. 2026 Jun 6;34(3):201259. doi: 10.1016/j.omton.2026.201259
**Supplement:** Document S2. Article plus supplemental information

# Targeting AATF reprograms the tumor microenvironment and suppresses hepatocellular carcinoma via MIR100HG-TGF- $\beta$ signaling

Diwakar Suresh,<sup>1</sup> Akshatha N. Srinivas,<sup>1</sup> Bharathwaaj Gunaseelan,<sup>1</sup> S.A. Amith Bharadwaj,<sup>1</sup> Manju Moorthy,<sup>2</sup> Gopalkrishna Ramaswamy,<sup>2</sup> Suchitha Satish,<sup>3</sup> Prashant Vishwanath,<sup>1</sup> Prasanna Kumar Santhekadur,<sup>1</sup> Saravana Babu Chidambaram,<sup>4</sup> and Divya P. Kumar<sup>1</sup>

<sup>1</sup>Department of Biochemistry, CEMR Lab, JSS Medical College, JSS Academy of Higher Education and Research, Mysuru, Karnataka 570015, India; <sup>2</sup>TheraCUES Innovations Pvt. Ltd, Bangalore 560092, India; <sup>3</sup>Department of Pathology, JSS Medical College and Hospital, JSS Academy of Higher Education and Research, Mysuru, Karnataka 570015, India; <sup>4</sup>Department of Pharmacology, JSS College of Pharmacy, JSS Academy of Higher Education and Research, Mysuru, Karnataka 570015, India

**Hepatocellular carcinoma (HCC), a leading cause of cancer death, has a dynamic and heterogeneous tumor microenvironment (TME) that drives progression and therapeutic resistance. We previously elucidated that apoptosis-antagonizing transcription factor (AATF) drives angiogenesis in HCC. However, its role in TME remains unexplored. We employed an orthotopic xenograft mouse model, implanting human HCC cells into the liver and achieved liver-specific silencing via tail vein injection of adeno-associated virus 8 (AAV8) carrying mouse-specific siAATF or siControl. Histological, biochemical, and molecular analyses, combined with whole-genome transcriptomics mapped to mouse and human genomes, were used to study TME and tumor compartments separately. Silencing of AATF in the TME significantly reduced tumor growth compared with controls. Furthermore, AATF loss disrupted key processes in TME, including inflammation, immune response, angiogenesis, and extracellular matrix remodeling. Mechanistically, TGF- $\beta$  signaling was significantly suppressed in the TME, thereby affecting tumor cell-cycle and metabolic activity, ultimately leading to tumor regression. The long non-coding RNA (lncRNA) analysis identified MIR100HG as a key downstream regulator of AATF in the TGF- $\beta$  signaling pathway. These findings expand the oncogenic role of AATF to include regulation of the TME via the AATF-MIR100HG-TGF- $\beta$  axis, highlighting its potential as a therapeutic target in HCC.**

## INTRODUCTION

Hepatocellular carcinoma (HCC) is the primary liver cancer that occurs most frequently, making it the sixth most common malignancy and the third leading cause of cancer-related deaths globally.<sup>1</sup> Its incidence is steadily rising, with projections indicating 1.3 million deaths by 2040.<sup>2</sup> HCC mainly develops against the backdrop of chronic liver disease, with viral hepatitis and alcohol use being significant risk factors.<sup>3</sup> However, as vaccination programs have

significantly decreased hepatitis-related cases, metabolic dysfunction-associated steatotic liver disease (MASLD) and type 2 diabetes have become the main contributors to the increasing global burden of HCC.<sup>4</sup> The rising incidence and mortality rates of HCC present a major healthcare challenge, highlighting the urgent need for heightened attention and intervention.<sup>5</sup> Although there have been advances in HCC treatment, late diagnosis and tumor heterogeneity continue to limit the success of current therapies.<sup>6</sup> Irrespective of etiological factors, persistent hepatic inflammation is a significant risk factor for the development of primary liver carcinoma.<sup>7</sup> About 90% of HCC cases are linked to chronic inflammation that leads to fibrosis, cirrhosis, and ultimately HCC.<sup>8</sup> Epithelial-mesenchymal transition (EMT) and cellular plasticity play essential roles in promoting tumor metastasis,<sup>9</sup> posing significant challenges for current molecular-targeted therapies and underscoring the need to identify new disease drivers and treatment options.

The tumor microenvironment (TME), also referred to as tumor stroma, comprises various non-cancerous cells, including fibroblasts, immune cells, endothelial cells, and pericytes.<sup>10</sup> It actively contributes to regulating tumor progression through several mechanisms.<sup>11</sup> Chronic inflammation within the TME drives tumor growth by releasing pro-inflammatory cytokines such as IL-6 and TNF- $\alpha$ , while creating an immunosuppressive niche that enables tumor cells to evade immune surveillance through immune checkpoint molecules such as PD-L1/PD-1.<sup>12</sup> Angiogenesis stimulated by malignant cells secretes vascular endothelial growth factor (VEGF) for a steady supply of oxygen and nutrients necessary for tumor proliferation.<sup>13</sup> Hypoxic conditions within the TME enhance

Received 11 February 2026; accepted 4 June 2026;  
<https://doi.org/10.1016/j.omton.2026.201259>

metabolic reprogramming, promote angiogenesis, and increase resistance to apoptosis.<sup>14</sup> Cancer-associated fibroblasts (CAFs) contribute to fibrosis and stromal remodeling by secreting extracellular matrix (ECM) components, creating a stiff, fibrotic environment that facilitates tumor growth and metastasis.<sup>15</sup> Moreover, metabolic crosstalk between tumor and stromal cells is a dynamic, bidirectional process that promotes the Warburg effect, thereby sustaining rapid tumor proliferation.<sup>16</sup> The TME also induces EMT, enhancing tumor cell motility and invasiveness and facilitating tumor metastasis to other organs.<sup>17</sup> The immune components of the TME, such as myeloid-derived suppressor cells (MDSCs) and CAFs, contribute to chemoresistance by altering drug penetration, enhancing survival signaling, and suppressing immune responses.<sup>18,19</sup> Together, these factors form a dynamic and adaptable ecosystem that promotes tumor growth, helps cancer evade immune responses, facilitates metastasis, and increases resistance to therapy, highlighting the TME as a key target for treatment. Thus, in contrast to traditional gene therapy that targets genetically unstable tumor cells, recent studies have focused on manipulating the genetically stable TME to assess its impact on tumor progression.<sup>20,21</sup>

Apoptosis-antagonizing transcription factor (AATF) is a coactivator of multiple transcription factors that regulate the cell cycle, DNA damage response, and apoptosis.<sup>22–24</sup> Pathologically, elevated AATF levels have been reported in several cancers, including breast cancer, colorectal cancer, leukemia, multiple myeloma, bladder cancer, and HCC.<sup>25–30</sup> AATF plays a crucial role in tumor proliferation and survival by regulating the G1/S and G2/M cell-cycle checkpoints and suppressing the apoptotic response.<sup>24,25</sup> Kumar et al. demonstrated that AATF promotes hepatocarcinogenesis under chronic inflammation conditions induced by MASLD.<sup>31</sup> Previously, we established AATF's role in regulating angiogenesis in HCC by suppressing pigment epithelium-derived factor (PEDF).<sup>32</sup> Given its overexpression in HCC, AATF significantly contributes to tumor proliferation and survival. However, despite its recognized oncogenic functions, the role of AATF within the TME remains unexplored. Understanding how AATF interacts with TME components could reveal additional mechanisms through which it promotes HCC progression.

In this study, we aimed to explore the novel role of AATF in the TME of HCC. Using an orthotopic xenograft mouse model of HCC, we specifically targeted AATF in the tumor stroma or TME to assess its impact on tumor progression through advanced transcriptomic analyses. Targeting AATF in the TME led to a significant decrease in liver tumor burden. Mechanistically, AATF depletion in TME downregulated TGF- $\beta$  signaling, subsequently inhibiting ECM remodeling and impairing tumor cell proliferation. Furthermore, we identified the long non-coding RNA (lncRNA) MIR100HG as a key regulator in AATF-mediated TME remodeling in HCC. These findings provide new insights into the mechanistic role of AATF in the TME, highlighting its potential as both a malignant biomarker and a promising therapeutic target.

## RESULTS

### Targeting AATF in the TME inhibits tumor progression in an orthotopic HCC xenograft model

To investigate the potential role of AATF in HCC progression, we established a cell line-derived orthotopic xenograft mouse model using human HCC cells in athymic BALB/c (nu/nu) mice. We injected 1 million cells into the left lateral lobe of the liver through a midline abdominal incision and monitored tumor growth. To achieve liver-specific knockdown of AATF, adeno-associated virus 8 (AAV8) vectors carrying siControl or siAATF under the thyroxine-binding globulin (TBG) promoter were administered via tail vein injection. Both groups were observed for 4 weeks before euthanasia (Figure 1A). AATF knockdown in TME significantly reduced tumor growth and invasion compared with the siControl group (Figures 1B and 1C). Quantification of tumor weight and volume showed a notable decrease in the siAATF group compared with controls (Figures 1D and 1E). Tumor histology revealed fewer poorly differentiated, multinucleated cells with lower mitotic counts in siAATF mice compared with siControl mice, indicating a reduced tumor burden with AATF silencing (Figures 1F and 1G).

The liver-specific silencing of AATF was designed to target the TME (mouse cells) surrounding the tumor (human-origin cells). The tumor and TME sections were separated for histological analysis, and immunostaining for AATF confirmed decreased expression in the TME compared with the tumor sections (Figures 2A and 2B). Immunoblotting showed silencing of AATF in the TME of siAATF mice, with no significant changes observed in the tumor tissue or siControl mice (Figure 2C). Consistent with the reduced mitotic activity observed histologically, tumor sections were analyzed for Ki-67, a proliferation marker, and cytokeratin 19 (CK19), a marker associated with aggressive HCC and tumor stemness. AATF silencing reduced Ki-67 and CK19 expression compared with siControl mice, indicating decreased proliferative activity and tumor stemness (Figures 2D and 2E). Additionally, mRNA levels of the HCC marker alpha-fetoprotein (AFP) and the tumor vasculature marker CD31 were notably reduced in the AATF-silenced group, indicating decreased tumor progression and angiogenesis (Figures 2F and 2G). Overall, the data demonstrate that silencing AATF within the TME significantly suppresses tumor growth, progression, and invasion.

### Effect of hepatic AATF silencing on transcriptional signatures of the tumor microenvironment and tumor in HCC

To identify the downstream pathways affected by the loss of AATF in the TME, we performed species-specific whole-transcriptomic analysis to distinguish transcriptional changes in the stroma (of mouse origin) from those in the tumor (of human origin). After assessing read quality, the samples were aligned to two reference genomes: human (GRCh38) for tumor cells and mouse (GRCm39) for the TME. Mapping efficiency showed that 87.60% of reads aligned uniquely to the human genome and 60.16% to the mouse genome, highlighting adequate species-specific segregation of transcriptional alterations. Initial dimensionality reduction analysis demonstrated that siAATF and siControl samples formed distinct clusters in both the tumor and TME, indicating clear transcriptional

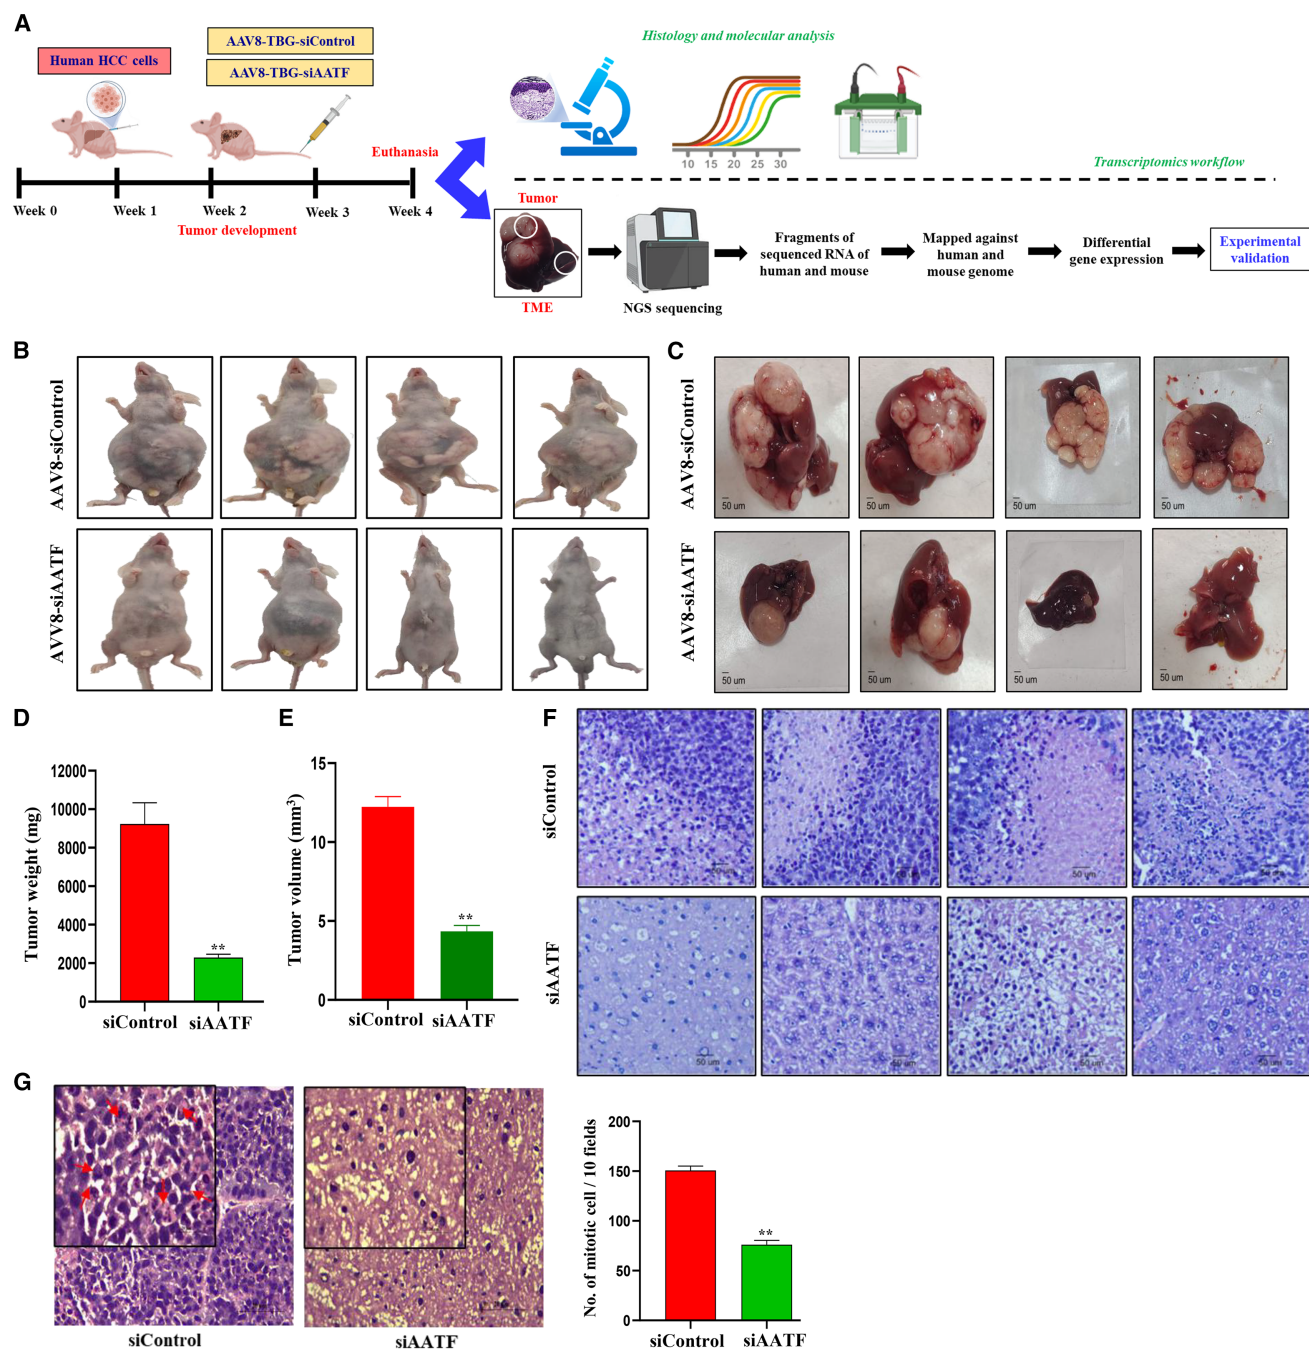

**Figure 1. Silencing of AATF reduced tumor burden in the orthotopic xenograft model of HCC**

(A) Schematic overview of the study design. Representative images of mice (B) and liver (C) demonstrating tumor formation. Tumor weight (D) and tumor volume (E) were measured. Representative microscopic images of H&E (F) (100 $\times$ ; scale bars, 50  $\mu$ m) and mitotic cell count (G). Data are presented as mean  $\pm$  SEM for 6–8 mice per group, \*\* $p < 0.001$  compared with siControl, unpaired  $t$  test. AAV, adeno-associated virus; TBG, tyrosine binding globulin; AATF, apoptosis-antagonizing transcription factor; TME, tumor microenvironment.

separation between the groups and high sample correlation within each group (Figures S1A–S1D). A total of 3,943 differentially expressed genes (DEGs) were identified in the TME-specific tran-

scriptome ( $p$  value  $< 0.05$  and  $|\log 2\text{-fold change}| \geq 2$ ). Among these, 1,603 genes were upregulated and 2,340 genes were downregulated (Figures S1E and S1F). Functional enrichment analysis of

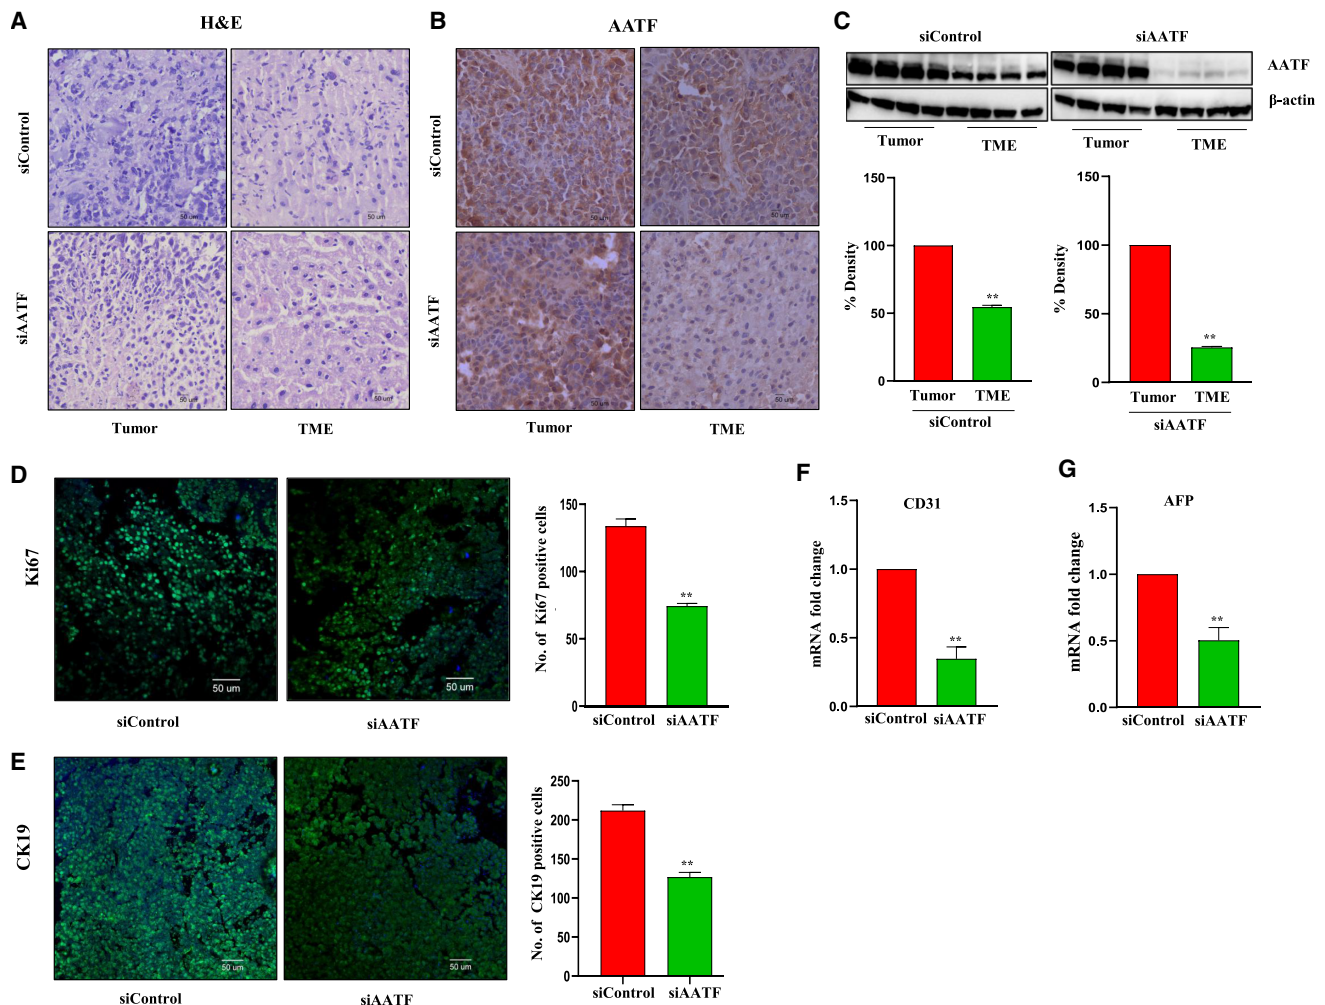

**Figure 2. Silencing AATF in TME inhibits HCC tumor progression**

(A) Representative microscopic images of (A) H&E staining of tumor and TME sections, (B) immunostaining of (D) Ki-67 and (E) CK-19 (200 $\times$ ), scale bars, 50  $\mu$ m, and (C) AATF protein expression in tumor and TME of siControl and siAATF groups. Immunostaining of (D) Ki-67 and (E) CK-19 (200 $\times$ ), scale bars, 50  $\mu$ m; mRNA expression of CD31 (F) and AFP (G) were measured in tumor sections of siControl and siAATF mice. Data are presented as mean  $\pm$  SEM for 6–8 mice per group, \*\* $p$  < 0.001 compared with siControl, unpaired  $t$  test. AAV, adeno-associated virus; AATF, apoptosis-antagonizing transcription factor; TME, tumor microenvironment; CK19, cytokeratin 19; AFP, alpha-fetoprotein; CD31, cluster differentiation 31.

DEGs using Gene Ontology (GO) for Biological Processes, Molecular Functions, Cellular Components, and Reactome pathways revealed that AATF silencing in the TME significantly affected immune-related pathways, angiogenesis, and ECM remodeling, thereby remodeling the microenvironment to be less supportive of tumor progression (Figures S1G and S2). Similarly, 702 genes were differentially expressed in the tumor-specific transcriptome, with 668 upregulated and 34 downregulated (Figures S1H and S1I). GO enrichment analysis of the tumor revealed decreased activity in cell cycle, cellular stress response, mismatch repair, DNA damage response, and RNA degradation, resulting in halted cell proliferation (Figures S1J and S3). Therefore, silencing AATF in the TME leads to significant transcriptomic changes, thereby reducing HCC tumor progression.

#### Targeting AATF reprograms the tumor microenvironment and inhibits tumor progression in HCC

The TME plays a vital role in influencing tumor growth, immune evasion, and resistance to anti-tumor therapies.<sup>33</sup> The TME, which encompasses immune regulation, ECM remodeling, and angiogenesis, fosters a tumor-permissive environment that is crucial for HCC progression.<sup>34</sup> Since AATF silencing in the TME reduced tumor progression, we further examined the stromal molecular signatures that may underlie this effect. The gene set enrichment analysis (GSEA) analysis of TME characterization revealed a significant reduction in angiogenesis and an altered immune landscape (Figure 3A). Interestingly, AATF silencing in the TME resulted in the downregulation of key inflammatory and immune pathways, including TNF- $\alpha$  signaling, IL-6/JAK/STAT3 signaling, interferon

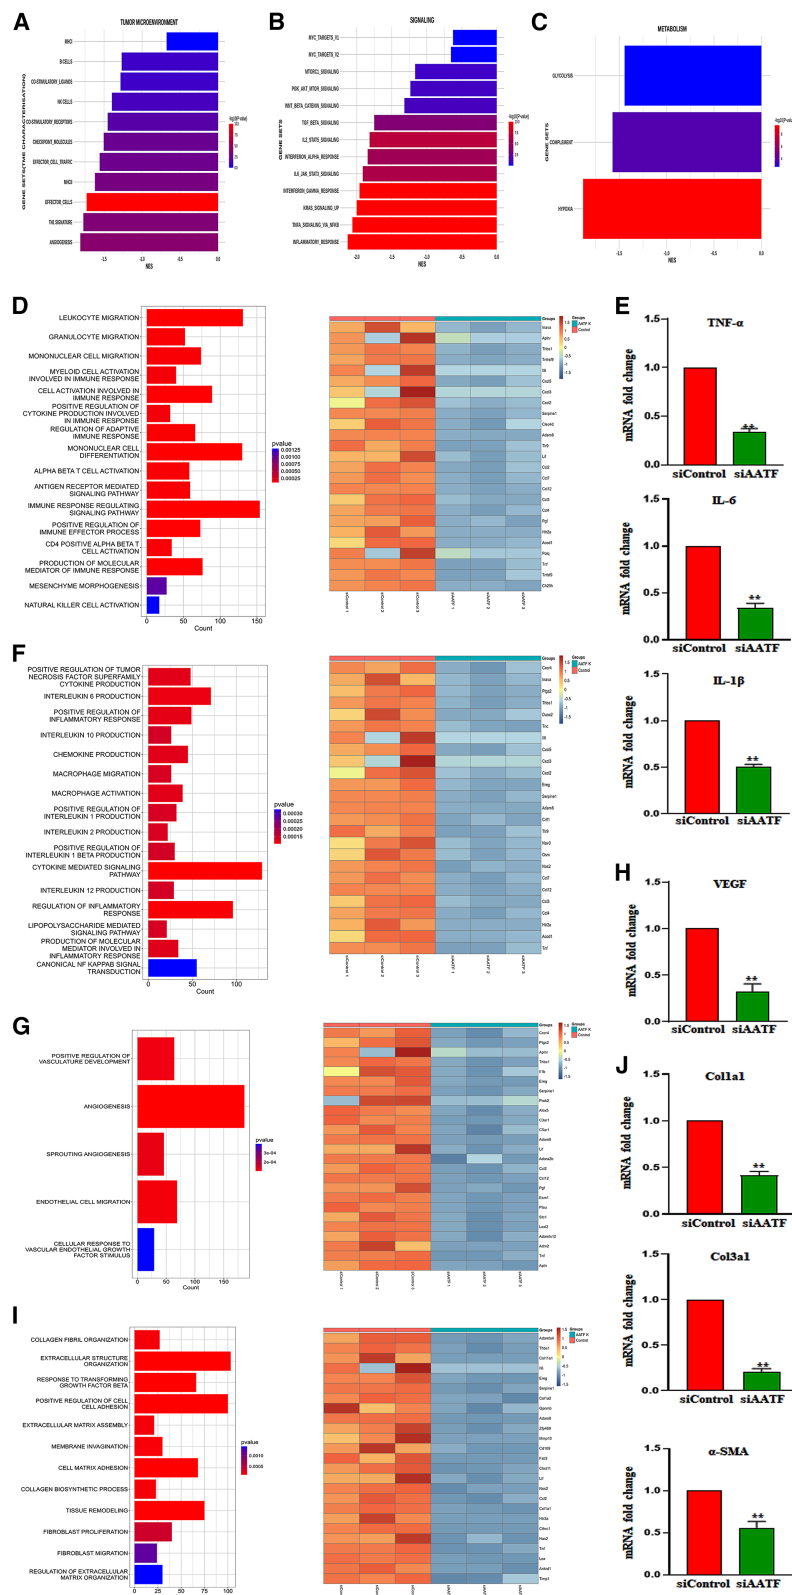

**Figure 3. Impact of AATF silencing on key TME components**

GSEA analysis of (A) TME characterization, (B) key signaling pathways, and (C) TME metabolism. (D) *p* value plots of immune-related pathways and heatmap of the top 25 downregulated genes. (E) mRNA levels of TNF- $\alpha$ , IL-6, and IL-1 $\beta$ . (F) *p* value plots of inflammatory pathways and heatmap of the top 25 downregulated genes. (G) *p* value plots of angiogenesis pathways and heatmap of the top 25 downregulated genes. (H) mRNA levels of VEGF. (I) *p* value plots of ECM pathways and heatmap of the top 25 downregulated genes. (J) mRNA levels of Col1a1, Col3a1, and  $\alpha$ -SMA. Data are presented as mean  $\pm$  SEM for 6–8 mice per group, \*\**p* < 0.001 compared with siControl, unpaired *t* test. TME, tumor microenvironment; TNF- $\alpha$ , tumor necrosis factor- $\alpha$ ; IL, interleukin; VEGF, vascular endothelial growth factor; Col, collagen;  $\alpha$ -SMA, alpha-smooth muscle actin.

signaling, TGF- $\beta$  signaling, and mTORC signaling, while also decreasing hypoxia and metabolic stress in siAATF mice compared with siControl (Figures 3B and 3C). Furthermore, we observed downregulation of leukocyte migration, mononuclear differentiation, and suppression of immune response-regulating pathways. Interestingly, chemokines such as CXCL2, CXCL3, and CXCL5, which are primarily involved in recruiting immune cells and MDSCs, and thereby contributing to tumor progression,<sup>35</sup> were also downregulated. Additionally, the downregulation of CCL2, CCL3, and CCL4, which are involved in the differentiation and infiltration of tumor-associated macrophages (TAMs), supports the notion that AATF silencing disrupts chemokine signaling and hampers the recruitment of tumor-promoting immune cells (Figure 3D). This observation was further supported by decreased chemokine production, cytokine-mediated signaling, and macrophage activation and migration, all of which indicate that AATF silencing broadly suppresses inflammatory responses and TAM production (Figure 3F; Figures S4A–S4C). We confirmed the mRNA levels of TNF- $\alpha$ , IL-6, and IL-1 $\beta$  and found that all three inflammatory markers were significantly reduced in siAATF mice compared with siControl (Figure 3E). Therefore, AATF silencing reconfigures the TME's inflammatory environment, making it less conducive to tumor growth and progression.

Next, we observed that silencing AATF decreased tumor angiogenesis and endothelial cell migration by reducing VEGF levels (Figures 3G and 3H; Figure S5A). Since angiogenesis depends on ECM remodeling, particularly the activity of matrix metalloproteinases (MMPs) to clear space for new vessels, we further investigated the ECM-associated components in siAATF mice. Interestingly, extracellular structural organization, tissue remodeling, cell-cell adhesion, and collagen fibril organization were significantly decreased in siAATF mice compared with siControl mice. Notably, the downregulation of LOX, MMPs, TGF- $\beta$ ,  $\alpha$ -SMA, Col1a1, and Col3a1 indicates ECM destabilization upon AATF silencing (Figures 3I and 3J; Figures S5B and S5C). Therefore, these data strongly suggest that AATF silencing disrupts the structural integrity and remodeling ability of the TME.

TME plays a crucial role in triggering EMT via signaling pathways activated by growth factors, cytokines, and other components of the TME.<sup>36</sup> We examined transcriptional changes to understand how AATF silencing affects EMT-related processes. Our analysis showed that epithelial cell differentiation and proliferation were significantly reduced in siAATF mice (Figure 4A). While mesenchymal markers and partial EMT markers, such as vimentin, ZEB2, EMP3, and TGF- $\beta$ , were notably lower in the AATF-silenced group, the epithelial markers PCDH1 and OCLN were significantly higher. These results were further confirmed by quantitative real-time PCR (real-time qPCR) (Figures 4B and 4C). Similarly, key EMT-associated pathways such as WNT, Hedgehog, NOTCH, and TGF- $\beta$  signaling were significantly decreased in siAATF mice compared with controls, along with a low EMT score, as shown by the GSEA of EMT-related genes (Figures 4D and 4E). Overall, these

findings indicate that AATF silencing inhibits EMT and reduces tumor invasiveness.

Next, we examined the compensatory mechanisms that are modulated in the tumor in response to changes in the microenvironment. The main finding from this analysis was that human-origin tumor cells showed reduced cell-cycle activity, as indicated by the downregulation of CDC16, ECT2, and TCP1, all of which suggest a defective or arrested cell cycle. This implies that AATF silencing has caused cell-cycle arrest at multiple points, from cytokinesis to the G1/S checkpoint (Figure 5A). Additionally, genes involved in autophagosome maturation, stress kinase activity, and protein K11 ubiquitination were downregulated in tumor cells, indicating metabolic and stress-related dysregulation (Figure 5B). Notably, AATF silencing also led to metabolic reprogramming in the tumor cells, as evidenced by decreased sterol synthesis, ATP-dependent activity, and reduced carbohydrate and glucose metabolism (Figure 5C). From these findings, AATF silencing in the TME clearly disrupts multiple tumor-supporting mechanisms, including growth arrest, nutrient deprivation, and metabolic shift, leading to tumor regression.

#### Targeting AATF in TME suppresses HCC progression via MIR100HG-mediated TGF- $\beta$ signaling

Since AATF silencing in the TME affected tumor progression and invasion, we investigated tumor-stroma crosstalk using a cell-cell communication explorer (CCCE).<sup>37</sup> The analysis revealed a significant enrichment of TGF- $\beta$  signaling from stromal (mouse) cells to tumor (human) cells. Notably, TGF- $\beta$ -SMAD signaling was markedly reduced in the stromal-to-tumor direction following AATF silencing, indicating disruption of TME-driven pro-tumorigenic signaling (Figure 6A). Studies have shown that TGF- $\beta$  is primarily secreted by CAFs in the TME and promotes tumor progression, immune evasion, and metastasis.<sup>38–40</sup> Consistent with this, RNA sequencing (RNA-seq) analysis of the TME compartment demonstrated coordinated downregulation of all three TGF- $\beta$  ligands (TGF- $\beta$ 1, TGF- $\beta$ 2, and TGF- $\beta$ 3), indicating broad suppression of ligand production. In addition, Tgfr2 expression was significantly reduced, suggesting impaired receptor-mediated responsiveness within the TME (Figures S6A–S6D). Together, these findings suggest that AATF silencing affects both ligand availability and receptor sensitivity, with a predominant impact on stromal-derived ligand-driven signaling.

To further validate these observations, we assessed the canonical (SMAD-dependent) and non-canonical (SMAD-independent) pathways of TGF- $\beta$  signaling. AATF silencing reduced the phosphorylation of SMAD2 and SMAD3, thereby suppressing EMT, immune response, and CAF activation (Figure 6B). Similarly, phosphorylation of AKT and MAP kinases, including ERK, JNK, and p38, was reduced in siAATF mice compared with siControl (Figure 6C). Interestingly, MAPK inhibition suppresses cell-cycle progression, promotes survival, and facilitates metabolic reprogramming.<sup>41</sup> These data conclusively demonstrate that silencing AATF in the TME reduces TGF- $\beta$  signaling, thereby affecting tumor-stroma interactions.

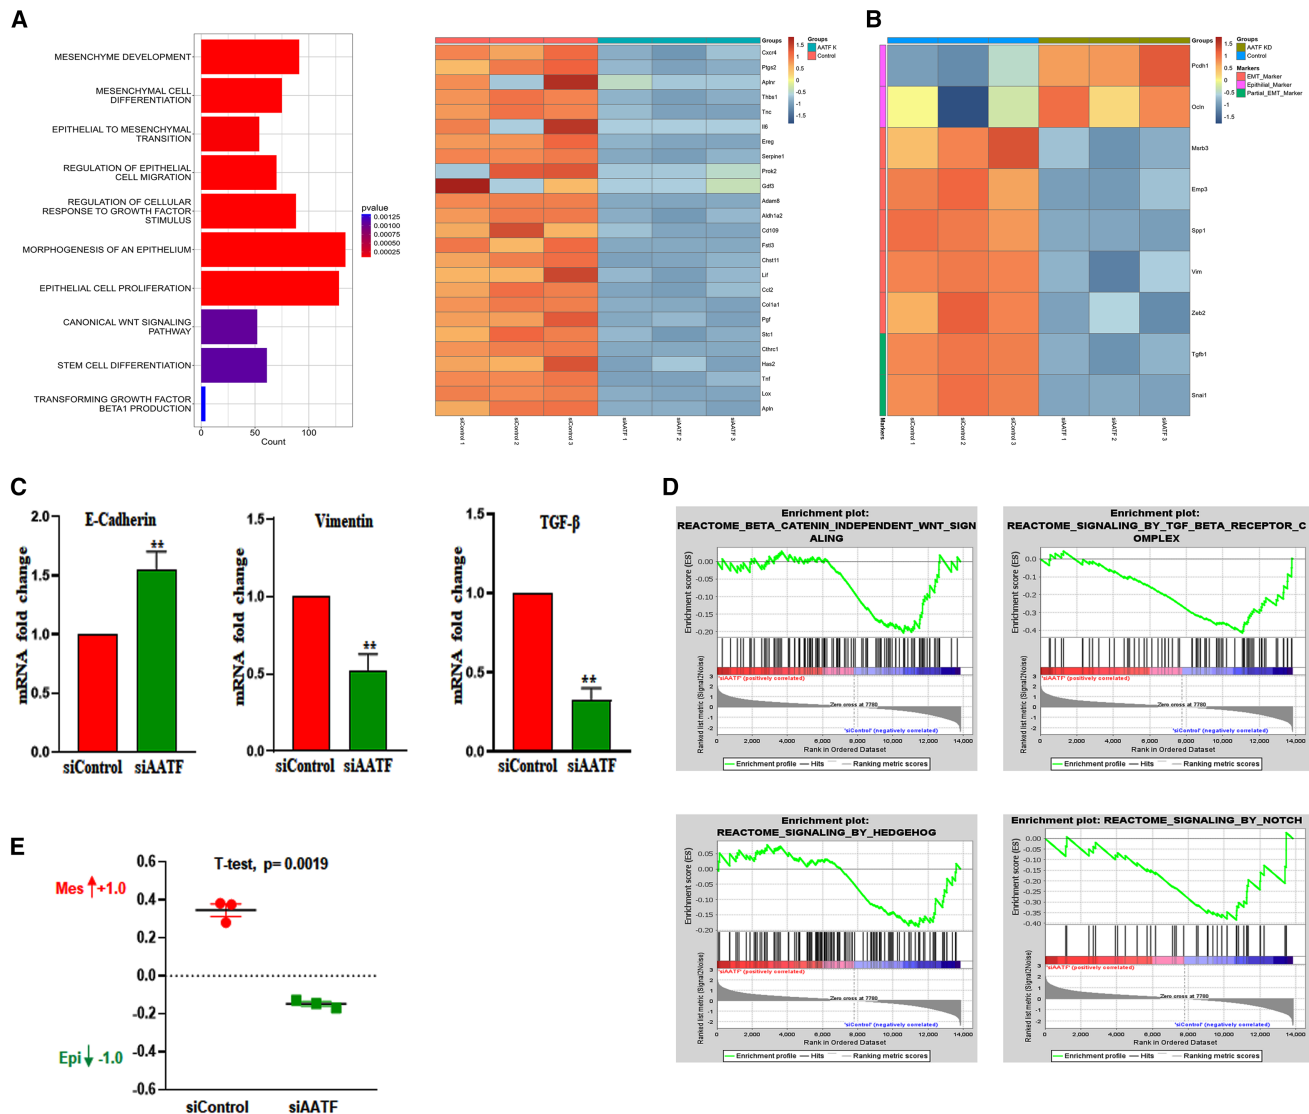

**Figure 4. AATF silencing suppresses EMT and decreases tumor invasiveness**

(A)  $p$  value plots of downregulated EMT-related pathways and heatmap of the top 25 downregulated genes. (B) Heatmap of epithelial, mesenchymal, and partial EMT markers. (C) mRNA levels of E-cadherin, Vimentin, and TGF- $\beta$  in siControl and siAATF mice. (D) Enrichment plots for WNT, Hedgehog, NOTCH, and TGF- $\beta$  signaling pathways. (E) EMT score for siControl and siAATF groups.  $**p < 0.001$ . EMT, epithelial-mesenchymal transition; TGF, transforming growth factor; WNT, wingless-related integration site; NOTCH, neurogenic locus notch homolog.

The decrease in TGF- $\beta$  signaling within the TME triggers a series of effects that alter tumor cell behavior, including reduced cell-cycle activity, metabolic reprogramming, and impaired stress response, ultimately leading to reduced tumor growth.

To explore the molecular link between AATF and TGF- $\beta$  signaling, we examined lncRNAs known to enhance or suppress TGF- $\beta$  expression. Since AATF silencing was specific to the TME, we limited our analysis to mouse-derived lncRNAs. We quantified known mouse lncRNAs and identified differentially expressed ones using criteria of  $p$  value  $< 0.05$  and  $|\log_2$  fold change|  $\geq 2$ . Dimensional reduction

analysis revealed distinct clustering between the siAATF and siControl groups, with a strong intra-sample correlation (Figures S7A–S7C). In total, we identified 781 differentially expressed lncRNAs, with 536 upregulated and 245 significantly downregulated in the siAATF group compared with siControl (Figures S7D and S7E). Furthermore, to investigate the association between lncRNAs and their direct regulation of target mRNAs, we performed co-expression analysis using the Pearson correlation coefficient. This analysis revealed several co-expressed lncRNA-mRNA pairs, indicating potential regulatory interactions. Functional annotation of the co-expressed mRNAs demonstrated that multiple key pathways were

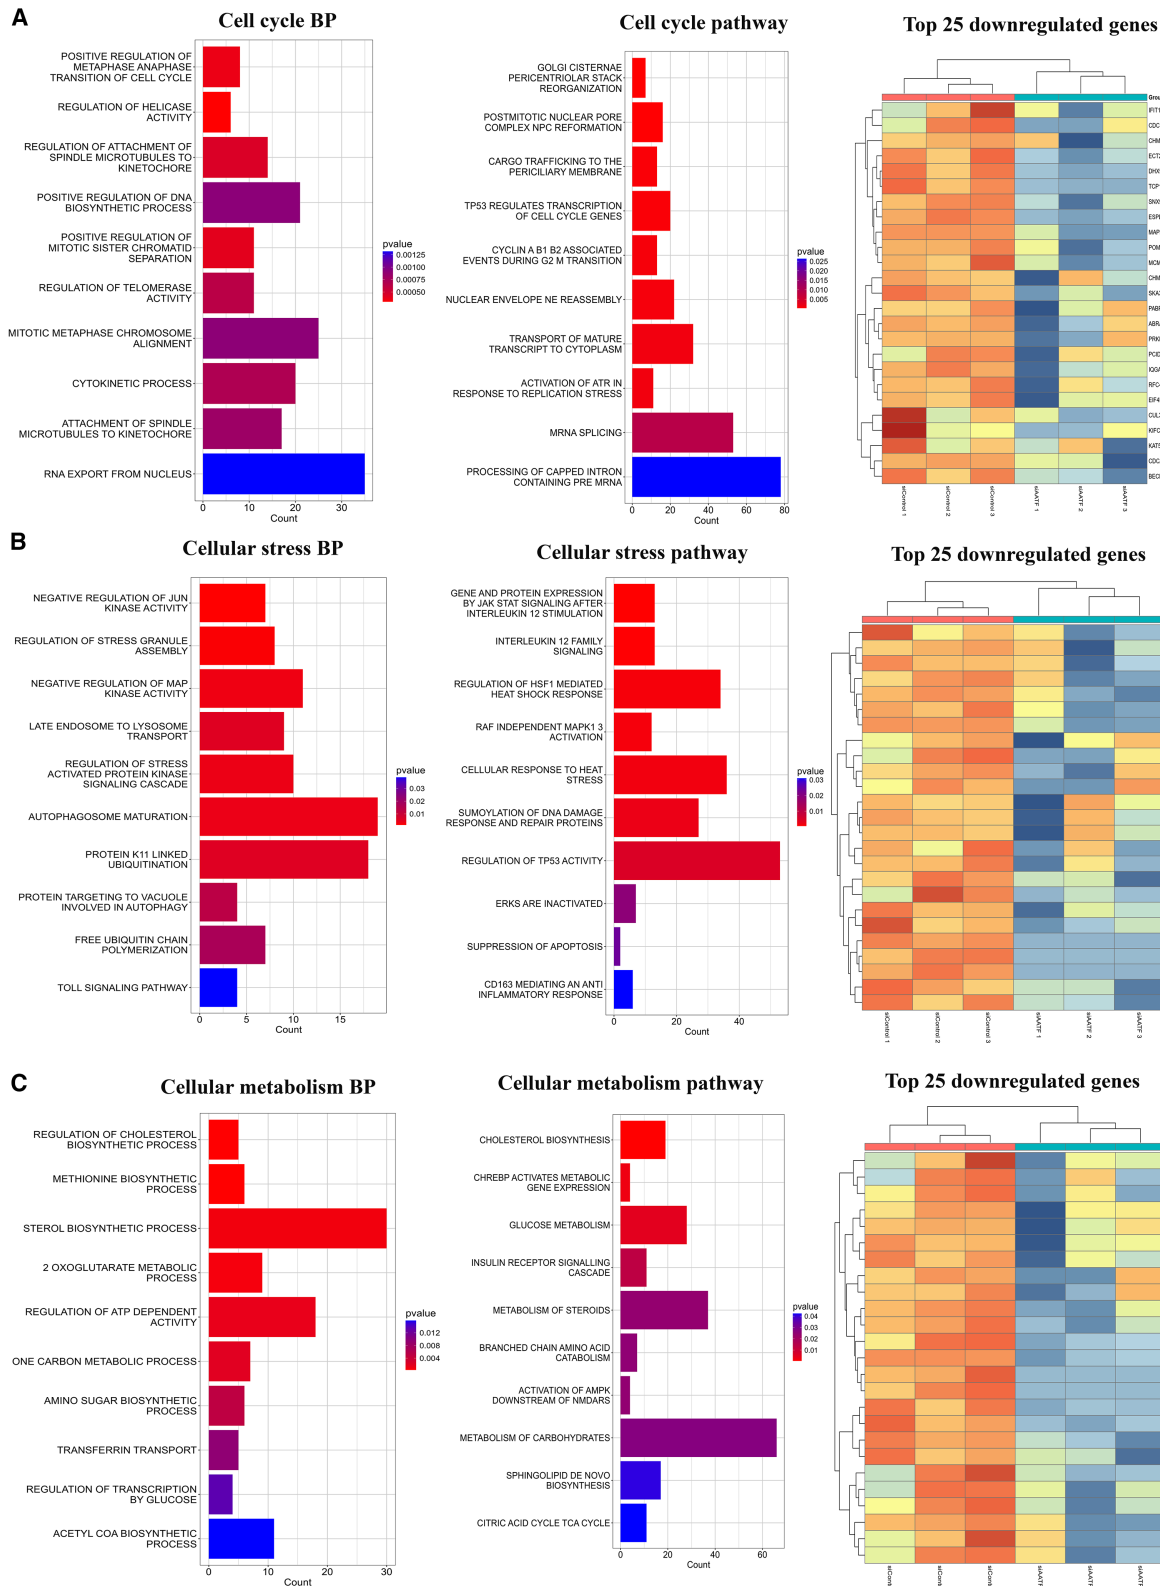

(legend on next page)

affected by lncRNA-mediated regulation (Figure S8A). Co-expressed lncRNAs with a positive correlation to mRNA downregulation were enriched in GO and Reactome pathways. These pathways align with the TME signature pathways enriched in the mouse transcriptome (Figures S8B–S8E). This indicates that lncRNA-mediated regulation may contribute to the observed immune suppression, ECM remodeling, and reduced angiogenesis, further supporting AATF's role in shaping a tumor-supportive microenvironment.

Based on the enriched lncRNAs, we built an lncRNA-mRNA pathway interaction network to identify key lncRNAs linked to essential functions of mRNAs (Figure 7A). This analysis enabled us to identify critical regulatory lncRNAs that may control ECM remodeling pathways enriched in the network as downstream effects of AATF silencing in the TME. Among these hub lncRNAs, the top 10 involved in ECM remodeling were further analyzed for functional enrichment to identify lncRNAs that regulate the TGF- $\beta$  signaling pathway (Figure 7B). Among the selected lncRNAs, MIR100HG was significantly downregulated in the siAATF group and showed a strong positive correlation with TGF- $\beta$  expression. Previous studies have shown that MIR100HG enhances TGF- $\beta$  signaling by regulating both SMAD-dependent and SMAD-independent pathways.<sup>42</sup> Additionally, MIR100HG encodes miR-100, miR-125b, and miR-99a, which play roles in tumor progression, immune regulation, and metabolic adaptation.<sup>43,44</sup> Given these findings, we hypothesized that AATF could transcriptionally regulate MIR100HG to activate TGF- $\beta$  signaling in the TME. Supporting our hypothesis, we observed significant downregulation of MIR100HG in tissues from siAATF mice compared with siControl (Figure 7C). To further explore the regulatory mechanism, we performed transcription factor binding site analysis using JASPAR, which revealed strong STAT3-binding sites in the MIR100HG promoter region (Figure 7D). Of note, AATF and STAT3 are transcriptional interacting partners.<sup>45</sup> These findings suggest a potential AATF-STAT3-MIR100HG axis in regulating TGF- $\beta$  signaling within the TME. Interestingly, phosphorylation of STAT3 was decreased in siAATF mice compared with siControl (Figure 7E). Therefore, silencing AATF in the TME decreases MIR100HG levels, which, in turn, affects TGF- $\beta$  signaling and inhibits tumor growth in HCC (Figure 7F).

## DISCUSSION

HCC is one of the most challenging tumors to treat, mainly because it often has no noticeable symptoms, leading to delayed diagnosis, and due to its varied response to treatment.<sup>46</sup> The complex TME and resistance mechanisms often limit advances in HCC therapy.<sup>47</sup> Emerging therapies, such as dual immunotherapy, antibody-drug conjugates targeting specific markers, and CAR-T cell therapies, have significantly expanded treatment options.<sup>48</sup> However, because these options are less effective, comprehensive efforts to better understand HCC mechanisms could help identify potential disease

drivers for improved treatment. The TME, which provides the natural setting, supports tumor cell growth and invasion.<sup>34</sup> This diverse and active population comprises both cellular components (immune cells and other cells that support tumor growth) and non-cellular components (ECM, cytokines, chemokines, and growth factors), all of which exhibit unique bidirectional communication.<sup>49</sup> Tumor cells induce reprogramming of the TME, which, in turn, facilitates tumor heterogeneity and drug resistance.<sup>50</sup> Given the vital role of the TME in cancer progression, targeting it as a treatment has become increasingly common.<sup>51</sup> To understand how tumor-stroma interactions improve clinical outcomes, we explored how AATF influences TME remodeling and promotes tumor growth and examined unique transcriptional changes in both stromal and tumor regions. Notably, our previous research has demonstrated that AATF promotes angiogenesis in HCC by reducing PEDF levels<sup>32</sup>; however, its role in the TME remains unclear. Therefore, this study aims to determine whether AATF can function as a regulator of the TME in HCC.

A human HCC cell-derived orthotopic xenograft mouse model was employed to induce tumors in the mouse liver, closely mimicking human disease; the HCC cells (QGY-7703) were authenticated by short tandem repeat (STR) profiling before implantation. AATF was silenced explicitly in the liver using AAV8 vectors encoding a mouse-specific siAATF sequence driven by a convergent promoter. This silencing occurs in the mouse liver, representing the TME surrounding the implanted human HCC cells. This model closely replicates the clinical scenario of HCC, which develops in a biologically active, often cirrhotic liver microenvironment. Given the well-established roles of liver-derived cytokines, growth factors, and stromal elements in supporting HCC progression,<sup>52</sup> our findings prompted us to investigate whether AATF in the hepatic TME contributes to the activation of tumor-promoting signaling pathways. Although small interfering RNA (siRNA) was chosen for gene silencing, it shares short hairpin RNA's (shRNA's) stability. The convergent promoter system enables bidirectional expression, a key feature of shRNA, while the AAV8 vector ensures tissue-specific delivery and sustained expression. Our findings demonstrate that silencing AATF in the liver TME significantly reduced tumor growth, highlighting its role as a key regulator of tumor-stroma interactions. The findings reinforce previous research highlighting the role of stromal factors in tumor behavior<sup>53</sup> and suggest that targeting AATF may interfere with the supportive environment that promotes HCC growth and progression. Additionally, using species-specific transcriptomics (stroma-mouse genes and tumor-human genes, detailed in the [materials and methods](#) section) enabled us to analyze the roles of the stromal and tumor compartments separately, providing a clearer understanding of how AATF affects various cell populations within the TME. The loss of AATF disrupted key processes in the TME, including angiogenesis, ECM remodeling, and immune regulation,

### Figure 5. Impact of AATF silencing in TME on tumor growth

(A) *p* value plots of downregulated cell cycle-related pathways and heatmap of the top 25 downregulated genes. (B) *p* value plots of downregulated cellular stress response-related pathways and heatmap of the top 25 downregulated genes. (C) *p* value plots of downregulated cellular metabolism-related pathways and heatmap of the top 25 downregulated genes.

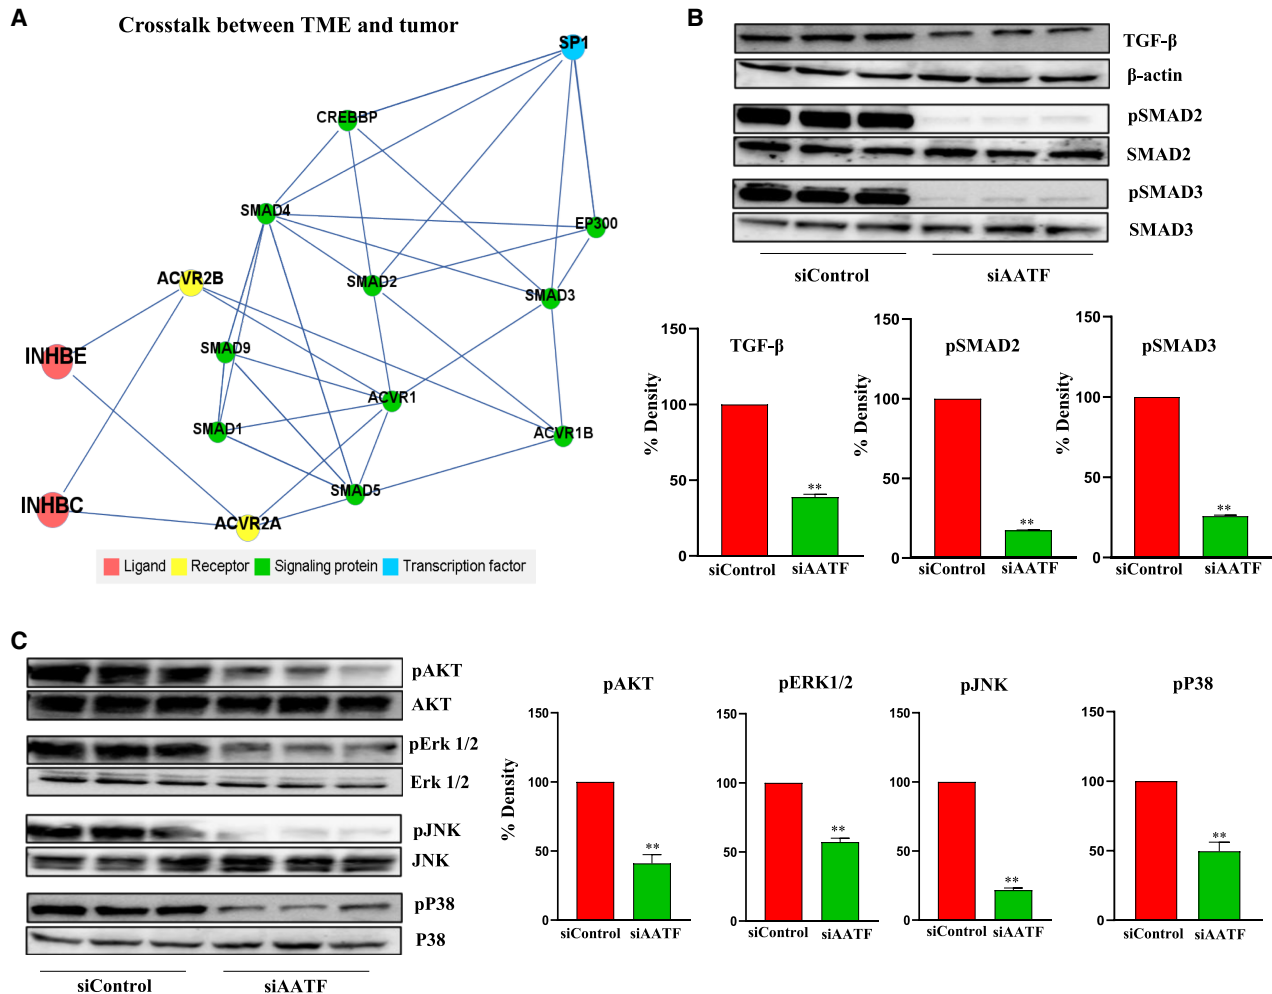

**Figure 6. Impact of AATF silencing on tumor-stroma communication**

(A) Tumor-TME crosstalk from stromal cells to tumor cells. (B) Western blot analysis of TGF-β, pSMAD2, and pSMAD3. (C) Western blotting of pAKT, pERK1/2, pJNK, and p38MAPK. Data are presented as mean ± SEM for  $n = 3$  mice per group, \*\* $p < 0.001$  compared with siControl, unpaired  $t$  test. TME, tumor microenvironment; TGF, transforming growth factor; SMAD, Suppressor of Mothers against Decapentaplegic; AKT, protein kinase B; ERK1/2, extracellular signal-regulated kinase; JNK, Jun N-terminal kinase.

ultimately shifting the environment toward an anti-tumorigenic state. Notably, silencing AATF disrupted critical chemokine signals that recruit pro-tumor myeloid cells, such as TAMs and MDSCs, thereby reducing immune cell infiltration and effector activity. Moreover, silencing AATF directly affected inflammatory pathways that promote tumor growth by reducing IL-6, IL-10, and TNF-α levels. Additionally, AATF silencing exhibited a notable tumor-suppressive effect, as evidenced by reduced angiogenesis and endothelial cell migration. However, the main findings of the study are decreased organization of the ECM, collagen fibrils, cell-cell adhesion, and tissue remodeling, indicating that AATF silencing significantly impacts the TME beyond immune suppression and angiogenesis inhibition. Downregulation of ECM proteins such as LOX, MMPs, Col1A1, and

Col3A1, along with TGF-β, indicates disruption of ECM integrity, which in turn influences tumor-stroma interactions. AATF silencing also prevented EMT, stopping tumor cells from becoming invasive. The reduction of ZEB2, SNAIL, and Vimentin indicates that tumor cells are less migratory and more epithelial, suggesting that targeting AATF could stop fibroblast-driven ECM remodeling and EMT-induced metastasis. Therefore, by destabilizing the ECM and reducing angiogenic signals, AATF silencing limits both nutrient supply and tumor cell invasion.

Our study showed that silencing AATF in the TME significantly slowed tumor progression, as evidenced by changes in gene expression associated with the cell cycle, stress response, and tumor

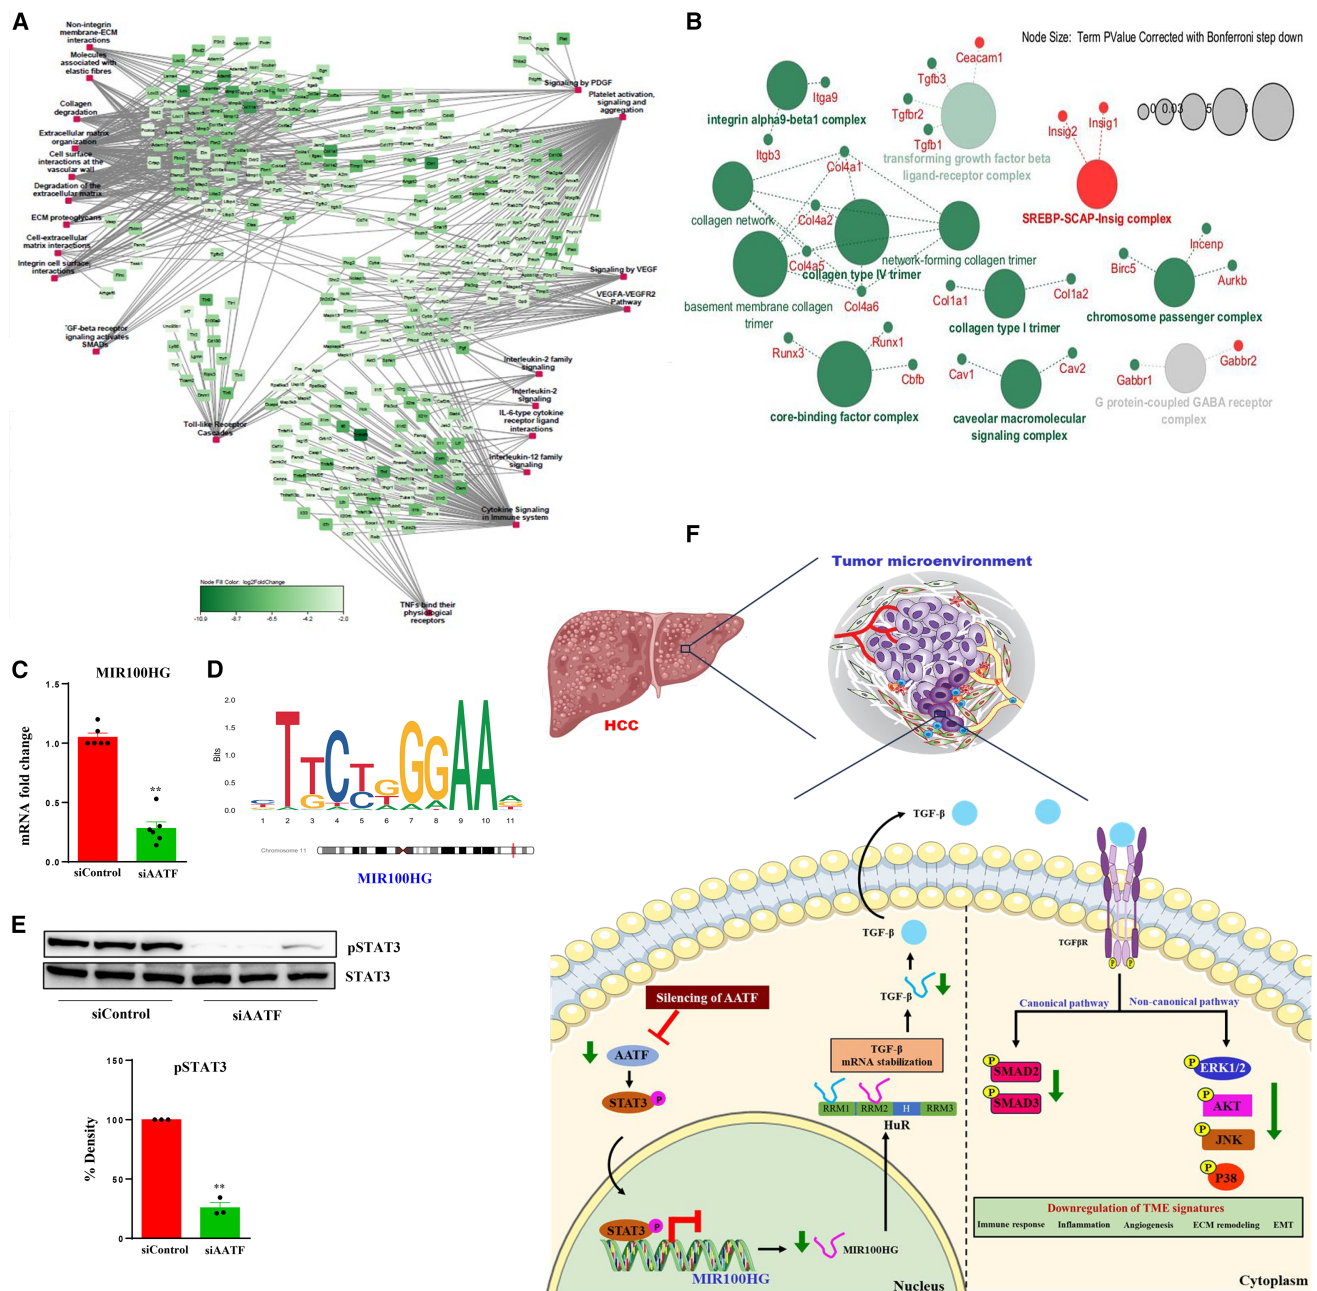

**Figure 7. Silencing AATF in TME inhibits TGF- $\beta$  signaling through MIR100HG**

(A) Functional annotation of the top 10 hub lncRNAs (downregulated pathways). (B) Functional annotation of lncRNAs positively co-expressed with TGF- $\beta$ . (C) Real-time qPCR analysis of MIR100HG in siControl and siAATF groups. (D) TFBS analysis using JASPAR for MIR100HG and STAT3. (E) Western blot analysis of pSTAT3 in siControl and siAATF mice. (F) Molecular mechanism illustrating the effect of AATF silencing in the tumor microenvironment and its impact on tumor progression in HCC. lncRNA, long noncoding RNA; TGF, transforming growth factor; real-time qPCR, quantitative real-time PCR; TFBS, transcription factor-binding site analysis; STAT3, signal transducer and activator of transcription 3.

metabolism. The decreased expression of IFIT1, CDC16, ECT2, and TCP1 indicates a disrupted or paused cell cycle, suggesting that AATF silencing causes cell-cycle arrest at multiple points, including cytokinesis and the G1/S checkpoint. In a pro-tumorigenic environ-

ment, stress kinases such as JNK, p38 MAPK, and ERK1/2 are activated by cellular stress, regulating cell survival, apoptosis, and inflammation.<sup>54</sup> Conversely, the downregulation of stress kinase activity in siAATF mice suggests that AATF silencing reduces the

tumor's ability to respond to stress signals, ultimately leading to cell death. Furthermore, the impaired metabolic activity observed upon AATF silencing suggests that tumor cells are metabolically inactive or dormant, potentially leading to tumor regression. Thus, although AATF silencing was confined to stromal cells, human tumor cells exhibited marked transcriptional changes, including cell-cycle arrest, suppression of DNA repair and stress responses, and impaired metabolic pathways, highlighting the profound impact of stromal reprogramming on tumor cell behavior.

Our findings highlight the pivotal role of TGF- $\beta$  signaling in the TME, consistent with its established function in regulating tumor progression and modulating the immune response.<sup>55</sup> Although multiple signaling pathways were altered following AATF silencing, TGF- $\beta$  signaling was prioritized due to its central role in TME remodeling and its consistent regulation across transcriptomic, signaling, and functional analyses. The altered TGF- $\beta$  pathway observed upon AATF silencing aligns with reduced CAF activation and ECM remodeling, underscoring AATF's contribution to maintaining a fibrotic, tumor-supportive niche. The suppression of both canonical (SMAD dependent) and non-canonical (MAPK and AKT) TGF- $\beta$  signaling suggests a broad disruption of tumor-stroma crosstalk, which is critical for tumor growth and invasion.<sup>56</sup> Of note, reduced ECM rigidity and stromal support likely hinder tumor cell invasion and metastasis. Furthermore, downregulation of canonical TGF- $\beta$  signaling may cause cell-cycle arrest by reducing p21 levels. At the same time, non-canonical pathways influence proliferative signaling, highlighting the multiple mechanisms by which AATF silencing impedes tumor progression. These findings position AATF as a key regulator of the pro-tumorigenic microenvironment by modulating TGF- $\beta$  signaling.

A key finding of our study was the identification of the lncRNA MIR100HG as a downstream mediator of AATF in regulating TGF- $\beta$  signaling. MIR100HG, which encodes the microRNAs miR-100, miR-125b, and miR-99a, has been linked to controlling both SMAD-dependent and -independent TGF- $\beta$  pathways.<sup>57</sup> Our results demonstrate that silencing AATF reduces MIR100HG expression, thereby decreasing TGF- $\beta$  signaling and slowing tumor growth. Transcription factor analysis also identified STAT3 as a key regulator of MIR100HG. Given our prior evidence that AATF activates STAT3 transcriptionally; these findings suggest a novel AATF-MIR100HG axis that promotes TGF- $\beta$  activation within CAFs. These findings carry important therapeutic implications. Although TGF- $\beta$  inhibitors are being explored for HCC treatment, their broad systemic effects have limited clinical efficacy and led to significant side effects. By uncovering AATF as an upstream regulator of MIR100HG-mediated TGF- $\beta$  signaling, our study suggests a more targeted strategy to modulate the TME without disrupting TGF- $\beta$ 's essential physiological functions. Targeting the AATF-MIR100HG axis may offer a more selective and effective strategy. Moreover, MIR100HG expression could serve as a biomarker of TGF- $\beta$  pathway activation, aiding in patient classification for personalized treatments, including combination therapies with immunotherapy.

Our research provides strong evidence that silencing AATF effectively disrupts the tumor-supportive microenvironment, underscoring its potential as a therapeutic target in HCC. Although no specific small-molecule inhibitors of AATF are currently available, indirect strategies, such as disrupting protein-protein interactions, inducing targeted degradation, or modulating TGF- $\beta$  and STAT3 signaling, may be effective. Future studies using single-cell transcriptomics and spatial approaches will be valuable for identifying specific cellular populations within the TME affected by AATF, thereby providing deeper mechanistic insights into immune cell composition and TME remodeling. Although our orthotopic xenograft model effectively demonstrates stromal-tumor interactions, additional research in immune-competent models is necessary to comprehensively understand how AATF affects the immune environment of HCC. Moreover, while MIR100HG appears to be a significant downstream effector, AATF likely impacts other lncRNAs and signaling pathways that warrant further investigation. Primarily, confirming these findings in patient-derived tissues will strengthen their clinical relevance. Moving forward, examining the combined effects of AATF inhibition with TGF- $\beta$  pathway inhibitors or immune checkpoint therapies could yield new, more effective, and targeted treatments for HCC.

## Conclusion

In this study, we provide compelling evidence for AATF as a stromal regulator in HCC. Our study demonstrates that AATF silencing suppresses tumor progression by remodeling the TME via MIR100HG-mediated modulation of TGF- $\beta$  signaling. These findings expand the oncogenic repertoire of AATF to include stromal regulation, establish a novel AATF-MIR100HG-TGF- $\beta$  axis, and reveal a promising therapeutic target for HCC. By integrating transcriptional regulation, lncRNA function, and stromal remodeling, our work provides new mechanistic insights into tumor-stroma interactions and positions AATF as a valuable therapeutic target in HCC.

## MATERIALS AND METHODS

### Orthotopic xenograft mouse model of HCC

Twenty male athymic BALB/c (nu/nu) mice (5 weeks old) were purchased from Hylasco Biotechnology Pvt. Ltd. (Charles River Laboratories, Hyderabad, Telangana). All mice were housed in the central animal housing facility under a 12-h light-dark cycle with *ad libitum* access to water and a standard chow diet, with 3–4 mice per cage. The animal study was conducted over 4 weeks, from February 2024 to March 2024, following a 1-week acclimatization period. All animal experiments were approved by the Institutional Animal Ethics Committee of the Center for Experimental Pharmacology and Toxicology, JSS Medical College, JSS Academy of Higher Education & Research (approval no. JSSAHER/CPT/IAEC/161/2023), under the supervision of the Committee for the Purpose of Control and Supervision of Experiments on Animals, Government of India. The experiments were performed in accordance with institutional and national guidelines for the care and use of laboratory animals. All animals were euthanized using a CO<sub>2</sub> chamber following American Veterinary Medical Association-approved humane euthanasia guidelines.

Following 1 week of acclimatization, the human HCC cells (QGY-7703) cultured at 70%–80% confluence were trypsinized, collected, and counted.  $1.0 \times 10^6$  cells suspended in 100  $\mu$ L of culture medium were mixed with 100  $\mu$ L of Matrigel (Corning, DC, USA) and orthotopically transplanted into the liver of the mice. The development of the tumor was monitored after inoculation. It was calculated post-euthanasia using the following formula: volume (a rotational ellipsoid) =  $L \times S^2 \times 0.5236$ , where L is the long axis and S is the short axis.

#### Sample size determination

The sample size was guided by previous liver-specific gene knock-down studies that showed reproducible effects with similar group sizes. Although no formal *a priori* power analysis was performed, 10 mice per group were considered sufficient to detect biologically relevant differences while adhering to the 3Rs principles (Replacement, Reduction, and Refinement).

#### Inclusion and exclusion criteria

All mice that underwent tumor implantation and AAV administration were included in the final analyses. Inclusion criteria required normal postoperative recovery and absence of infection or distress before AAV injection. No animals met exclusion criteria, and no additional exclusion parameters or outlier removal criteria were defined *a priori*.

#### Randomization

Mice were randomly allocated to control and treatment groups. Randomization was performed using a computer-generated random number sequence to assign 10 mice to the AAV8-siControl group and 10 mice to the AAV8-siAATF group.

To minimize potential confounders, mice were housed under identical conditions, and cage positions were randomized within the animal facility to prevent location effects. The order of treatments and measurements was randomized across animals to avoid systematic bias. No other confounders were identified that could have influenced experimental outcomes.

#### Blinding

Group allocation was performed by an investigator not involved in subsequent animal handling or data collection. During the experiment, including AAV administration and measurements, personnel directly handling the animals were aware of group assignments only as required for treatment administration. Outcome assessment and data analysis were performed by investigators blinded to group allocation to minimize observer and analytical bias.

#### Outcome measures

The primary outcome measure was liver AATF expression, which guided sample size selection. Secondary outcome measures included tumor size and molecular markers of inflammation, angiogenesis, and tumor (mRNA and protein levels of relevant target genes). All

measurements were performed using validated assays and quantified by investigators blinded to group allocation.

#### Liver-specific silencing of AATF with AAV8

Mouse AATF was specifically knocked down in the liver using AAV gene delivery vectors procured from Applied Biological Materials (ABM) Inc., Canada. The siRNA sequences targeting mouse AATF were incorporated into the AAV8 vector under the control of a liver-specific TBG promoter. The stability of the siRNA was maintained by a convergent promoter vector system that mimics shRNA. Tissue specificity and gene silencing were confirmed using real-time qPCR and western blotting. One week after tumor implantation, the mice ( $n = 20$ ) were randomly divided into two groups. AAV8-siControl ( $n = 10$ ) and AAV8-siAATF ( $n = 10$ ) were administered via tail vein injection at a dose of  $1 \times 10^{11}$  vg/mouse in a total volume of 200  $\mu$ L. Mice were monitored for 3 weeks before euthanasia, and blood and tumor tissues were harvested for further analysis.

#### Cell culture

Human HCC cell line QGY-7703 (CVCL\_6715, a kind donation from Dr. Devanand Sarkar, Virginia Commonwealth University, USA) was cultured and maintained in Dulbecco's modified Eagle's medium (DMEM) containing 4.5 g/L glucose and supplemented with 10% fetal bovine serum, L-glutamine, and 100 U/ml penicillin-streptomycin at 37°C in 5% CO<sub>2</sub>. The cell line was authenticated by STR profiling. The experiments were performed with mycoplasma-free cells.

#### Tissue processing and analysis

Tumor tissues and the surrounding microenvironmental tissues were isolated, fixed in 4% (v/v) formaldehyde in phosphate-buffered saline, and embedded in standard paraffin blocks. Subsequently, 5- $\mu$ m-thick tissue sections were cut from each paraffin block and stained with hematoxylin and eosin (H&E). A pathologist at JSS Hospital performed the histopathological analysis of the HCC tissues.

#### Immunohistochemistry

The formalin-fixed, paraffin-embedded (FFPE) mouse tissue sections were deparaffinized and rehydrated using xylene and a series of ethanol concentrations. After antigen retrieval with citrate buffer (pH 6) at 94°C for 15 min, the sections were incubated with 3% hydrogen peroxide for 10 min. Slides were blocked with normal goat serum (Abcam) for 1 h at room temperature and then incubated overnight at 4°C in a humidified chamber with the AATF antibody (Sigma-Aldrich), CD31,  $\alpha$ SMA, or F4/80 (Cell Signaling). Signals were detected using the Polyexcel HRP/DAB detection system (one-step, PathnSitu Biotechnologies) following the manufacturer's protocol. Nuclear staining was performed with hematoxylin. All immunohistochemistry images were captured using an Olympus BX41 microscope and quantified using ImageJ.

#### Immunofluorescence

The FFPE sections were deparaffinized and rehydrated as described above. The slides were incubated with primary antibodies (Ki-67 at

1:250 dilution, Cell Signaling Technologies; CK19 at 1:100 dilution, Santa Cruz Biotechnology), followed by an Alexa Fluor secondary antibody (Thermo Scientific). The nuclei were stained with DAPI (Thermo Scientific). Images were captured with a Leica Stellaris 5 confocal microscope, and analysis was performed in ImageJ.

#### RNA isolation and quantitative real-time PCR

Frozen tissues were used to isolate total RNA with TRIzol. RNA was quantified using a NanoDrop spectrophotometer and reverse transcribed into cDNA with the Verso cDNA synthesis kit (Thermo Scientific) following the manufacturer's protocol. Real-time PCR was performed using the DyNAmo Colorflash SYBR Green kit (Thermo Scientific) with 0.5 mM primers (IDT) and 50 ng of cDNA in a 20  $\mu$ L reaction volume, according to the manufacturer's instructions on the Rotor-Gene Q 5plex HRM System (QIAGEN). The relative fold change in mRNA was calculated as  $2^{-\Delta\Delta Ct}$  and normalized to the endogenous control  $\beta$ -actin. The validated primer sequences used in this study are provided in Table S1.

#### Western blotting

The lysates were prepared by homogenizing human liver tissue in 1X RIPA buffer (Sigma-Aldrich) containing protease and phosphatase inhibitors (Thermo Scientific). The tissue homogenate was centrifuged at 13,000 rpm for 15 min at 4°C, and the supernatant was collected and stored at -80°C. The protein concentration was measured using Bradford's protein estimation method (Bio-Rad). Equal amounts of protein lysates were separated by SDS-PAGE and transferred onto a nitrocellulose membrane for all western blots. The membranes were blocked with 5% non-fat skim milk for 1 h at room temperature and then probed with primary antibodies (anti-AATF at 1:1,000—Sigma-Aldrich; anti-TGF- $\beta$ , anti-pSMAD2, anti-SMAD2, anti-pSMAD3, anti-SMAD3, anti-pP38MAPK, anti-P38MAPK, anti-pSTAT3, anti-STAT3, anti- $\beta$ -actin at 1:1,000—Cell Signaling Technologies; anti-pAKT, anti-AKT, anti-pErk1/2, anti-Erk1/2, anti-pJNK, anti-INK at 1:100—Santa Cruz Biotechnologies) overnight at 4°C. Afterward, the membranes were washed and incubated with secondary antibodies (Cell Signaling Technologies) for 2 h at room temperature. The blots were developed with the Western Bright ECL HRP substrate (Thermo Scientific), and images were captured using the UVitec Alliance Q9 chemiluminescence imaging system. Band intensities were quantified, and each band was normalized to its respective endogenous control,  $\beta$ -actin.

#### Whole transcriptomic analysis

##### RNA isolation, library prep, and sequencing

The RNA was extracted from tissues using the AllPrep DNA/RNA kit (QIAGEN) and measured with the TapeStation 4150 and HS RNA ScreenTape. The library was prepared with the SMART-Seq Library Prep Kit and sequenced with paired-end reads on the Illumina NovaSeq 6000 platform, using a read length of 150 bp  $\times$  2.

##### Total RNA-seq data preprocessing and read alignment

RNA-seq raw data (FASTQ files) underwent a comprehensive quality assessment using the FastQC program (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>).

How the deposited data were processed for this re-analysis (not part of the article)

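Bulk RNA from livers with orthotopic human tumors was sequenced in 6 libraries, 3 labelled siControl and 3 labelled siAATF. The authors trimmed the reads with Cutadapt and aligned them with STAR to the human and mouse genomes together. They removed reads that mapped to several places or to both species, and counted the remaining reads on human and on mouse genes with featureCounts. The deposited values are these raw gene counts, in separate human and mouse tables, with the gene length and the position of each gene given by the authors in other columns. Neither normalization nor filtering was applied to the deposited counts. Libraries were assigned to groups by the names of the count columns and the sample labels, and 0 count columns were left unassigned.

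The human table held 62753 genes, without names, after 1 gene broken over 3 lines was left out. The mouse table held 56884 genes. The identifiers of 56323 of them were found in gencode release 39, from which names and gene types were taken, and 561 stayed unnamed. The table was counted by the authors on an earlier release, and 32780 genes had the same start and end in both. Coordinates are those of the deposited table. No sequence reads were aligned again.

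The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), run on each table with TMM normalization, genes with a total of at least 10 counts and the group as the only term. A gene was called at an unadjusted p under 0.05 and a |log2 fold change| of at least 2, as in the paper, and counts after Benjamini-Hochberg adjustment are given beside it. lncRNAs were tested within the fit of all mouse genes. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, on limma-voom values, with p adjusted over 35 lists. The human share was compared by an exact permutation test, for which 3 libraries against 3 allow no p below 0.1. PLS-DA used mixOmics 6.26.0. Tables and plots used Python 3.11.15 and matplotlib 3.10.9.

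The genes named are the target Aatf, the genes that the paper names and that could be found by name, and the genes with the 3 largest rises and the 3 largest falls in each table among those with an adjusted p under 0.05, a |log2 fold change| of at least 2, a mean of at least 50 counts and no overlap between the groups, a rule set before the data were examined. Genes outside this rule are said to have been named after their values were seen. Changes were ranked by the fitted log2 fold change. Where every library of a group had at most 3 counts, a fold change is given as a bound on the ratio of the group means. The bound covers counting error and not the spread between libraries. On simulated counts with the depths and spread of these libraries, genes changed by 3 on the log2 scale were tested in the same way. All simulated libraries had a common profile apart from these genes, so the check does not cover errors from scaling libraries of unlike composition. The mouse fit called 78.5% of 191 changed genes and 273 of 17202 unchanged ones. The human fit called 68.5% of 181 changed genes and 231 of 19360 unchanged ones.

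The alternatives were DESeq2 1.42.0, the program the authors used, RLE and upper-quartile normalization, scaling by library size alone, at least 10 counts in every library, filterByExpr, no filter, the replicate number as a block, leaving out each replicate in turn, limma-voom, thinning all libraries to the smallest total, an adjusted p in place of the unadjusted one, and a |log2 fold change| of at least 1. The paper's gene set enrichment, EMT score, ligand and receptor network, and promoter and lncRNA target predictions were not repeated, since their gene sets or programs were not available. The microscopy, blot and PCR results are not part of the deposited tables.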

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

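The comparison of hepatocyte with other liver markers and the loss of higher tumor genes after thinning were tests set before their results were seen. The count of reads on silent human genes replaced a planned test of olfactory receptor genes, which needed gene names, and was chosen, like the other tests given here, after the pattern was seen.

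Genes of normal hepatocytes were higher in the mouse counts of the libraries labelled siAATF. All 19 hepatocyte markers had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and were higher in the siAATF group, with a median log2 fold change of 4.91 (camera, adjusted p = 2.95e-14). Of these genes, 18 had more than 3 counts in a siControl library, 1 is in another list and 1 was picked by the paper. As CPM of all gene counts they summed to 181 ± 153 (SD, n = 3) in siControl and 62921 ± 31191 (SD, n = 3) in siAATF (exact permutation test, p = 0.1, the smallest 3 against 3 allow). A larger share of whole liver tissue would raise the markers of all liver cells alike, if the tumor stroma of siControl hardly expressed them. That condition was not tested, so the comparison cannot decide whether that share is the whole cause. The median of the hepatocyte markers exceeded that of 24 markers of Kupffer, sinusoidal endothelial and stellate cells by 4.32 (3.89 to 5.05 with each replicate left out). A permutation over genes, which are not independent replicates, gave p = 1e-05, the smallest that 100000 resamples can give. The medians of these lists were 1.30 for 7 Kupffer cell genes (camera, adjusted p = 0.274), 0.68 for 9 sinusoidal endothelial genes (camera, adjusted p = 0.624), 0.17 for 8 stellate cell genes (camera, adjusted p = 0.881) and -0.47 for 5 cholangiocyte genes (camera, adjusted p = 0.280). The Kupffer cell list was called with no filter (0.25 relative to all genes), and fry called the cholangiocyte list (adjusted p = 0.0138). A change in the share of hepatocytes, or in their RNA, stays open. The libraries labelled siAATF held a mean of 1.42% human counts, and a different piece of tissue with more normal liver cannot be told apart from an effect of silencing, because the human share follows the group label. An effect of silencing on hepatocytes, in which the promoter is active, was not tested apart from it.

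The genes of matrix, vessels and recruited cells that were lower per mouse count were weighed against the same difference in tissue. Over 32 genes of activated fibroblasts, tumor endothelium and recruited myeloid cells, counts per human count were higher in the libraries labelled siAATF by a median of 5.60 on the log2 scale, but all mouse counts per human count were higher by 12.3. Since this ratio follows the human share, a smaller part of tumor with its stroma in the sequenced tissue cannot be told apart from an effect of silencing. As CPM of all gene counts, the activated fibroblast genes summed to 303 ± 117 (SD, n = 3) in siControl and 62.6 ± 46.2 (SD, n = 3) in siAATF (exact permutation test, p = 0.1), with 10 of 12 genes lower. The recruited myeloid genes without Arg1, which hepatocytes also express and which took most of the counts of that list in siAATF, summed to 71.6 ± 43.4 (SD, n = 3) in siControl and 34.1 ± 14.2 (SD, n = 3) in siAATF (exact permutation test, p = 0.3), with 7 of 9 lower. Of the 10 tumor endothelial genes, 5 were lower on this scale. The sum of the 10 was higher in siAATF, with 47.1 ± 14.6 (SD, n = 3) in siControl and 132 ± 44.4 (SD, n = 3) in siAATF (exact permutation test, p = 0.1). Insr had the most counts of this list in each siAATF library, with 2841, 626 and 2518 in replicates 1 to 3. The higher sum may rest on Insr, since a sum without it was not computed. A few abundant genes that take most of the mouse counts would lower all other genes alike. The 32 genes lay at a median of -5.65 relative to all genes (-6.48 to -5.41 with each replicate left out), which argues against that as the cause. Human reads counted on mouse genes would follow the human totals of the siControl libraries. Replicate 2 stood at a median log2 of -2.0 to the mean of replicates 1 and 3 over 1136 lower genes, near the -1.92 of the mouse totals and far from the -0.71 of the human totals, which argues against them.

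Human counts of the libraries labelled siAATF fell on genes that the siControl tumors hardly expressed, a signal that the paper does not report. The 37101 genes with at most 3 counts over the siControl libraries in sum held 7008 counts in the siAATF libraries, against the 171 that the siControl profile gives, 41.0 times as many. The counts were 5213, 1021 and 774 in siAATF replicates 1 to 3. Since the genes were chosen for low counts in siControl, some excess comes from the choice alone. Background reads spread over the genome may explain part of this, and genes to be experimentally checked (TEC) took 0.0443% ± 0.0150 (SD, n = 3) of human counts in siAATF and 0.0198% ± 0.00520 (SD, n = 3) in siControl (exact permutation test, p = 0.1). Mouse reads counted on human genes would give the same share of the mouse counts in each library. The highest share was 5.53 times the lowest, a spread among 3 libraries that cannot tell. Over human genes with at least 10 counts in every library, r across genes, which are not independent replicates, had a median of 0.914 between the groups, which argues against mouse reads as the source of the human counts as a whole. Carry-over from the siControl libraries would bring mouse genes the other way at a similar share. Of 851 mouse genes with at least 10000 counts in siAATF, 28 stayed below 0.1 of the share needed, which argues against it. No biological explanation of the silent genes was tested.

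The excess of higher over lower tumor genes was weighed against depth. After thinning to the smallest human total, 59 genes were called higher and 28 lower. Of the 820 called higher before, 633 had at most 3 counts in every siAATF library, and most such genes fall under the filter once the libraries are thinned. Their loss therefore decides nothing, and few stray counts that rise with scaling cannot be told apart from a change in the tumor. Draws that gave all libraries the siControl profile at their own totals called at most 120 genes higher with edgeR, fewer than the 820 found. They called 112 to 150 genes lower, a range that holds the 113 found. With DESeq2, the draws called 246 to 273 genes higher and 31 to 53 lower, against 1458 and 43 in the data. Sampling may thus account for an excess of higher genes with DESeq2 and for the number of lower ones. The draws took the spread between libraries from siControl and each read as an independent molecule, which reads copied by PCR are not, so for the number of higher genes sampling cannot be told apart from other causes.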

How the results depend on the processing

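Alternatives were set before the data were examined, with some exceptions chosen after seeing the data. These were protein-coding genes counted alone within the DESeq2 fit and lncRNAs fitted alone with DESeq2. For PLS-DA and co-expression, the added settings and the fits with a replicate left out were also such exceptions. Subtracting the group means for co-expression was set before.

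The number of TME DEGs, 4815, stayed within 1.5 times of itself under the other alternatives, but was 814 with at least 10 counts in every library, 2924 after thinning and 7282 at a |log2 fold change| of at least 1. For the 5762 genes with an adjusted p under 0.05, the numbers were 1745 and 3052 under the former settings, and from 3333 to 6088 across the 6 fits that each left out 1 replicate. The 488 lncRNAs became 4 with at least 10 counts in every library, 190 with filterByExpr, 56 after thinning, 299 with the adjusted p, and from 312 to 529 with a replicate left out. Fewer genes tested or fewer counts account for the filters and for thinning. Otherwise the cause was not tested. The higher share of TME DEGs was 51.0%, and 10.3% with library size only, 38.8% with limma-voom and 33.3% after thinning. The median log2 fold change of all mouse genes was 0.50 in the main setting and -1.30, -0.0896 and -0.299 in these settings. The TME genes with an adjusted p under 0.05 split into 3169 higher and 2593 lower in the main setting, 747 higher and 7276 lower with library size only, 2454 higher and 3023 lower with upper-quartile normalization, 2505 higher and 3065 lower with limma-voom and 1261 higher and 1791 lower after thinning. The lncRNAs split into 402 higher and 86 lower in the main setting, 361 with 33.5% of them higher with library size only, 193 higher and 156 lower with limma-voom and 37 higher and 19 lower after thinning.

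The 933 tumor DEGs depended on more settings. They were 1501 with DESeq2, 7 with at least 10 counts in every library, 289 with filterByExpr, 5691 without a filter, 6427 with limma-voom, 87 after thinning, 25 with the adjusted p, and from 470 to 1005 with a replicate left out. The 30 tumor genes with an adjusted p under 0.05 were 768 with DESeq2, 110 with library size only, 17 with filterByExpr and after thinning, 1707 without a filter and 6724 with limma-voom. With a replicate left out they were from 7 (without siAATF replicate 1) to 262 (without siControl replicate 1). The tumor DEGs split into 820 higher and 113 lower in the main setting, 6416 higher and 11 lower with limma-voom, 59 higher and 28 lower after thinning and 309 higher and 185 lower without siAATF replicate 1. The tumor genes with an adjusted p under 0.05 split into 26 higher and 4 lower in the main setting, 44 higher and 0 lower with RLE normalization, 30 higher and 0 lower with upper-quartile normalization, 6618 higher and 106 lower with limma-voom and, mostly lower, 35 higher and 61 lower with the replicate block. The cause was not tested. The small human totals of the siAATF libraries limit every tumor result.

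Replicate numbers were not taken to pair the libraries. Deviations from the group means of libraries with the same number correlated at 0.145, 0.212 and -0.0229 across mouse genes and at -0.0783, -0.0543 and -0.0252 across human genes, not all over 0.1, and genes are not independent replicates. With the replicate block, 4747 TME DEGs, 6766 TME genes with an adjusted p under 0.05, 448 lncRNAs, 400 tumor DEGs and 96 tumor genes with an adjusted p under 0.05 were found, and Kdr (-0.93), Ocln (1.99) and the VEGF list (-1.61 relative to all genes) passed the threshold.

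The difference in human share, -97.1 percentage points, was -96.2 without mitochondrial genes. For co-expression, the share of pairs, 32.0%, was 4.85% after the group means were subtracted, and from 33.8% to 42.1% with a replicate left out. The PLS-DA measure of the TME, 4.35, was 4.64 with at least 10 counts in every library and from 3.90 to 4.66 with a replicate left out. That of the tumor, 3.38, was from 2.95 to 4.57. The cause was not tested.

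Of the genes named, 625 comparisons with an alternative kept direction and side of the threshold, 8 became stronger, 7 weaker and 6 reversed. With library size only, Aatf (-0.92), Pcdh1 (-0.0254), Stat3 (-0.85) and Lag3 (-1.12) reversed, as the setting lowers all mouse genes. Lag3 also reversed without siAATF replicate 1 (-0.25, up to 1.43 over the replicates), and Vegfa without siControl replicate 3 (0.0334, from -0.45 to 0.0334 over the replicates). Stat3 passed the threshold without siAATF replicate 1 (1.39, adjusted p = 0.0379). Cd163 no longer passed with library size only or without siControl replicate 3 (log2 fold change 8.45 as fitted). After thinning, Tnf (-4.47), Tgfb2 (-4.47) and Mir100hg (-1.71) no longer passed, and Tgfb2 did not without siControl replicate 3 (-2.48). Acta2 had no adjusted p with DESeq2 (-4.93).

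For the lists, 499 comparisons were the same, 10 stronger, 29 weaker and 12 reversed, of which 22 of the weaker came from camera with the estimated correlation. Reversed medians relative to all genes were those of the sinusoidal endothelial markers (-2.69 with at least 10 counts in every library, -0.37 without a filter, -0.0359 without siAATF replicate 1, up to 0.54 over the replicates), the stellate cell markers (0.0666 with at least 10 counts in every library, 0.24 after thinning), the WNT list (0.34 and 0.0937) and the IL-6, JAK and STAT3 list (0.32 with at least 10 counts in every library, 0.14 with filterByExpr, 0.12 after thinning, 0.35 and 0.0558 without siAATF replicates 1 and 2, and down to -0.54 without siAATF replicate 3). None of these 4 lists was called in the main setting. With at least 10 counts in every library, the lists of Fig. S4A and Fig. S4B, the chemokine genes by symbol, the recruited monocyte and macrophage markers, the TNF and NF-κB list and the NOTCH list were no longer called. The cause was not tested.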

Differences from the paper's values

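The number of TME genes called higher was 2455 against the paper's 1603. Of the alternatives set before the data were examined, DESeq2 (2050), RLE normalization (2257), upper-quartile normalization (1989), filterByExpr (1698), the replicate block (2371), limma-voom (1804), the adjusted p (1986) and leaving out siControl replicate 2 (2285), siControl replicate 3 (2012) or siAATF replicate 2 (2396) came within 1.5 times of it. Library size only (640), at least 10 counts in every library (327), no filter (2867), thinning (974), the lower fold threshold (4187) and leaving out siControl replicate 1 (2405), siAATF replicate 1 (2441) or siAATF replicate 3 (2693) did not. The protein-coding genes within the DESeq2 fit of all genes, counted alone in a setting chosen after seeing the values, gave 1593. In total they gave 3880 against the paper's 3943, with 2287 lower against the paper's 2340.

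The number of tumor genes called lower was 113 against the paper's 34. Of the alternatives set before the data were examined, DESeq2 (43) and thinning (28) closed the gap, and the others did not. The protein-coding genes within the DESeq2 fit of all genes, counted alone in a setting chosen after seeing the values, gave 36. In total they gave 705 against the paper's 702, with 669 higher against the paper's 668.

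The number of lncRNAs called was 488 against the paper's 781. No filter (680), leaving out siAATF replicate 3 (529), the lower fold threshold (523) and lncRNAs fitted alone (582) closed the gap among the alternatives set before the data were examined, and the others did not. Fitted alone with DESeq2, a setting chosen after seeing the values, 399 were called. The number called lower was 86 against the paper's 245, where library size only (240) and no filter (189) closed the gap and the other alternatives set before the data were examined did not.

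The ratio of siAATF to siControl for Tgfb2 was 0.142, against about 0.05 in Fig. S6, read by eye. Of the alternatives set before the data were examined, library size only (0.0429) and thinning (0.0453) came within 1.5 times of it. Upper-quartile normalization (0.117) and leaving out siControl replicate 2 (0.120) or siAATF replicate 1 (0.100) did not, but differed from it by less than the SD between replicates (0.0764). The others did neither. For Tgfb3 it was 0.0505, against about 0.14 in Fig. S6, read by eye, and none of the alternatives set before the data were examined closed the gap. Each of these 2 ratios lies near the bar of the other ligand, so that exchanged panels would close both gaps. The panels were read by their printed titles.

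The paper describes silencing of mouse Aatf, shown as protein by immunostaining and immunoblotting of the TME, and also names real-time qPCR. Here only bulk RNA per mouse count was measured, which is another quantity than protein. The log2 fold change of Aatf was 0.93, and negative only with library size only (-0.92), without passing the threshold. The paper reports reduced VEGF levels, measured as mRNA apart from the libraries, without naming Vegfa. The log2 fold change of Vegfa was -0.27, and Vegfa was called lower only with library size only (-2.14). Ocln, higher in the paper, had 1.82 and passed the adjusted threshold only with no filter (1.94), with the replicate block (1.99) and without siAATF replicate 2 (2.19). Fig. 6A shows ligands reduced in the TME, and Inhbe (3.14) and Inhbc (3.88) were higher. The paper reports lower IL-6, JAK and STAT3, WNT and Hedgehog signaling, from other gene sets, and lower VEGF levels. Medians relative to all genes were -0.02, -0.33, -0.93 and -1.53 for the lists of these pathways and of VEGF ligands and receptors used here, of which none was called by camera. The Hedgehog list was called with fry and with filterByExpr (-2.43), and the VEGF list with fry, with library size only, with the replicate block and without siControl replicate 2, siAATF replicate 1 or siAATF replicate 2. In Fig. S4A and Fig. S4B, Cxcl1, Cxcl12, Ccl24, Cd163, Arg1 and Lag3 were higher where the panels show reduced genes.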

Other observations

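The tests over other splits of the libraries for TME genes and tumor genes with an adjusted p under 0.05 and for gene lists were chosen after the results were seen, and so were the acute-phase genes.

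The 6 libraries can be divided into 3 and 3 in 10 ways, so that the share of splits with a result as large is never under 0.1. For the TME DEGs, 1 of the 10 splits, the real one, gave 4815 or more, and the other 9 gave 145 to 902. For the TME genes with an adjusted p under 0.05, 1 of the 10 did, and the others gave 0. For the lncRNAs it was 1 of the 10, with 41 to 223 in the others, and for the 27 gene lists 1 of the 10, with 0 to 26 and a median of 22 in the others, so that other splits called nearly as many lists. The PLS-DA measure was as large in 1 of the 10 splits in the TME (4.35, at most 2.09 in the others) and in 1 of the 10 in the tumor (3.38, at most 2.41 in the others). For the tumor DEGs, 4 of the 10 splits gave 933 or more, with 204 to 1714 in the others, and for the tumor genes with an adjusted p under 0.05, 4 of the 10 gave 30 or more, with 0 to 328 in the others.

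Among called lncRNAs and called protein-coding genes, the share of pairs with |r| over 0.9 fell to 4.85% after the group means were subtracted, against 5.32% of random pairs, in a test set before its result was seen. The difference between the groups may therefore account for the co-expression.

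Major urinary protein genes, whose counts are uncertain because of near-identical copies, were higher in 20 of 20 cases in the libraries labelled siAATF, with a median log2 fold change of 9.20 as fitted and 3.21 with bounds (camera, adjusted p = 1.49e-06). All 29 mitochondrial genes were higher, with a median of 4.40 as fitted and 3.09 with bounds (camera, adjusted p = 5.95e-11). Mitochondrial genes took 4.04%, 10.5% and 6.91% of mouse counts in siControl replicates 1 to 3 and 25.7%, 56.1% and 20.8% in siAATF replicates 1 to 3. The siAATF libraries differed among themselves in acute-phase genes, chosen after their values were seen. Saa1 had 3011, 7770 and 715563 counts in siAATF replicates 1 to 3, Saa2 407, 9679 and 1130470, and Lcn2 356, 1685 and 118150. The paper names Il10, which had 0, 0 and 1 counts in siControl and 0 in each siAATF library and was not tested.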
